# The arginine methyltransferase Prmt1 coordinates the germline arginine methylome essential for spermatogonial homeostasis and male fertility

**DOI:** 10.1093/nar/gkad769

**Published:** 2023-09-22

**Authors:** Muhammad Azhar, Caoling Xu, Xue Jiang, Wenqing Li, Yuzhu Cao, Xiaoli Zhu, Xuemei Xing, Limin Wu, Jiaqi Zou, Lan Meng, Yu Cheng, Wenjie Han, Jianqiang Bao

## Abstract

Arginine methylation, catalyzed by the protein arginine methyltransferases (PRMTs), is a common post-translational protein modification (PTM) that is engaged in a plethora of biological events. However, little is known about how the methylarginine-directed signaling functions in germline development. In this study, we discover that Prmt1 is predominantly distributed in the nuclei of spermatogonia but weakly in the spermatocytes throughout mouse spermatogenesis. By exploiting a combination of three Cre-mediated Prmt1 knockout mouse lines, we unravel that Prmt1 is essential for spermatogonial establishment and maintenance, and that Prmt1-catalyzed asymmetric methylarginine coordinates inherent transcriptional homeostasis within spermatogonial cells. In conjunction with high-throughput CUT&Tag profiling and modified mini-bulk Smart-seq2 analyses, we unveil that the Prmt1-deposited H4R3me2a mark is permissively enriched at promoter and exon/intron regions, and sculpts a distinctive transcriptomic landscape as well as the alternative splicing pattern, in the mouse spermatogonia. Collectively, our study provides the genetic and mechanistic evidence that connects the Prmt1-deposited methylarginine signaling to the establishment and maintenance of a high-fidelity transcriptomic identity in orchestrating spermatogonial development in the mammalian germline.

## INTRODUCTION

In mammals, spermatogenesis is a spatiotemporally organized and complex developmental process that takes place in the epithelium of seminiferous tubules in the testis. In general, this process can be divided into three successive processes, including (i) mitotic proliferation of spermatogonial stem cells (SSCs) and progenitor spermatogonia, and subsequent differentiation giving rise to differentiated spermatogonia (1); (ii) meiotic division with one-time duplication of chromosomes followed by two times of nuclear divisions (2) and (iii) spermiogenesis, in which the haploid round spermatids undergo morphological transformation and nuclear condensation (3). The production of competent sperm necessitates rigorous gene expression regulation at both the transcriptional and post-transcriptional levels. A wide range of post-transcriptional RNA modifications and histone post-translational modifications (PTMs) was present in spermatogonia, spermatocytes and spermatids in a stage-specifically regulated manner. For instance, the most abundant N^6^-methyladenosine (m^6^A) modification in mRNA deposited by the Mettl3/14 complex is functionally important for the translation of m^6^A-carrying mRNAs required for SSC proliferation and spermatogonial differentiation. Integrative multiparametric analyses revealed that a variety of histone lysine modification marks (e.g. histone H3 lysine 4 methylation, lysine 27 methylation and acetylation) occur in spermatogonia that epigenetically distinguish their sub-stages throughout spermatogonial development in developing mouse testes (4–6).

Arginine methylation is such one common PTM that is abundantly present in both histone and non-histone proteins. The initial high-performance liquid chromatography (HPLC)-based quantification estimated that ∼0.5–2% of total arginine residues are methylated in mammalian cells and tissues. A recent global profiling by label-free NMR spectroscopy, independent of chromatography separation, has identified the methylated arginine proportion ranging from 1% to 3.4% in human cell lines (7). Arginine methylation is catalyzed by the family of protein arginine methyltransferases (PRMTs), which deposit three types (I∼III) of methyl marks on arginine residues, including ω-N^G^, N^G^ asymmetric dimethylarginine (ADMA), ω-N^G^, N^G^-symmetric dimethylarginine (SDMA) and ω-N^G^-monomethylarginine (MMA), and accordingly, they belong to the Type I (PRMT1/2/3/4/6/8), Type II (PRMT5/9) and Type III (PRMT7) enzymes, respectively (8). Of note, all three types of PRMTs could deposit the MMA mark on substrates and the MMA modification is generally regarded as an intermediate state prior to further addition of a methyl mark by Type I or Type II PRMT enzymes, which thereby converts MMA to ADMA and SDMA, respectively (9). Most PRMTs prefer to methylate glycine- and arginine-rich, consensus peptides, known as so-called GAR (RG/RGG/RXG) motifs (10). These motifs were found in both histone and non-histone protein substrates that support both ADMA and SDMA marks. Noteworthily, PRMT4, also known as CARM1, displays unique substrate specificity within proline-, glycine-, and methionine-rich regions (termed the PGM motif) (11). On the other hand, PRMT5 can symmetrically dimethylate arginine residues within either GAR or PGM motifs (9), suggesting an intricate cross-talk of substrate methylation among three different types of PRMTs. However, owing to the presence of multiple neighboring arginine residues within the GAR or PGM motifs, it is currently unclear to what extent for the different types of methyl marks (MMA, ADMA and SDMA) to functionally compete with each other.

Mechanistically, the methyl marks serve as ‘docking sites’ for recognition by ‘reader’ proteins, which specifically recognize this mark and, upon recognition/interaction, activate the downstream signaling directly or indirectly through the recruitment of protein readers/partners. Except for PRMT8, which is restricted to neuronal cells (12), most PRMTs are ubiquitously expressed in mammalian tissues. To date, arginine methylation has been widely implicated in a broad range of biological processes involving cell growth, proliferation, and differentiation, and the deficient methylarginine signaling is closely linked to cellular transformation or developmental deficiency. For instance, we have shown that Carm1 is highly enriched in the nuclei of haploid spermatids in the mouse testis, and its loss leads to severe defects in the elongation and condensation of spermatids during spermiogenesis, resulting in male infertility (13). Prmt5 is abundantly expressed in the embryonic and postnatal germline, and deposits the symmetrical dimethylation of H4R3 (H4R3me2s), which is critical for the development of primordial germ cells (PGCs) and postnatal meiotic divisions of spermatocytes by maintaining the genome integrity likely through the Piwi–piRNA pathway in the mouse testis (14). Prmt7 is a unique member of the PRMT family in that it is solely responsible for the arginine mono-methylation (15). While it is not required for postnatal germ cell development, it is crucial to promote germ cell proliferation in the embryonic testis through the BMP and TGF-β signaling pathway, and is implicated in paternal genomic imprinting. Prmt1 (16) and Prmt6 (17) have previously been implicated in spermatogenesis and male fertility. The mice with global loss of Prmt3 (18) or Prmt6 (19) showed normal gross morphology, implying that Prmt3/6 are compatible with germ cell survival/development, or there might be redundant roles from other PRMT members.

In mammalian cells, Prmt1 is the primary Type I methyltransferase responsible for ADMA deposition. Herein, we showed that the Prmt1 protein is abundantly expressed in postnatal mouse testicular germ cells throughout spermatogenesis, with the highest levels enriched in the nuclei of spermatogonia. The germline-specific Stra8-cre mediated inactivation of Prmt1 caused only the death of meiotic spermatocytes without any detectable defects in spermatogonia owing to the inefficiency of two Loxp-cassette allele excisions by germline Cre. By using two tamoxifen-inducible Cre lines [Ubc-CreERT2*; Prmt1^loxp/lox^* (Prmt1-uKO), and Ddx4-CreERT2; *Prmt1^loxp/lox^* (Prmt1-dKO)], we unexpectedly found that the substrate methylation levels for ADMA, SDMA and MMA were together markedly elevated in germ cells, which is different from those observed in somatic cells. Transcriptome-wide and CUT&Tag epigenomic profiling for five histone methylarginine marks uncovered that the pre-defined H4R3me2a by Prmt1 predominantly occupies both the gene promoter and intronic/exonic regions, which orchestrates the expression of a large number of splicing and splicing-related factors as well as maintains local chromatin signature, in spermatogonial cells. Together, our study reveals an essential role of methylarginine in coordinating spermatogonial development, and provides mechanistic evidence that links the methylarginine signaling to shaping the spermatogonial transcriptome indispensable for male fertility.

## MATERIALS AND METHODS

### Animal use and care

All of the mice utilized in this study were in the C57BL/6J genetic background. To study the effect of *Prmt1* abrogation on germ cells, we generated floxed *Prmt1* (*Prmt1*^lox/lox^) alleles (GemPharmatech Co., Ltd). Based on the Ensemble database, the *Prmt1* locus encodes 14 transcripts in total. Exons 4 and 5 are conserved across all transcripts and were thus chosen for Loxp cassette targeting through the CRISPR/Cas9 strategy. Briefly, a pair of sgRNAs were transcribed *in vitro* and subsequently injected into mouse zygotes along with a donor vector to generate F0 chimera offspring. The loxp-positive line was confirmed via PCR genotyping and crossed with C57BL/6J mice to attain the F1 generation of *Prmt1*^lox^ allele. The Stra8-GFPCre knock-in (KI) mouse strain (gift from Ming-Han Tong's lab at the Chinese Academy of Sciences, Shanghai), the Zp3-Cre line (purchased from Jackson Laboratory) and the Ubc-CreERT2 KI mice (purchased from GemPharmatech Co., Ltd) were crossed with *Prmt1*^lox/lox^ to attain Prmt1-sKO, Prmt1-zKO and Prmt1-uKO progenies, respectively. To bypass the embryonic lethality and to manipulate the gene deletion in a stage-dependent manner, the Ddx4-CreERT2 KI mouse strain (*C57BL/6J-Ddx4^tm1(5×HA-P2A-EGFP-T2A-CreERT2)Bao^*), wherein the Ddx4 promoter drives the expression of C-terminally 5 × HA-tagged Ddx4 fusion protein, along with EGFP and CreERT2 fusion enzyme in the germline, simultaneously, was generated and characterized *in-house* (manuscript in preparation). Upon the manual injection of tamoxifen (Tam), the released CreERT2 fusion protein enters the nucleus and excises the gene fragment flanked by a pair of Loxp cassettes, leading to the production of inducible Prmt1 KO (Prmt1-dKO). All mice were bred in a 12-h light/dark cycle and with free access to food and water in a specific pathogen-free facility. All animal experiments were carried out in compliance with and authorized by the Animal Care and Use Committee of the University of Science and Technology of China (USTC).

### Fertility test

Starting from 8 weeks of age, the fertility of wild-type (WT) and Prmt1-cKO male mice housed with fertility-proven adult WT females was examined as previously described. One male mouse was allowed to breed with at most two females in each cage. The pregnant females that had been plugged were separated and placed in isolated cages. The fertility test was performed for at least 6 months for each breeding pair.

### Tamoxifen injection scheme for inducible Cre-driver lines

For *in vivo* gene deletion (Ubc-CreERT2 and Ddx4-CreERT2) experiments, mice (Ubc-CreERT2-Prmt ^lox/lox^ and Ddx4-CreERT2-Prmt^lox/lox^) at various time intervals were injected with tamoxifen intraperitoneally (75mg/kg body weight). Tamoxifen (Sigma-Aldrich) was dissolved in corn oil at a concentration of 20 mg/ml by sonication at 60°C for 10 min or by shaking at 37°C overnight with protection by aluminum foil from the light, and stored at 4°C over the period of injection (−20°C for long-term storage). By tracking the Cre-mediated Loxp-recombination efficiency, tamoxifen injection was performed for three or four consecutive days as needed. During the time of injection and post-injection, the mice were scrutinized for adverse reactions.

### Histological analysis

The mice were sacrificed by cervical dislocation after isoflurane inhalation in a closed chamber. Seventy percent ethanol was sprayed on the ventral abdomen, and a V-shaped opening was made in the abdominopelvic cavity using sterile scissors and forceps. The epididymal fat was pulled out to locate the testes, dissected by using scissors and placed on a petri dish containing phosphate-buffered saline (PBS). The testes were isolated and fixed in Bouin's solution overnight on a rotator. The tissue was carefully positioned and embedded in paraffin and was subsequently sectioned into 5 μm thick slices using a Leica vibratome machine. The sections were deparaffinized and rehydrated sequentially in gradient concentrations of ethanol series, followed by hematoxylin and eosin (H&E) staining. After mounting the sections with neutral resins, images were captured by using a light microscope (MShot paired with MSX2 camera).

### Immunofluorescence

For immunofluorescence staining of paraffin-embedded tissues, the sections were dewaxed and rehydrated, followed by antigen retrieval through heat-induced epitope retrieval (HIER) (20,21). The rack of slides was placed in a vessel that contained boiled sodium citrate buffer (pH 6.0). The slides were exposed to HIER treatment for 30 min. Thereafter, the slides were subjected to immunofluorescence staining, starting by washing with 1× PBS (5 min each for three times), followed by permeabilization (0.2% Triton X-100 in 1× PBS) for 10 min at RT. After blocking, the sections were incubated with diluted (50% 1× PBS and 50% blocking buffer) primary antibody at 4°C overnight. The next day, the samples were rinsed in 1 × PBST (containing 0.1% Tween) three times, followed by a 60 min incubation at 37°C with a secondary antibody for visualization. The slides were dried down after DAPI staining, mounted using an antifade mounting medium and images were acquired on an inverted confocal fluorescence microscope (LSM980, Zeiss).

The following primary antibodies were used for immunofluorescence: anti-Prmt1 (1:200; M3008, Abmart), anti-ADMA [1:500; 13522S, Cell Signaling Technology (CST)], anti-MMA (1:500; 8711S, CST), anti-SDMA (1:500; 13222S, CST), anti-Sox9 (1:300; A19710, ABclonal Science), anti-Pcna (1:500; 60097-I-Ig, Proteintech®), and anti-Ki67 (1:500; GB111499, Servicebio), anti- Gfrα1 (1:40; AF560, R&D), anti-c-Kit (1:200; A0357, ABclonal Science), anti-Ddx4-Vasa (1:500; 51042–1-AP, Proteintech®), anti-GCNA (1:750; Ab82527, Abcam), anti-Plzf (1:350; 28319, Santa Cruz Biotechnology), anti-H4R3me2a (1:500; 667, PTM BIO) and anti-H4R3me2a (1:200; 39006, Active Motif).

### Whole-mount immunofluorescence

Testes were carefully isolated and decapsulated using fine-tipped scissors by cutting an incision in the *tunica albuginea* (fibrous sheet). The tubules were forced out with forceps by pressing, and the tunica was discarded. The tubules were pipetted up and down several times, then transferred to a 5 ml tube containing cold 1× PBS and allowed to sediment on ice. During sedimentation, the supernatant consisting of the cell debris and interstitial cells was removed carefully without dislodging the tubules, and fresh ice-cold 1× PBS was added and mixed by inversion. Subsequently, the supernatant was removed, and 4% PFA was added to the tubules for fixation for 4 hours on a rotator. After fixation, the fixative buffer was removed and the tubules were washed twice with 1× PBS, followed by dehydration using a methanol series. Subsequently, the tubules were hydrated in a methanol series and washed, followed by blocking for 1 h at RT. After blocking, the tubules were incubated in diluted primary antibodies at 4°C overnight. The next day, the tubules were rinsed in 1× PBST three times and incubated with secondary antibodies using the recommended dilutions for 1–2 h at RT in a black staining box. After incubation, the tubules were washed with 1× PBST twice and spread onto a microscopic slide by draining off the excess buffer. The tubules were mounted using an antifade mounting medium and covered with glass coverslips.

### RNA extraction and mRNA expression analysis using RT-qPCR

Total RNA was extracted from whole testes or somatic organs following standard protocols as described previously (22). In brief, the fresh tissue was homogenized in TRIzol reagent (1 ml per 50–100 mg tissue) supplemented with 3 mm RNase-free beads (Servicebio, Cat no G0203) using a homogenizer. The lysate was centrifuged and the supernatant was transferred to a fresh tube, followed by centrifugation upon chloroform addition. The upper phase (clear-aqueous) was transferred to a fresh tube and an equal volume of 70% ethanol was added. Subsequently, a kit (Qiagen-74104) protocol was followed and treated by DNase I (Invitrogen™-18068015). The quality and yield were assessed through NanoPhotometer® N50 (Implen) and Qubit assay (Thermo Fisher Scientific). First-strand cDNA reverse transcription was carried out using a PrimeScript RT reagent kit (Vazyme, R302-1) with gDNA Eraser to eradicate DNA contamination. Real-time RT-PCR was performed using a Hieff® qPCR SYBR Green Master Mix (No Rox) on a Q2000B Real-Time PCR System. Relative gene expression was analysed by the method of 2^−ΔΔCT^ as described by Kenneth J. Livak (23). All qPCR primers are listed in Supplementary Table S1. Data are presented as mean ± SEM unless otherwise stated. Student's *t-test* was employed to examine group differences. *P* < 0.05 was deemed statistically significant.

### Isolation of spermatogonia by fluorescence-activated cell sorting (FACS)

The testes from the heterozygous Ddx4-GFP-CreERT2-Prmt1^+/lox^ and Prmt1-dKO (Ddx4-GFP-CreERT2-Prmt1^lox/lox^ male mice at P7 were decapsulated in a petri dish containing Dulbecco's Modified Eagle Medium (DMEM). Tubules were dispersed using sterile forceps and digested into a single-cell suspension by collagenase and trypsin enzymes in DMEM medium. Briefly, the tubules were transferred to fresh collagenase buffer and incubated at 37°C for 5 min, followed by rinsing twice or three times with 1× Krebs–Henseleit solution (Krebs) to remove interstitial somatic cells. The sedimented tubules were transferred to a 60 mm dish and delicately chopped using sterile forceps, which were further digested into single cells in 10 ml trypsin buffer by incubation at 37°C for 10 min. The digestion was quenched by 2% FBS.

For flow sorting of spermatogonial cells, a new template for FACSCalibur™ was documented with a density plot to set up the machine and gather data. To reduce events on the axes that result in a single cell population, a dot plot with FSC (forward scatter) for the X-axis and SSC (side scatter) for the Y-axis was adjusted. The fluorophore signal from GFP-positive spermatogonia was gated to determine the fluorophore laser settings.

### Modified Smart-seq2 library construction for low-input cell samples

Total RNA was extracted from a limited amount of FACS-sorted spermatogonial cells (∼1 × 10^4^ in total for each sample) using a MACHEREY-NAGEL micro-kit (MACHEREY-NAGEL, Germany). RNA quality and concentration were monitored by a Qubit dsDNA assay kit (Thermo Fisher Scientific, USA) and qPCR analyses. The full-length mRNA library was prepared using an *in-house* optimized Smart-seq2 protocol (24). Briefly, ∼10 ng of total RNA for each sample was utilized for first-strand cDNA reverse transcription in a 10 μl RT buffer containing SuperScript III RTase (100 U), RNase inhibitor (10 U), dNTP mix (10 mM each), dCTP (10 mM), SS III first-strand buffer (1×), DTT (5 mM), betaine (1 M), MgCl_2_ (6 mM), TSO (1 μM) and oligodT30VN (10 μM). The RT reaction was performed at 60°C for 50 min. The full-length cDNA was subsequently amplified through semi-suppressive PCR for 15 cycles in a buffer containing 10 μl of first-strand cDNA, 12.5 μl KAPA HiFi HotStart ReadyMix (1×), ISPCR primers (0.1 μM), and nuclease-free water. The amplified full-length DNA library was purified to get rid of <500 bp fragments and other contaminants using Hieff NGS® DNA Selection Beads (Yeasen) following the manufacturer's protocol. 1 ng of purified DNA was exploited for library preparation using TruePrep® DNA Library Prep Kit V2 for Illumina (Vazyme). The final DNA library cleanup was carried out by double-side bead selection (0.6×/0.3×) to extract library DNA in sizes ranging from 350 to 550 bp as measured by Bioanalyzer 2100 (Agilent), and was ultimately subjected to library sequencing by Novaseq 6000 (PE150 mode).

### RNA-seq library preparation

Total RNA was extracted from whole testis using the E.Z.N.A.® MicroElute® Total RNA Kit following the manufacturer's protocol. DNase I-treated total RNA samples were subjected to polyA mRNA isolation, followed by heat-induced mRNA fragmentation prior to first-strand cDNA reverse transcription using randomized hexamer primers. After second-strand DNA synthesis, the double-strand DNA was end-repaired prior to dA-tailing, followed by Y adaptor ligation, according to standard protocols (24).

### RNA-seq/modified Smart-seq2 data analysis

The raw data were subjected to quality-control using FastQC (version 0.11.9), followed by fastp (version 0.23.2) to remove the unwanted and low-quality reads. The paired-end clean reads were mapped to the mouse reference genome (mm10) using STAR (version 2.7.6a). The mapping files containing the matching reads were run through RSEM to calculate the expression values for genes and transcripts, as well as the raw read counts. Genes with averaged TPM ≥ 1 were deemed as expressed genes (∼16 000 genes detected per sample). The DESeq2R package was employed to analyze the differential expression differences between the control group and the experimental group (cutoff: fold change ≥ 2; adj-*P*-value ≤ 0.05). GO enrichment was performed by the DAVID database (25).

For alternative splicing analyses, the rMATS (version 4.1.2) software was run for the fastq file with the following parameters: – Read length 150 –variable-read-length. The false discovery rate (FDR)≤0.05 was categorized as differentially alternative splicing events. The rmats2sashimiplot was used to convert the rMATS output into a Sashimi plot.

### Histone isolation

For histone isolation, we followed a standard protocol (26). In short, the tissue was transferred to a Dounce homogenizer after weighing and homogenized into a single-cell suspension (smaller clumps) in TEB buffer (1 ml/200 mg tissue) with 50–60 strokes. The tissue pellet was resuspended in 3 volumes of acidic buffer (0.5N HCl + 10% glycerol) and incubated for 30 min on ice with rotation at 4°C, followed by centrifugation at 12 000 rpm for 5 min. The supernatant was transferred to a fresh tube and processed for Trichloroacetic acid (TCA) precipitation. The histones were recovered by centrifugation for 10 min at 12 000 rpm. After supernatant removal, the pellet was sequentially washed with ice-cold acetone containing 0.05% HCl, and three times with ice-cold acetone. After successive washing the pellet was dried at −20°C overnight, then dissolved in water and stored at −20°C.

### Immunoblot and protein band quantification

The tissues were freshly collected in liquid nitrogen for snap freezing. Samples were homogenized in ice-cold RIPA buffer using an electric homogenizer (Servicebio-G0203). The homogenized sample was centrifuged and the supernatant was transferred to a fresh tube. Pierce™ BCA Protein Assay Kit (Thermo Scientific™) was used to quantify the protein concentration. Both semi-dry and wet-transfer methods were used and the membranes were blocked (5% skim milk) for 60 min at RT, followed by primary antibody (diluted in 5% milk) incubation at 4°C overnight. The images were obtained from the membrane with the clinix-science instrument coupled with a CCD camera. When needed, the membrane was stripped in stripping buffer (pH 2.2) before probing with another antibody. ImageJ (NIH) was used to measure the intensity of protein bands for densitometric analysis. In a nutshell, the whole protein band's ROI was chosen, and integrated intensity was assessed using the set measurement menu. The integrated intensities values for the same size selection were also applied to areas below and above the specific band used as background.

The following primary antibodies were used for immunoblot: anti-Prmt1 (1:2000; M3008, Abmart), anti-ADMA (1:1000; 13522S, CST), anti-MMA (1:1000; 8711S, CST), anti-SDMA (1:1000; 13222S, CST), anti-Prmt2 (1:500; MG443642, Abmart), anti-Carm1 (1:500; 200135, ZEN BIO), anti-Prmt5 (1:1000; 381019, ZEN BIO), anti-Prmt6 (1:1000; 383079, ZEN BIO), anti-Prmt7 (1:3000; R25450, ZEN BIO), anti-c-Kit (1:1000; A0357, ABclonal Science), anti-H3 (1:1500; ET1701-64, HUABIO), anti-Gapdh (1:30 000; 60004-1-Ig, Proteintech®), anti-H4R3me2a (1:1500; 667, PTM BIO), anti-H4R3me2a (1:500; 39006, Active Motif) and H3R2me2a (1:1000; A-3714, EPIGENTEK).

### Cleavage under targets & tagmentation (CUT&Tag) assay

To decipher the chromatin localization landscape of histone modification markers, cleavage under targets & tagmentation (CUT&Tag) was carried out as previously described (27). In brief, the testes from two time points were collected, including spermatogonia-enriched (P7) and spermatocytes (P14). After removing the tunica albuginea, the seminiferous tubules were digested with Collagenase IV briefly to eliminate the somatic interstitial cells. The pure tubules were digested by trypsin into homogeneous single-cell suspension, with filtering through 40 μm cell strainers to eliminate Sertoli cell contamination, as described previously (28,29). For CUT&Tag, the single-cell capture, antibody incubation and Tn5 transposon activation were carried out according to the procedures as described in Hieff NGS® G-Type In-Situ DNA Binding Profiling Library Prep Kit (Yeasen) following the manufacturer's instructions. For each sample, briefly, an averaged total of ∼50 000 single cells were allowed to bind the ConA beads. The primary antibody was incubated with the beads-cell suspension on a rotator at 4°C overnight. The next day, the secondary antibody was added and incubated for 60 min at RT, followed by incubation with pA/G-Tn5 transposome and tagmentation in activating buffer supplemented with magnesium. The adaptor-ligated DNA fragments were extracted and PCR-amplified using full-length index primers. The amplified product was purified using Hieff NGS® DNA Selection Beads (Yeasen), and the quantity and quality of the DNA library were examined through Qubit™ 4 Fluorometer and Bioanalyzer 2100 (Invitrogen), respectively. The libraries were sequenced by NovaSeq 6000 (PE150).

The following primary antibodies were used for CUT&Tag: anti-H4R3me2a (1:100; 39006, Active Motif), anti-H4R3me1 (1:100; NB21-2011SS, Novus Biologicals), anti-H4R3me2s (1:200; 61988, Active Motif), anti-H3R2me2a (1:100; A-3714, EPIGENTEK), anti- H3R8me2a (1:100; NB21-1062, Novus Biologicals), anti-H3K4me3 (1:100; A2357, ABclonal Science) and anti-H3K27ac (1:100; A7253, ABclonal Science).

### CUT&Tag data processing and alternative splicing analysis

The peaks were called using MACS2 (version 2.1.0). The bamCoverage command in deeptools (version 3.5.1) was used to convert the bam file to a bw file that has been normalized by CPM. CUT&Tag densities were visualized by Integrative Genomic viewer (IGV). The deeptools commands multiBigwigSummary and plotCorrelation were used to calculate the sample correlation. ComputeMatrix and plotProfile (plotHeatmap) commands were used for assessing the peak distributions of histone modifications at TSS, TES, and CGI.

To visualize CUT&Tag signal pattern for both constitutive and skipped exons, we first acquired the coordinates (exonStart_0base, exonEnd) of the target skipped exons. In such case, the adjacent up and downstream exons were termed constitutive. The surrounding region of the splice junction was extended 100 bp to the 5′ and 3′ ends following normalization, the CUT&Tag signal intensity was calculated, and the Student's *t-test* was used to compare the statistic difference for both sides of exons, as well as the regions between alternative and constitutive exons. To account for the difference in the signal distribution of histones on exons and introns, we excluded the influence of TSS by removing first exon and setting the minimum length for intron 500 bp, whereas for exon we set minimum length of 200 bp.

### TUNEL assay

The TUNEL assay was performed using the Vazyme FITC apoptosis kit (A111) following the manufacturer's instructions with some minor modifications. Briefly, the sections were permeabilized using 0.3% Triton X-100. After equilibrating the sections, the TdT reaction mixture was added and incubated for 60 min at 37°C. Afterward, the sections were incubated for 10 min with DAPI (1:1000) for nucleus counterstaining. Following the final wash, the slides were dried with Kimwipes and mounted with antifade mounting media before storage at 4°C in a black box until microscopic imaging.

### Statistical analyses

All experiments in this study were conducted at least in biological triplicates unless otherwise stated. All statistical analyses were performed using Prism 8 (GraphPad software). Unless otherwise stated, statistical significance was determined using the Student's *t*-test. *P* values of <0.05 were deemed statistically significant. *, **, *** and **** represent *P* < 0.05, *P* < 0.01, *P* < 0.001 and *P* < 0.0001, respectively.

## RESULTS

### Prmt1 is highly expressed and predominantly localized to the nuclei in spermatogonia of mouse testes

We first assessed the multi-organ mRNA expression levels of Prmt1 in mice. qPCR assays showed that the highest Prmt1 mRNA levels were detected in mouse lung and testis (Figure 1A). However, at the protein level, Prmt1 is most abundantly present in the testis compared with other somatic tissues at postnatal day 7 (P7) (spermatogonia) or P42 (when the first wave of spermatogenesis is completed) (Figure 1B, C and Supplementary Figure S1A, B), suggesting Prmt1 is likely subject to post-transcriptional regulation. The male germline development is strictly time-dependent, i.e. the specific type/stage of germ cells proceeds at defined time points (30). We thus examined the expression of Prmt1 during postnatal testicular development. The qPCR assay showed relatively comparable mRNA expression levels for Prmt1 (Figure 1D), whereas Prmt1 protein displayed higher levels around P5∼P10 and decreased apparently thereafter (Figure 1E, F), presumably implying that Prmt1 mRNA is subject to post-transcriptional regulation as well in the germline, and that Prmt1 is most likely expressed in spermatogonial cells, since the highest proportion of spermatogonial cells are present in the younger testis (<P10). Therefore, we next conducted immunofluorescent staining (IF) on cryosections of mouse testes at various developmental time points (Figure 1G and Supplementary Figure S1C) as well as the immunohistochemistry (IHC) staining on paraffin-embedded testicular sections (Supplementary Figure S1D). Co-staining with Sertoli cell-specific marker (Sox9) and the germline-specific Ddx4 marker, demonstrated that the Prmt1 protein is predominantly expressed in the spermatogonial population (undifferentiated & differentiated), with markedly declined levels detectable at later stages of germ cells (e.g. meiotic spermatocytes or haploid spermatids) (Supplementary Figure S1C–E). Noticeably, the Prmt1 protein is largely distributed within the nuclei of spermatogonia during postnatal germ cell development (Figure 1G-H and Supplementary Figure S1C–E). We further evaluated Prmt1 mRNA expression at the single-cell level using published testicular single-cell RNA-seq datasets (Supplementary Figure S1F, G). In agreement with findings above, the Prmt1 mRNA levels are highest in spermatogonia when compared with other types of germ cells in juvenile or adult mouse testes. Noteworthily, Prmt1 displays the highest expression levels among the PRMTs (Prmt1∼9) based on the single-cell RNA-seq analyses in P15 testes (Figure 1I), presumably implying that it has non-redundant function with other PRMT family members during germline development. Together, this evidence validated that Prmt1 is strongly enriched in the nuclei of spermatogonial cells, but weakly in the nuclei of spermatocytes, within mouse testes.

**Figure 1.**
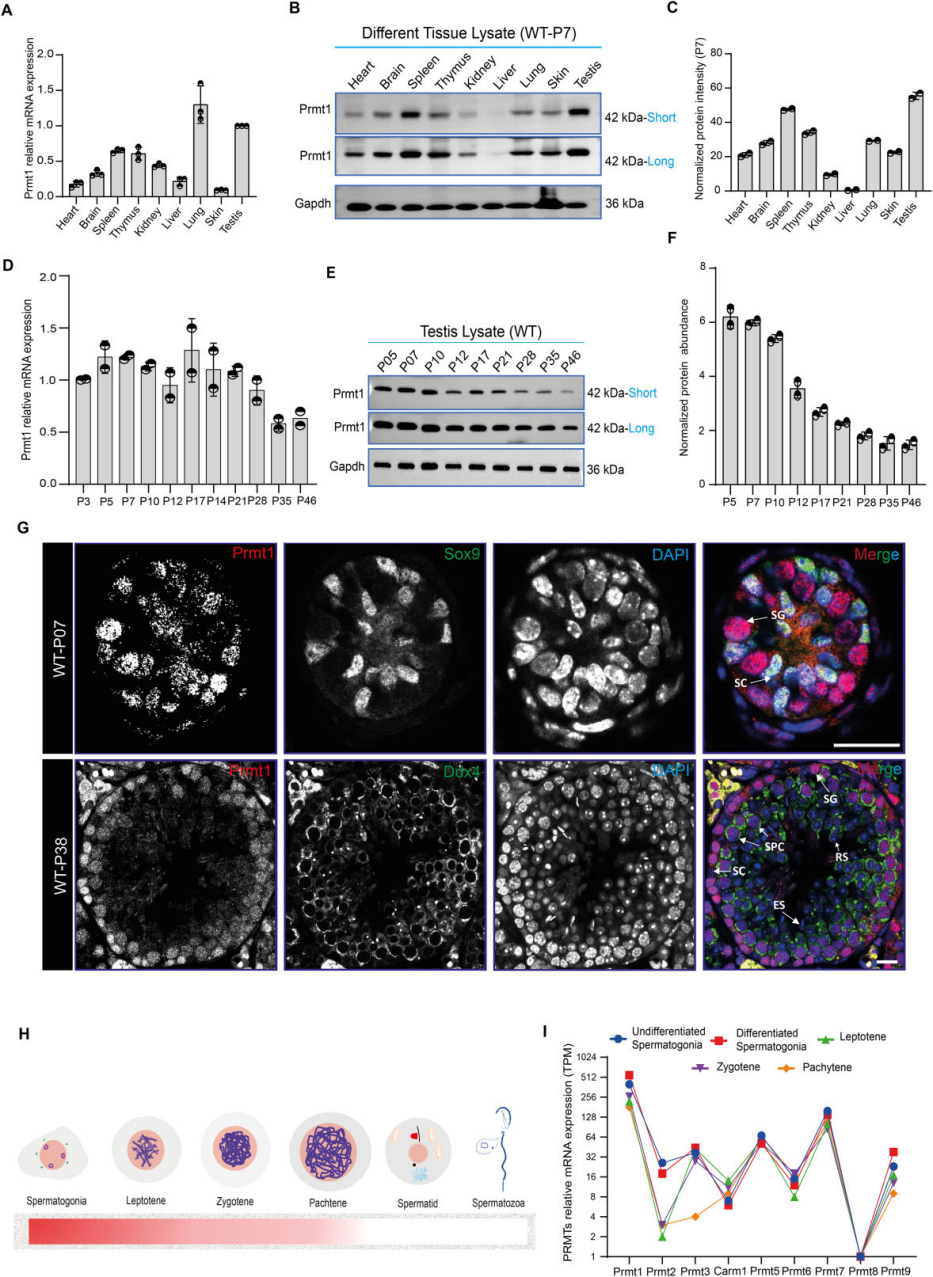
Prmt1 is highly expressed and predominantly localized to the nucleus in spermatogonia in mouse testes. (**A**) Relative quantification of Prmt1 mRNA expression levels across different tissues in mice (n = 3 mice per genotype). (**B**) Immunoblotting of Prmt1 in wild-type (WT) mouse tissues at postnatal day 7 (P7). Gapdh served as a loading control. **(C**) Quantitative data show normalized protein intensity of Prmt1 at P7 in WT mice from ‘B’ (*n* = 2). (**D**) Relative mRNA levels of Prmt1 in WT developing testes (*n* = 2). (**E**) Immunoblotting of Prmt1 in WT developing testes (*n* = 2). (**F**) Quantitation of normalized protein intensity for Prmt1 in WT mouse testes from ‘E’ (*n* = 2). (**G**) Immunostaining of Prmt1 and Sox9 in testicular sections from WT mice at P7 and P38. Scale bars, 20 μm. (**H**) A schematic illustration showing the expression of Prmt1 in WT testis. Pink color represents the nuclear localization of Prmt1 protein. (**I**) mRNA expression of PRMT members at single-cell levels in different developmental stages of germ cells in P15 juvenile mice (68), TPM, transcript per million.

### Prmt1 is indispensable for spermatogenesis and male fertility

To study the role of *Prmt1* in germline *in vivo*, we generated the Cre-inducible *Prmt1^loxp^* mouse allele since global ablation of *Prmt1* led to embryonic lethality (31). There is a total of 14 predicted Prmt1 transcripts (Prmt1-201∼214) in the Ensembl mouse database (GRCm39, GCA_000001635.9), of which the Prmt1-202 (ENSMUST00000107843.11) encodes the longest protein isoform consisting of closely juxtaposed exons 4 and 5 conserved across all predicted transcripts. Moreover, ablation of exons 4 and 5 presumably elicits frame-shift mutation causing aborted function of Prmt1 *in vivo*. Therefore, exons 4 and 5 were selected for *Loxp* cassette flanking to produce the *Prmt1^loxp^* allele (Figure 2A). Unlike somatic cells, germ cell development is not synchronized, but rather, is genetically programmed and spatiotemporally regulated. We thus exploited three Cre lines to cross with *Prmt1^loxp/lox^* mice, including *Stra8-Cre* (specifically activated in spermatogonia starting from P3 testis), *Ubc-CreERT2* (Tamoxifen [Tam]-inducible in all cell types), and *Ddx4-CreERT2*, which is *in-house* generated, tamoxifen-inducible specifically driven by *Ddx4* promoter in germ cells (see Materials and Methods). These lines thereby provided powerful genetic tools to dissect the time-dependent, and the stage-specific roles of Prmt1 in the mouse germline. Through two generations of crossings between Cre lines and *Prmt1^loxp/lox^* alleles, we obtained the *Stra8-Cre; Prmt1^loxp/lox^* (hereafter referred to as Prmt1-sKO), *Ubc-CreERT2; Prmt1^loxp/lox^* (Prmt1-uKO, following Tam injection) and *Ddx4-CreERT2; Prmt1^loxp/lox^* (Prmt1-dKO, following Tam injection), respectively (Figure 2B).

**Figure 2.**
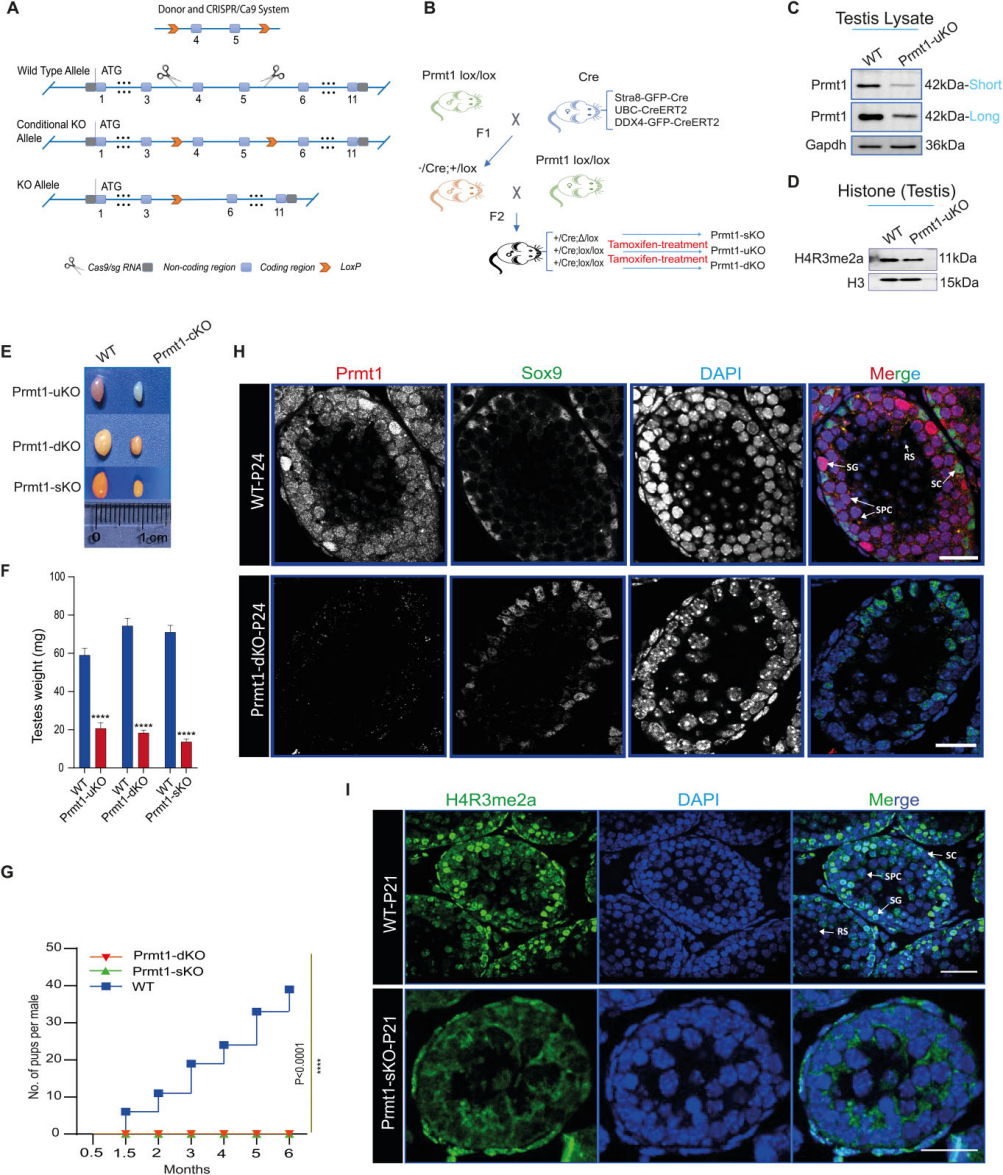
Prmt1 is indispensable for spermatogenesis and male fertility. (**A**) Schematic diagram depicting the targeting strategy for Prmt1 conditional knockout construct. (**B**) Schematic representation of breeding scheme by crossing Prmt1^lox/lox^ with the three Cre-lines. (**C**) Immunoblotting of Prmt1 in WT and Prmt1-uKO mice at P42. Gapdh served as a loading control. (**D**) Immunoblotting of Prmt1 substrate (H4R3me2a) in WT and Prmt1-uKO testes. H3 served as a loading control. (**E**) Gross morphology of adult mouse testis from Prmt1-uKO, Prmt1-dKO, and Prmt1-sKO mice as compared with WT mice. (**F**) Averaged testicular weights derived from Prmt1-uKO, Prmt1-dKO, and Prmt1-sKO mice, as compared with those in WT. Error bars indicate SEM. ****P< 0.0001. **(G)** Fertility test for Prmt1-dKO, Prmt1-sKO and age-matched WT males for 6 months. The X-axis represents the time periods during mating; Y-axis indicates the number of pups. Error bars indicate SEM. ****P< 0.0001. (**H**) Immunostaining of Prmt1 and Sox9 in testicular sections from WT and Prmt1-dKO mice at P24. Scale bars, 20 μm. (**I**) Immunostaining of H4R3me2a in testicular sections from WT and Prmt1-sKO mice at P21. Scale bars, 20 μm.

To examine the KO efficiency of *Loxp* cassettes, we injected Tam into both WT and Prmt1-uKO males for three consecutive days starting from P12, and sacrificed them at day 7 of post-tam injection. Immunoblotting assays on the testicular lysates from the seminiferous tubules with antibodies against Prmt1 or its known histone methyl substrate—H4R3me2a, verified that the levels of both Prmt1 protein and H4R3me2a were significantly declined in the Prmt1-uKO testes, as compared with WT testes (Figure 2C, D). Next, we characterized the phenotypic outcome upon *Prmt1* inactivation. As seen in Figure 2E, F, the testicular sizes in all Prmt1-sKO/uKO/dKO males apparently dropped down to by less than one-fifth of those in WT males. In agreement with this, >5-month fertility test demonstrated that all KO males were completely sterile, signifying that spermatogenesis was disrupted in *Prmt1-null* mouse testes (Figure 2G). Consistently, immunofluorescent staining revealed that the signals for both Prmt1 and H4R3me2a were largely demolished from Prmt1-dKO and Prmt1-sKO testes (Figure 2H, I). Taken together, these data suggest Prmt1 is indispensable for testicular germ cell development and male fertility.

### Prmt1 modulates the protein substrate arginine methylome in the germline distinct from somatic cells

As the primary Type-I arginine methyltransferase, loss of Prmt1 activity spurred an eminent increase of global levels for both MMA and SDMA by other PRMT members (32). Since the Prmt1 protein is present in the nuclei of both the mitotic spermatogonia and meiotic spermatocytes, as shown above (Figure 1), we next interrogated how the substrate methylarginine cross-talks upon *Prmt1* depletion in testicular germ cells. To this end, we performed the immunoblotting on the Prmt1-sKO testicular lysates collected at P8 (dominated by spermatogonia) and P17 (spermatocytes) with three pan-methylarginine antibodies—MMA, ADMA and SDMA. These antibodies were generated using a mixture of short stretches of peptides containing methylated arginine residues within consensus motifs, and immune-react with the corresponding methylarginine (33). Consistent with prior studies in somatic cells, we found a dramatic increase in MMA levels and a moderate enhancement of SDMA methylation (Figure 3A–D), suggesting that there is a substrate cross-talk between Prmt1 and other PRMT members in testes. However, surprisingly, we discovered that the ADMA levels were significantly up-regulated as well, especially in P8 testes. Notably, theh increased signal comprises novel bands that were not seen in the WT testes, in addition to the shared bands present in both WT and Prmt1-sKO testes, hinting that Prmt1 likely orchestrates a distinctive network of substrate ADMA methylation in the germline.

**Figure 3.**
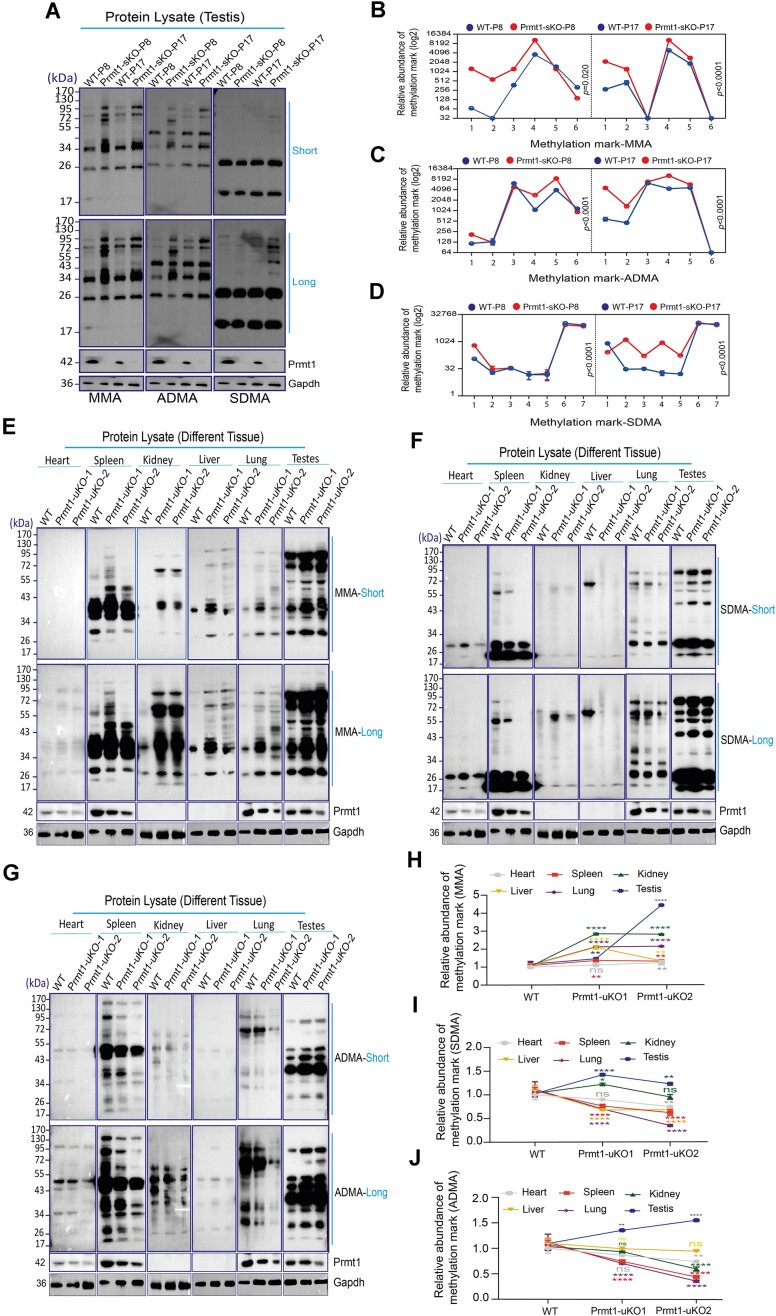
Prmt1 modulates the substrate arginine methylome in the germline distinct from somatic cells. (**A**) Immunoblotting of MMA, ADMA and SDMA in WT and Prmt1-sKO mice at P8 and P17. Short, short exposure; long, longer exposure. Gapdh serves as an internal control. The marker sizes are labelled (KDa). (**B–D**) The line charts depict the relative expression intensities for the visible bands for MMA, ADMA and SDMA marks with normalization (log_2_), respectively. Each dot represents the relative intensity for each visible band from the top to the bottom in each sample, as calculated by densitometric analysis (using ImageJ). Student's *t-test*, mean ± SEM (*n* = 2). (**E**) Immunoblotting of MMA in WT and Prmt1-uKO mice at indicated time (Supplementary Figure S2A). (**F**) Immunoblotting of SDMA in WT and Prmt1-uKO mice at indicated time (Supplementary Figure S2A). (**G**) Immunoblotting of ADMA in WT and Prmt1-uKO mice at indicated time (Supplementary Figure S2A). (**H–J**) Quantitation of normalized band densitometries for MMA, SDMA and ADMA immunoblots from ‘E–G’, respectively, as described in (B–D). Note the same blots for Prmt1 and Gapdh loading controls were used since they were derived from the same samples. *P< 0.05, **P< 0.01, ***P< 0.001 and ****P< 0.0001; mean ± SEM, and *n* = 3.

To test whether the elevated ADMA levels are restricted to testes as opposed to other primary tissues, we next compared the expression levels of all three methylarginine marks (MMA, ADMA, and SDMA) between testes and a select panel of somatic organs (heart, spleen, kidney, liver and lung) by employing the ubiquitous expression of the Ubc-Cre mouse line (Prmt1-uKO). We carried out the Tam injection for three consecutive days and collected the tissues on the fourth and seventh day post-Tam injection (Supplementary Figure S2A). In line with the high levels of Prmt1 protein in the spleen and the testis, both organs exhibited higher levels of all three types of substrate arginine methylation than other tissues (Figure 3E–G). Consistently, we observed that the MMA levels were most drastically up-regulated upon loss of Prmt1 activity in all the testis and somatic tissues (Figure 3E and H). The SDMA levels were also markedly enhanced upon Prmt1 KO in testis (Figure 3F and I). Not surprisingly, the ADMA levels dropped significantly in the somatic organs upon *Prmt1* loss (Figure 3G and J). Nevertheless, in agreement with observation in Prmt1-sKO testes, the ADMA marks were unambiguously elevated in *Prmt1-null* testes, which is opposite to the observation in soma (Figure 3C and J). Therefore, Prmt1 KO reshaped the global substrate methylation dynamics for all three types of methylarginine, which is in sharp contrast to the phenomenon observed in somatic organs.

Prmt1 is ubiquitously expressed in all tissues. We further found that even in the adult mice, global KO caused rapid mouse lethality (9–15 days following Tam injection) in the Prmt1-uKO line (Supplementary Figure S2B). To track the dynamics of substrate methylation as well as to exclude the impact of interstitial cells seen in Prmt1-uKO, we conducted a time-course measurement of all three methylarginines in the Tam-inducible Prmt1-dKO testes, at four post-Tam injection time points: P16, P18, P20 and P22 (Supplementary Figure S2C). In support of the findings above, while the substrate SDMA levels were less strong compared with the other MMA and ADMA marks, all three methylarginine levels were unambiguously enhanced upon tamoxifen-induced *Prmt1* deletion in the Prmt1-dKO testes (Supplementary Figure S2D–G). Of note, at P22, all three types of methylation levels were slightly decreased compared with those at P20, which presumably resulted from the loss of germ cells during long-term Tam-induced *Prmt1* KO. To explore this hypothesis, we performed immunofluorescence staining with the germline-specific marker, GCNA, and counted the various types of germ cells in mouse testes. This revealed that, whereas there appeared to be no loss of germ cells at P16, the numbers of meiotic and haploid spermatids were significantly reduced at P22 (Supplementary Figure S2H–K), which accounted for the reduced substrate methylation, in Prmt1-dKO testes at P22. Altogether, these data suggest that Prmt1 activity alter an intricate substrate cross-talk both among three methylarginine types and within Type I asymmetric dimethylation in the germline.

### Prmt1 depletion evokes an intrinsic interplay with Prmt2, Prmt5 and Prmt6 responsible for the enhanced SDMA and ADMA methylation in the testis

The significantly increased levels of ADMA upon loss of Prmt1 activity cannot be explained by the traditional notion that Prmt1 is primarily for ADMA deposition (Figure 3G), which led us to speculate that there might be compensatory effects attempted by other Type-I PRMTs when the pre-defined ADMA marks by Prmt1 are unmasked upon *Prmt1* ablation. To test this hypothesis, we performed the qPCR analyses for PRMT family members using the testis and spleen tissues derived from WT and Prmt1-uKO mice (Figure 4A and Supplementary Figure S3A). While the mRNA levels of Prmt1 were significantly down-regulated as expected, the levels for asymmetric arginine methyltransferase Prmt2/6/7, as well as the symmetric arginine methyltransferase Prmt5, were all markedly up-regulated, albeit with varied levels, in the Prmt1-uKO testes (Figure 4A). By comparison, in the spleen tissue, this phenomenon was not observed except for Prmt5 (Figure 4B). Notably, Carm1 mRNA levels were not altered in the testis, but rather decreased in the spleen. At the protein level, immunoblot analysis showed that the Prmt2/5/6 members were overtly up-regulated except for Carm1 in the Prmt1-dKO testes during the time-course of Tam induction (Figure 4C-H and Supplementary Figure S2C). Fluorescent immunostaining with Prmt5 revealed a sharp difference between Prmt1-dKO and WT testes (Supplementary Figure S3B). The dynamic expression of Prmt5 was abolished by Prmt1 loss. When *Prmt1* was deleted, Prmt5 is predominantly restricted in the nuclei as opposed to that in P22-WT testes, where Prmt5 is distributed in the cytoplasm of spermatocytes and round spermatids (Supplementary Figure S3B). At the same exposure time, higher Prmt5 expression levels were observed in the Prmt1-dKO testes (Figure 4E, F). We also examined the expression levels of the well-known Prmt6 substrate, H3R2me2a, using acid-purified histone proteins, and found that this methyl mark was indeed prominently up-regulated in the Prmt1-uKO testes (Figure 4I, J), but not in the Prmt1-uKO spleen. In contrast, although there were slight increases for both Prmt4 (Carm1) and Prmt7 upon Prmt1 loss, statistical analyses overall revealed comparable levels between the WT and Prmt1-dKO testes (Supplementary Figure S3C–H). Therefore, the enhanced levels for MMA, SDMA and ADMA in the *Prmt1-null* germ cells were likely achieved through Prmt2, Prmt5 and Prmt6. Interestingly, previous studies demonstrated that in the MEF cells, Prmt1 loss induced the compensatory elevation of Prmt6/7, concomitant with ADMA declining during early days of treatment, which is opposed to the phenomenon in germ cells (32). Together, these data prompt that there exists a cell-autonomous cross-talk among Type I and II enzymes (Prmt1/2/5/6) uniquely in germ cells, but not present in soma.

**Figure 4.**
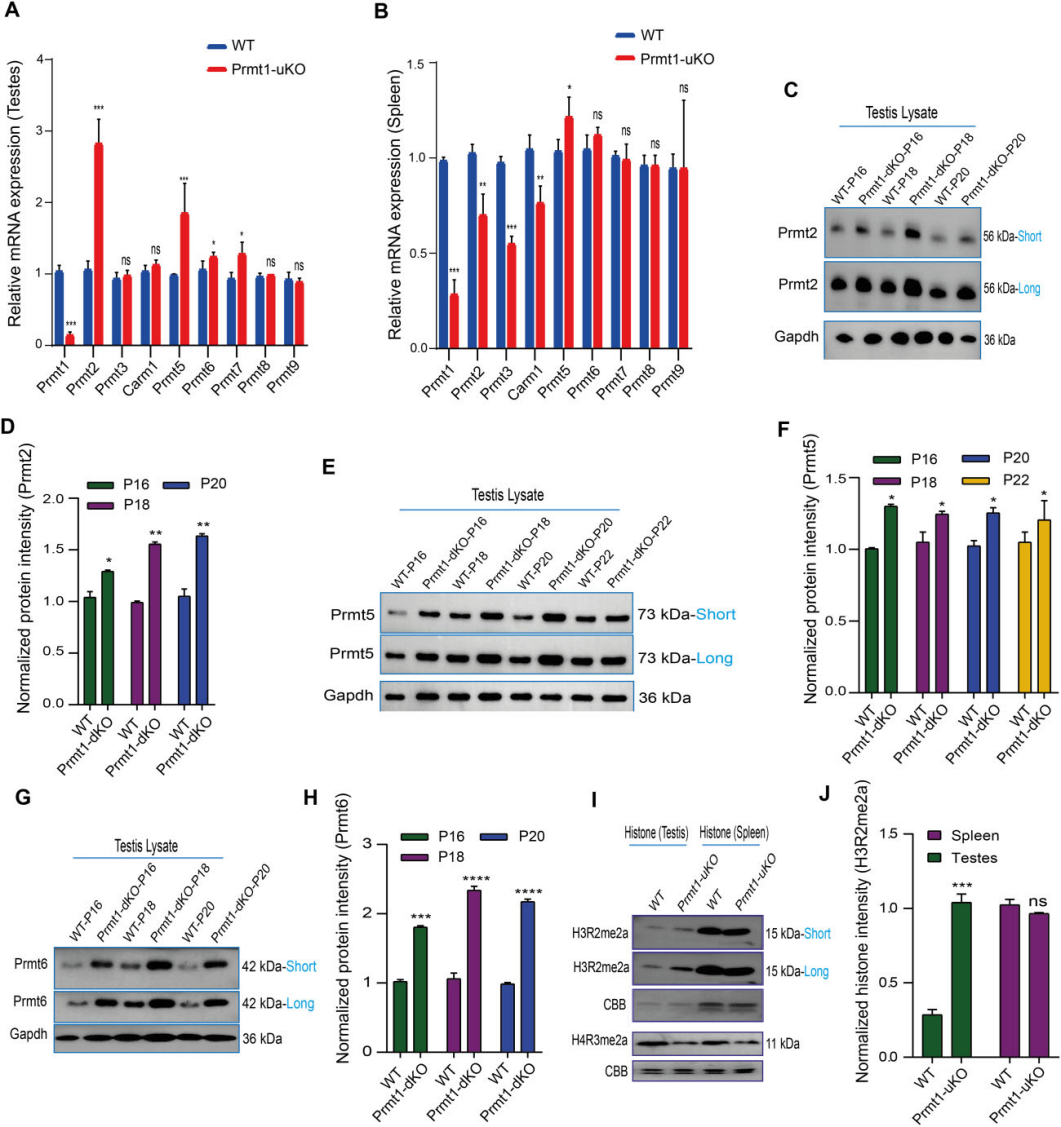
Prmt1 depletion evokes an intrinsic compensatory increase of Prmt2 and Prmt6 responsible for the enhanced ADMA substrate methylation in testis. (**A**) Relative mRNA expression of PRMTs in testis from WT and Prmt1-uKO mice at indicated time (Supplementary Figure S3A), (*n* = 3). *P< 0.05, **P< 0.01, ***P< 0.001 and ****P< 0.0001, Student's *t*-test. (**B**) Relative mRNA expression of PRMTs in spleen from WT and Prmt1-uKO mice at indicated time (Supplementary Figure S3A) (*n* = 3). *P< 0.05, **P< 0.01, ***P< 0.001 and ****P< 0.0001, Student's *t*-test. (**C**) Immunoblotting of Prmt2 in WT and Prmt1-dKO mice at indicated time (Supplementary Figure S2C). Gapdh served as a loading control. (**D**) Quantification of normalized protein band intensities for ‘C’ (*n* = 2). *P< 0.05 and **P< 0.01. (**E**) Immunoblotting of Prmt5 in testis from WT and Prmt1-dKO mice at indicated time (Supplementary Figure S2C). (**F**) Quantification of normalized protein band intensities for ‘E’ (*n* = 2). *P< 0.05. (**G**) Immunoblotting of Prmt6 in WT and Prmt1-dKO mice at indicated time (Supplementary Figure S2C). (**H**) Quantification of normalized protein band intensities for ‘G’ (*n* = 2). ***P< 0.001 and ****P< 0.0001. (**I**) Immunoblotting of H3R2me2a, H4R3me2a in WT and Prmt1-uKO mice at indicated time (Supplementary Figure S3A). Staining by Coomassie brilliant blue (CBB) served as a loading control. (**J**) Quantification of normalized protein band intensities for ‘I’ (*n* = 2). ***P< 0.001.

### Prmt1 is required to maintain the developmental trajectory of the spermatogonial population through the first wave of spermatogenesis and in adult mouse testes

As aforementioned, deletion of *Prmt1* caused eminent testicular atrophy and the resultant male infertility. To decipher at what stage the germ cells were impacted in the *Prmt1-null* testis during the first wave of spermatogenesis, we examined the histology of the testes from Prmt1-sKO mice by hematoxylin and eosin (H&E) staining. We collected the testes at four time points, which correspond to the occurrence of representative germ cell types in testis, including P7 (spermatogonia), P14/17 (early and late spermatocytes), and P21 (spermatids). We found that while the cellular composition and morphology resembled each other between WT and Prmt1-sKO testes at P7, the spermatocytes at P14/17 exhibited aberrant nuclei, reminiscent of cell dying (Figure 5A). At P21, a large number of haploid spermatids present in WT testicular tubules were not seen in the Prmt1-sKO tubules, and the majority of spermatocytes were largely depleted. Detailed counting of the germ cells at each time point indicated that the germline development was arrested at the spermatogonial stage in the Prmt1-sKO testes (Figure 5B). To further verify the findings from the H&E staining, we carried out the immunofluorescence staining on testicular cryosections with two antibodies against Plzf (spermatogonial stem and progenitor cell population) and Ki67 (proliferating spermatogonial cells) respectively. In agreement with the H&E results, at P7, the average numbers of the spermatogonial sub-populations represented by either Plzf or Ki67 staining were comparable in WT and Prmt1-sKO testes (Supplementary Figure S4A–C). However, at P21, the average number of Ki67-positive cells was significantly reduced, in contrast to the similar numbers of Plzf-positive spermatogonial cell population (Supplementary Figure S4D–F). The Ki67 marker has been generally regarded as being representative of the differentiated spermatogonial cell population in the mouse testis. Since the c-Kit marker for differentiated spermatogonia was not effective for immunofluorescence staining, we thus conducted immunoblot to compare the expression levels of c-Kit upon *Prmt1* deletion. We discovered that the levels of c-Kit protein were evidently decreased in the Prmt1-sKO testes at both P8 and P17 days, suggesting that Prmt1 depletion resulted in deficient differentiation of spermatogonial cells (Supplementary Figure S4G). The depleted germ cells likely underwent cell apoptosis, since the TUNEL assay revealed a vast number of positively stained germ cells in the Prmt1-sKO testes at P21(Supplementary Figure S4H-I). This evidence altogether led us to conclude that Prmt1 is required for spermatogonial differentiation and spermatocyte development.

**Figure 5.**
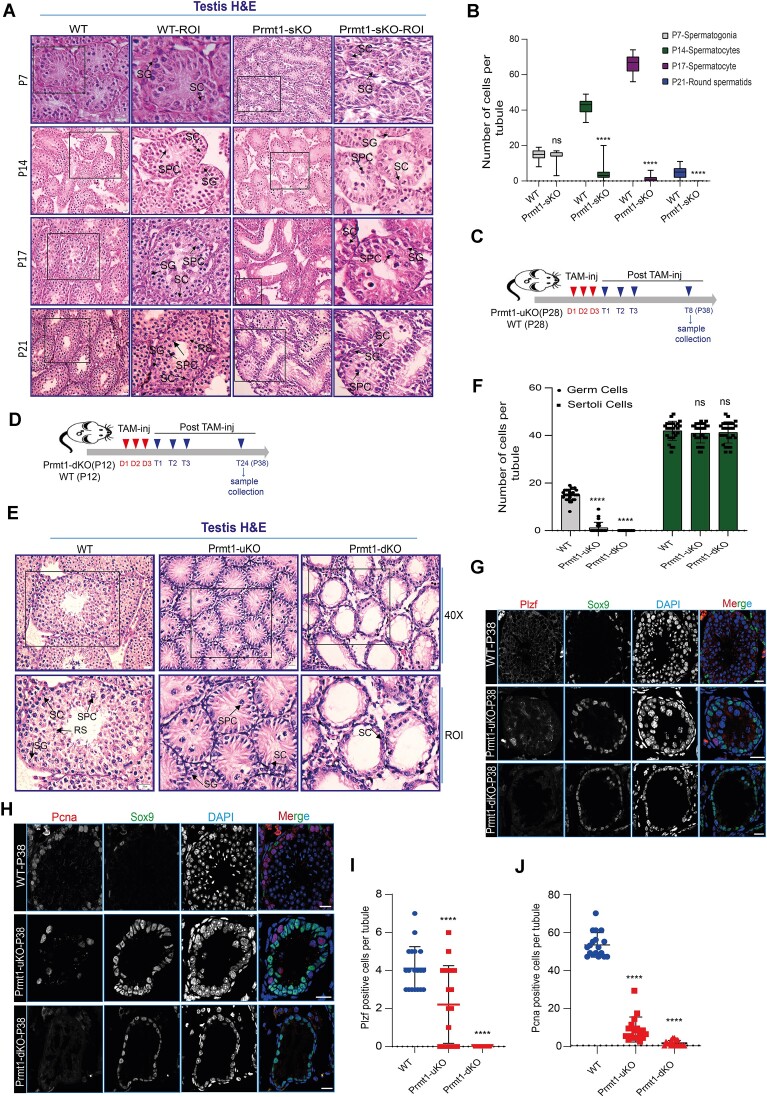
Prmt1 is required to maintain the developmental homeostasis of spermatogonial population through the first wave of spermatogenesis and in adult mouse testes. (**A**) H&E staining of testes from Prmt1-sKO (P7, P14, P17 and P21) and age-matched WT mice (ROI, region of interest). Note that apparent germ cell loss was observed in testes from P14 onwards. SG-spermatogonia, SPC-spermatocyte, SC-Sertoli cell and RS-round spermatids; Scale bar, 20 μm. (**B**) Quantification of the numbers for spermatogonia, spermatocytes, and round spermatids per cross-section of the tubule. ****P< 0.0001. (**C**) Tamoxifen injection and tissue collection scheme for Prmt1-uKO mice. (**D**) Tamoxifen injection and tissue collection scheme for Prmt1-dKO mice. (**E**) H&E staining of adult testicular sections from WT, Prmt1-uKO, and Prmt1-dKO mice. Note that the spermatogonia were depleted from the tubules. SG-spermatogonia, SPC-spermatocyte, SC-Sertoli cell and RS-round spermatids; Scale bar, 20 μm. (**F**) Quantification of the numbers of germ cells from ‘E’. ****P< 0.0001, Student's *t*-test, mean ± SEM (*n* = 3). (**G**) Immunostaining by Plzf and Sox9 in testicular sections from WT, Prmt1-uKO and Prmt1-dKO mice at indicated times. Scale bars, 20 μm. (**H**) Immunostaining by Pcna and Sox9 in testicular sections from WT, Prmt1-uKO and Prmt1-dKO mice at indicated times. Scale bars, 20 μm. (**I, J**) Quantification of the numbers of Plzf- and Pcna-positive germ cells; ***P< 0.001 and ****P< 0.0001. Two-tailed Student's *t*-test, mean ± SEM.

Given that we have previously shown that Stra8-Cre is not proficient in excision of two *loxp* alleles in spermatogonial population (34), it is thus unclear whether Prmt1 is essential for the undifferentiated spermatogonia, i.e. spermatogonial stem and progenitor cells, especially when considering the highest levels of Prmt1 protein detectable in the spermatogonia as described before (Figure 1). To explore this postulation, we next exploited both Tam-inducible Prmt1-uKO and Prmt1-dKO lines and performed the tamoxifen induction during the first wave of spermatogenesis. Due to the lethality of the Prmt1-uKO mice following tamoxifen injection, the testes were allowed for 8 days in Prmt1-uKO mice and 24 days in Prmt1-dKO prior to collection for H&E analyses after three-day tamoxifen injection (Figure 5C, D). This unveiled that both undifferentiated and differentiated spermatogonial cell populations were substantially eliminated from the seminiferous tubules (Figure 5E, F). We further executed co-staining by Sox9 (Sertoli-cell-specific marker) in conjugation with Plzf or Pcna (proliferating spermatogonia) on the testicular cryosections, and uncovered that nearly the whole spermatogonial cell populations were essentially eradicated from the tubules (Figure 5G–J). This evidence shows that Prmt1 is pivotal to orchestrate spermatogonial proliferation and differentiation during the first wave of spermatogenesis.

The maintenance of male fertility in the adult mammalian testis depends on the orderly cycling of spermatogonial cells between self-proliferation and differentiation prior to meiotic division. To interrogate whether Prmt1 is critical for the maintenance of spermatogonia in the adult testis, we took advantage of the Prmt1-dKO line by administering the tamoxifen into the 8-week-old adult mice (Supplementary Figure S4J), and implemented whole-mount immunofluorescence staining with Gfrα1 antibody. In the WT testes, Gfrα1 typically marks undifferentiated spermatogonial population, which is characterized by the As, Apr, and Aal4 spermatogonial cells seen in whole-mount sections. We observed the elongated Pseudopod which is usually indicative of the active stem cell population in the WT testes. By comparison, the number of the Gfrα1-positive spermatogonia and the length of elongated Pseudopod were evidently reduced in the Prmt1-dKO testes at 7-day post-Tam treatment (Supplementary Figure S4K, L). An exhaustive time-course tracking of Tam-treated testes by co-staining with c-Kit and Gfrα1 revealed that the whole spermatogonial pool was essentially eradicated (Supplementary Figure S4M–P), verifying the necessity of Prmt1 in maintaining the homeostasis of spermatogonia in adult testes. Altogether, this evidence unraveled that Prmt1 is a core player required to establish and maintain the developmental trajectory of spermatogonial cells in the testis.

### Prmt1 establishes the high-fidelity RNA transcriptome in spermatogonia

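Gene tables of 10 RNA libraries from P7 mice were analysed, 6 of them from bulk RNA-seq (3 WT and 3 Prmt1-dKO). The labels of the bulk libraries give spermatogonia as the cell type, while their protocol describes total RNA of the testis after tamoxifen on 3 days. Each table holds the expected counts, TPM and FPKM that the authors obtained with STAR and RSEM on mm10. Expected counts were rounded, scaled by TMM and compared by genotype with edgeR's quasi-likelihood test, and a gene was called at a Benjamini-Hochberg FDR below 0.05 and a fold change of at least 2. The bulk libraries held between 12396345 and 16598249 counts, and 16554 genes had enough counts to be tested. The biological coefficient of variation of the bulk libraries was 0.155. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.994 to 0.995 between WT libraries and 0.970 to 0.989 between Prmt1-dKO libraries. Among genes simulated on these libraries, edgeR recovered 39 of 100 changed by 2-fold and 93 of 100 changed by 4-fold, with 9 unchanged genes called.

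Prmt1 (ENSMUSG00000109324.2, chromosome 7 of GRCm38, 44975989 to 44986568) had 234 ± 14.1 CPM in WT testes and 167 ± 27.9 CPM in Prmt1-dKO testes (SD, n = 3 each), a log2 fold change of -0.49 (SE 0.13, FDR = 0.0334 from edgeR's quasi-likelihood test). The floxed segment holds exons 4 and 5, so a count over the whole gene checks the genotype labels only in part.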

To interrogate how Prmt1 loss impacts the spermatogonia at the transcriptomic level, we next conducted RNA sequencing using either whole mouse testis or purified mouse spermatogonia. The samples were collected at P7 following three consecutive doses of Tam injection (Figure 6A and Supplementary Figure S5A). The spermatogonial population was sorted through Fluorescence-activated Cell Sorting (FACS) by utilizing our *in-house* generated Ddx4-CreERT2 KI mouse model, which carries an EGFP tag driven by the Ddx4 promoter. 

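In whole testes at P7, 881 genes were higher and 294 genes were lower in the 3 Prmt1-dKO than in the 3 WT libraries by edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, testing all genes without a filter on low counts moved the number of higher genes most, to 1777 of 29847 genes tested. DESeq2, the tool named in the methods, called 1379 genes higher and 298 lower, of which 774 and 271 were also called by edgeR. With one library left out at a time, between 684 and 1048 genes were higher and between 199 and 401 were lower. All 3 Prmt1-dKO libraries lay above all 3 WT libraries for 3462 genes and below them for 3289 genes, together 40.8% of the genes tested, where chance gives 10.0%.

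The called genes with the largest fitted increase were expressed at very few counts in WT testes and unevenly among the Prmt1-dKO testes. Sprr2a2 (ENSMUSG00000068893.5, chromosome 3 of GRCm38, 92215920 to 92256724) had 0, 1 and 1 counts in the WT and 140, 34 and 579 counts in the Prmt1-dKO libraries, a 436-fold ratio of summed counts with a 95% counting interval of 120.29 to 3607.1 (FDR = 0.00428 from edgeR). Its near-identical paralogs could share these counts, which makes its value uncertain. Apoa1 (ENSMUSG00000032083.8, chromosome 9, 46228580 to 46230466) had 0, 8 and 4 counts against 318, 9 and 1052 counts, a log2 fold change of 6.86 (SE 1.47, FDR = 0.0134 from edgeR). Apoa1 in bulk RNA-seq was no longer called without WT replicate 1, 2 or 3, where its FDR from edgeR was 0.0563, 0.0523 and 0.0521. Klk1 (ENSMUSG00000063903.5, chromosome 7, 44225360 to 44229618), a kallikrein with close paralogs, had 1, 3 and 0 counts against 25, 237 and 68 counts, a log2 fold change of 6.47 (SE 1.16, FDR = 0.0064 from edgeR). These counting intervals cover counting error and not the spread between animals.

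The called genes with the largest decrease had few counts left in the Prmt1-dKO testes. Ren1 (ENSMUSG00000070645.5, chromosome 1, 133350510 to 133360325) fell from 30.7 ± 2.61 to 0.647 ± 0.475 CPM (SD, n = 3 each), a log2 fold change of -5.60 (SE 0.31, FDR = 5.9e-05 from edgeR). Cyp17a1 (ENSMUSG00000003555.8, chromosome 19, 46667165 to 46673172) fell from 75.9 ± 11.8 to 2.46 ± 0.986 CPM, a log2 fold change of -4.97 (SE 0.26, FDR = 4.07e-05). Insl3 (ENSMUSG00000079019.2, chromosome 8, 71689214 to 71690575) fell from 70.1 ± 10.7 to 2.77 ± 0.393 CPM, a log2 fold change of -4.66 (SE 0.18, FDR = 1.07e-05). With each library left out in turn, the log2 fold changes of these genes stayed within -6.33 and -5.31 for Ren1, -5.26 and -4.67 for Cyp17a1, and -4.75 and -4.55 for Insl3. Cyp17a1 and Insl3 belong to the Leydig cell list tested below. In sorted spermatogonia Cyp17a1 had 0 counts in every library, and Insl3 had 0 and 0 in WT and 5 and 8 in Prmt1-dKO. The paper describes the Cre line as driven in germ cells, so these decreases need not reflect loss of Prmt1 in the cells that express them.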

Conventional bulk RNA-seq using whole mouse testis at P7 identified a large number of dys-regulated genes (1365 up-regulated vs 293 down-regulated) in the Prmt1 KO testes upon Tam treatment (cutoff: fold change ≥ 2, adj-*P*-value < 0.05) (Supplementary Figure S5B, C). As shown above, loss of Prmt1 led to the spermatogonial loss, likely causing a disproportional population of spermatogonia between whole WT and KO testes. Hence, to capture the accurate transcriptomic change, we further performed the mini-Smart-seq2 analysis, which was specifically optimized for low-input cell samples (∼ranging from 10 000–100 000), using FACS-sorted, EGFP-positive spermatogonial cells from P7 testes. 

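Lists of marker genes of the testicular cell types were compared between the 3 Prmt1-dKO and 3 WT whole testes with camera, a competitive gene set test of the limma package with a preset inter-gene correlation of 0.01, and 9 lists were tested. The germ cell list did not shift, with 7 genes higher and 7 lower, a median log2 fold change of 0.01, a mean of -0.02 and an adjusted p of 0.731. The Sertoli cell list was lower (median log2 fold change -0.48, 14 of 14 genes lower, adjusted p 4.42e-05), as were the Leydig cell list (median -0.75, 7 of 9 genes lower, adjusted p 0.000125) and the list of peritubular myoid cells (median -1.09, 7 of 7 genes lower, adjusted p 0.00104). Of these lists, 2 Sertoli, 4 Leydig and 4 peritubular genes were called lower, and the same numbers passed when adjusted over the list alone. The macrophage list was higher in 9 of 10 genes with a median log2 fold change of 0.32 (adjusted p 0.0514), and the endothelial list in 5 of 7 genes with a median of 0.44 (adjusted p 0.249). All 3 lower lists also fell in the rotation test fry, at unadjusted two-sided p values of 0.000724, 0.000338 and 0.0425. Adjusted over the 9 lists, fry's p was 0.00217, 0.00152 and 0.0638, so the peritubular list missed 0.05. With one library left out, fry's unadjusted p for the peritubular list ranged from 0.000257 (without Prmt1-dKO replicate 2) to 0.111 (without Prmt1-dKO replicate 1). With a correlation estimated from the data, camera's unadjusted p stayed below 0.05 for the Sertoli list alone (0.0412, against 0.0973 for Leydig and 0.229 for peritubular cells).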

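Expected counts from 4 mini-Smart-seq2 libraries were analysed in the same way, 2 from WT and 2 from Prmt1-dKO spermatogonia. The labels name the controls WT, and the description of cell sorting in the methods names heterozygous Prmt1 +/lox mice that carry the Cre allele. Library totals were 18547103 and 17788025 counts in WT and 16969827 and 15610392 counts in Prmt1-dKO. At least 1 count was found for 17106 and 15587 genes in the WT libraries and for 21404 and 20194 genes in the Prmt1-dKO libraries. The WT replicates differed more than the Prmt1-dKO replicates, with 37.8% against 6.11% of genes more than 2-fold apart, and Pearson's r across genes of 0.837 against 0.974. Of 16443 genes tested, 1057 (6.43%) had at most 1 count in one WT library and at least 100 in the other, compared with 15 genes (0.0912%) between the Prmt1-dKO libraries. The biological coefficient of variation was 0.767. Among genes simulated at this spread, edgeR recovered 1 of 100 genes changed by 2-fold and 19 of 100 changed by 4-fold, with 2 unchanged genes called, while DESeq2 recovered 14 and 34, with 169 unchanged genes called. The simulation gave both genotypes the same spread per gene, unlike these libraries, so its numbers hold for that setting only. After TMM scaling, the median log2 fold change of all tested genes was 0.15, and the values that follow include this shift.

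Prmt1 had 183 ± 47.5 CPM in WT and 99.5 ± 18.3 CPM in Prmt1-dKO spermatogonia (SD, n = 2 each), a log2 fold change of -0.88 (SE 0.26, FDR = 0.133 from edgeR's quasi-likelihood test). Its log2 fold change from DESeq2 was -0.93 with an adjusted p = 0.0172, under the 2-fold threshold.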

Consistently, this revealed 1231 upregulated along with 660 downregulated genes (Figure 6B, C) in Prmt1-dKO spermatogonia (cutoff: fold change ≥ 2, adj-*P*-value < 0.05). 

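In sorted spermatogonia, edgeR's quasi-likelihood test called 0 genes higher and 0 genes lower, with a smallest FDR of 0.0774. At an unadjusted p below 0.05 and a fold change of at least 2, 2267 genes were higher and 678 lower. DESeq2 called 1238 genes higher and 664 lower among 16901 genes tested, and limma-voom, added after the data were seen, called 1546 higher and 150 lower. Of the genes that DESeq2 called higher, 809 had at most 1 count in one or both WT libraries, and of those called lower 60 had at most 1 count in a Prmt1-dKO library. Both Prmt1-dKO libraries lay above both WT libraries for 5977 genes and below them for 3337 genes, 56.6% of those tested, where chance gives 33.3%. The calls depended on the WT libraries, since edgeR called 5290 genes higher and 2146 lower without WT replicate 1, and 4089 higher and 2029 lower without WT replicate 2. Without Prmt1-dKO replicate 1 or 2 it called 0 genes, with 207 and 225 genes higher and 267 and 260 lower at an unadjusted p below 0.05 and at least 2-fold. In these fits the lone library of a genotype was assumed to vary like the pair of the other genotype.

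Among 15835 genes tested by DESeq2 in both assays, 55 were called higher in both, 7 lower in both and 30 in opposite directions. More genes were higher in both than expected from the calls of each assay (odds ratio 1.55, two-sided Fisher's exact p = 0.00422), and lower genes showed no such excess (odds ratio 0.932, Fisher's exact p = 1). By edgeR, 0 genes were called in both assays, limma-voom called 75 in the same direction and 29 in opposite directions, and Pearson's r of edgeR's log2 fold changes across 14171 genes was 0.0797.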

GO enrichment analysis unveiled that those dys-regulated genes are predominantly involved in cell-cycle and meiotic regulation (Figure 6D). 

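Hand-written lists of 40 meiosis genes and 40 cell-cycle genes were tested in the sorted spermatogonia, since the terms of Figure 6D were not used here. Of 37 meiosis genes tested, 34 were lower in Prmt1-dKO and 3 higher, with a median log2 fold change of -0.996 and a mean of -1.21. The camera test gave an adjusted p of 2.37e-11 for this decrease among 9 lists, and its unadjusted p was 0.0196 with an estimated correlation, while fry gave 0.00219. By edgeR, 0 of these genes were called over all genes tested and 11 were lower when adjusted over the list alone, and DESeq2 called 19 lower and 1 higher. Brca2, whose decrease Figure 6B displays, had 7482 and 6624 counts in WT and 2184 and 1844 counts in Prmt1-dKO libraries, a log2 fold change of -1.48 (SE 0.16, FDR = 0.0774 from edgeR, adjusted p = 3.63e-17 from DESeq2).

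The 40 cell-cycle genes moved in both directions, 17 higher and 23 lower, with a median log2 fold change of -0.07 and a mean of -0.09. For these genes camera gave an adjusted p of 0.0324 for a decrease, which did not hold with an estimated correlation (unadjusted p 0.174) or under fry (unadjusted p 0.126, but 0.0178 with RLE size factors and 0.0394 without a filter), or without WT replicate 2 (camera's unadjusted p 0.0852). DESeq2 called 2 of them higher and 4 lower, and 2 were higher and 3 lower by edgeR when adjusted over the list alone.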

Notoriously, in support of previous phenotypic defects seen in *Prmt1-null* spermatogonia, a handful of genes involved in spermatogonial self-renewal (Id4, Plzf, Bmi1, etc.) and differentiation (Ccnd1, C-kit, Sohlh-1, etc.) were markedly reduced in Prmt1-dKO spermatogonia as validated by qPCR (Figure 6E), suggesting Prmt1 is crucial to establish and maintain the transcriptomic integrity of spermatogonia.

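The 19 genes of the qPCR panel were also measured by Smart-seq2 in the sorted cells, and 15 of them were higher and 4 lower in Prmt1-dKO, with a median log2 fold change of 0.75. Camera gave an adjusted p of 0.242 for this increase, and fry 0.0225. By edgeR, 0 panel genes were called over all genes tested and 1 was higher when adjusted over the list alone, a list chosen by the study and therefore not independent evidence. DESeq2 called Nanos3 and Sall4 higher and Prdm9 lower.

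Id4 (ENSMUSG00000021379.2, chromosome 13 of GRCm38, 48261228 to 48266026) had 8.08 ± 9.81 CPM in WT and 26.5 ± 4.27 CPM in Prmt1-dKO spermatogonia (SD, n = 2 each), a log2 fold change of 1.71 (SE 1.26, FDR = 0.520 from edgeR's quasi-likelihood test) that ranged from 0.84 to 4.55 with each library left out. Plzf, annotated as Zbtb16, had 1107 and 29 counts in the WT libraries and 1875 and 1648 counts in the Prmt1-dKO libraries, a log2 fold change of 1.97 (SE 1.46, FDR = 0.527) with a range from 1.02 to 6.25. Bmi1 had a log2 fold change of 1.32 (SE 0.45, FDR = 0.170), C-kit one of 0.17 (SE 0.16, FDR = 0.633), and Sohlh1 one of 0.66. Ccnd1 fell from 104 ± 11.4 to 72.1 ± 0.14 CPM (SD, n = 2 each), a log2 fold change of -0.53 (SE 0.19, FDR = 0.196 from edgeR) that stayed between -0.62 and -0.39 with each library left out in turn. Prdm9 fell from 40.2 ± 12.4 to 13.7 ± 3.05 CPM (log2 fold change -1.55, SE 0.47, FDR = 0.139 from edgeR, adjusted p = 0.0153 from DESeq2). Sall4 rose from 64.3 ± 2.46 to 177 ± 1.43 CPM (log2 fold change 1.46, SE 0.16, FDR = 0.0774 from edgeR, adjusted p = 1.6e-09 from DESeq2).

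**Figure D1:**
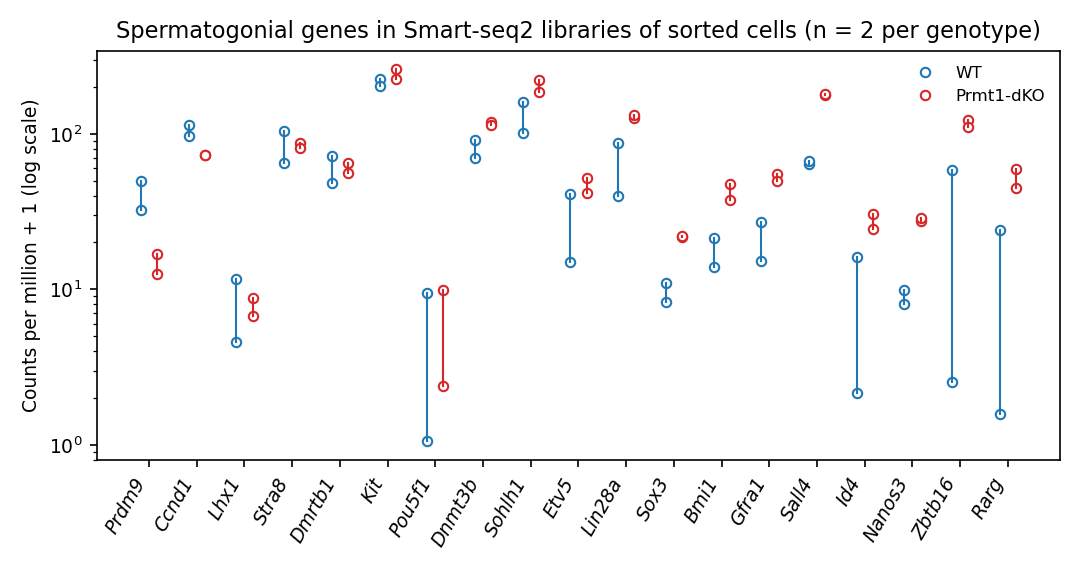
Expression of the 19 panel genes in each Smart-seq2 library, as CPM plus 1 on a log axis, for the 2 WT (blue) and 2 Prmt1-dKO (red) libraries, with genes ordered by log2 fold change from Prdm9 (-1.55) to Rarg (2.11). Both Prmt1-dKO libraries lie above both WT libraries for 12 genes and below them for 2 genes.

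In whole testes, 12 panel genes were higher and 7 lower, and edgeR called 0 of them, as did DESeq2. From the reduced qPCR levels of self-renewal and differentiation genes, the paper proposes that Prmt1 establishes and maintains the transcriptome of spermatogonia.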

**Figure 6.**
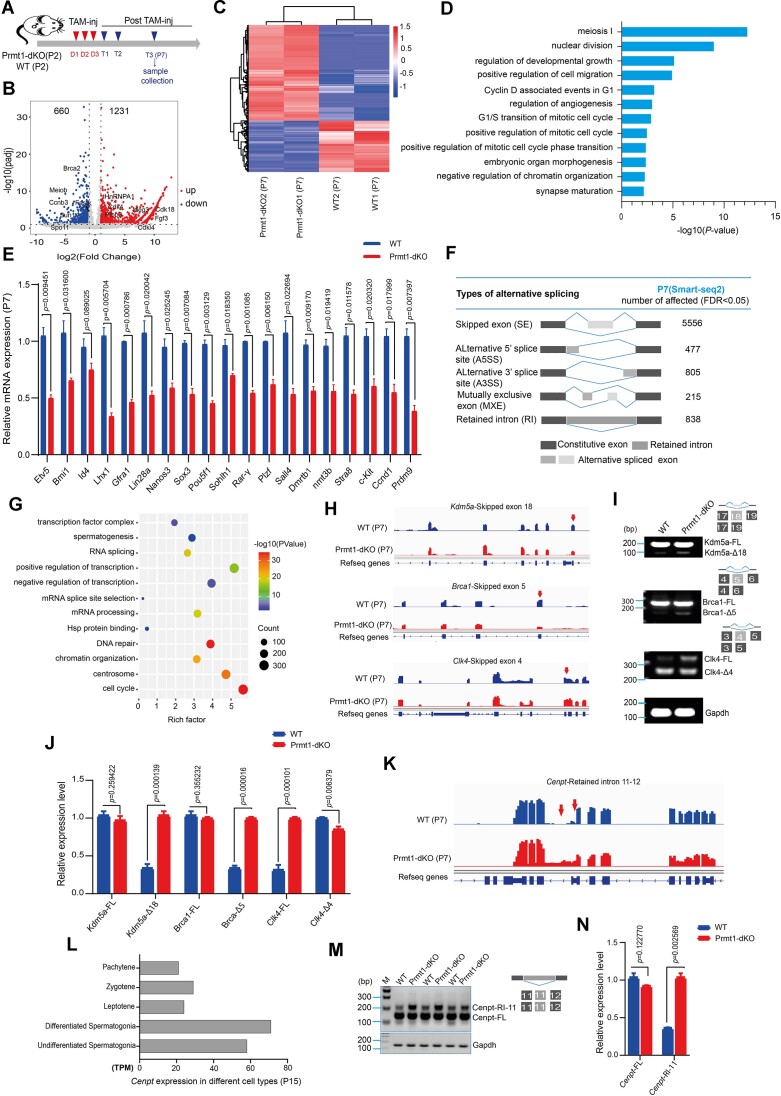
Prmt1 sculpts the transcriptomic identity in spermatogonia. (**A**) The scheme for tamoxifen injection and tissue collection. (**B**) Volcano plot illustrating the dys-regulated genes in the Prmt1-dKO spermatogonia purified by FACS from mice as indicated in ‘A’ using Smart-seq2 approach. (**C**) A heatmap illustrating the dys-regulated genes in Prmt1-dKO spermatogonia compared with WT in biological duplicates. Fold change >2.0, and *P* < 0.05 (upregulated in red; down-regulated in blue). (**D**) GO (gene ontology) terms of differentially expressed genes (DEGs) in FACS sorted, Prmt1-dKO spermatogonia. (**E**) Relative mRNA levels for genes involved in development of spermatogonia from Prmt1-dKO and WT mice (*n* = 3). Two-tailed Student's *t*-test, the data are displayed as the mean ± SEM. (**F**) Statistical calculation of alternative splicing events identified in sorted, Prmt1-dKO spermatogonia via Smart-seq2. (**G**) GO analysis of alternatively spliced genes that are significantly affected in sorted, Prmt1-dKO spermatogonia. (**H**) A snapshot of IGV browser showing mRNA expression levels for Kdm5a, Brca1, and Clk4 in spermatogonia from WT and Prmt1-dKO mice; The red arrow indicates the splicing site. (**I**) RT-PCR verification for Kdm5a, Brca1, and Clk4 genes showing AS pattern of exon skipping (Exon 18, 5 and 4), respectively, in Prmt1-dKO testes; Gapdh was used as an internal control. (**J**) Quantification of the expression for transcripts with skipped exon. FL, full length isoform, Δ represents skipped exon; (*n* = 3). Two-tailed Student's *t*-test, the data are displayed as the mean ± SEM. (**K**) A snapshot of IGV browser showing Cenpt mRNA expression. The red arrow indicates the splicing site. (**L**) mRNA expression levels of Cenpt deduced from single-cell dataset in P15 mouse testis, transcript per million (TPM) (68). (**M**) RT-PCR analysis of Cenpt mRNA expression showing AS pattern of intron 11 retention in Prmt1-dKO testis. (**N**) Quantification of the expression for transcripts with retained intron in ‘M’ (*n* = 3). Two-tailed Student's *t*-test, the data are displayed as the mean ± SEM.

PRMT enzymes are known to impact alternative splicing through methylating the splicing factors, e.g. SmB and hnRNP members (35–38). We thereby analyzed alternative splicing (AS) events, which were divided into five categories—skipped exon (SE), Alternative 5′ splice site (A5SS), Alternative 3′ splice site (A3SS), mutually exclusive exon (MXE) and retained intron (RI). Among them, the SE dominates the alternative splicing events as detected by both whole bulk RNA-seq and mini-Smart-seq analyses (Figure 6F and Supplementary Figure S5D, E). GO examination unraveled the AS genes are enriched in cell-cycle regulation and mRNA processing (Figure 6G). A visual inspection of the integrative genomic viewer (IGV) for AS genes with SE, such as Kdm5a, Brca1, Clk4, Srsf9, Map7, Ccna1, Srsf7 and Lsm5, was further corroborated by the semi-quantitative PCR validation, showing that those exons were aberrantly skipped or retained in the *Prmt1-null* spermatogonia (Figure 6H–J and Supplementary Figure S5F–N). Moreover, the CENP gene family, including CENP-C, CENP-H, CENP-M, CENP-N, CENP-U and CENP-T, assembles the CENP-A NAC complex, which safeguards chromosomal alignment and segregation (39). Those members were all dys-regulated upon Prmt1 loss as revealed by Smart-seq2 examination. Among them, Cenpt is prominently enriched in spermatogonial population, and both IGV browser snapshot and qPCR inspection verified that the intron 11 is significantly retained in the *Prmt1-null* spermatogonia (Figure 6K–N). Together, this evidence indicates that Prmt1 maintains the transcriptomic high-fidelity essential for spermatogonial development.

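All 6 CENP genes were tested in the sorted spermatogonia, and edgeR and DESeq2 each called 0 of them. Cenpc1, Cenph, Cenpn and Cenpt had log2 fold changes of 0.34, 0.73, 0.91 and 0.43, and Cenpm and Cenpu of -0.97 and -0.56. Cenpm had the lowest adjusted p from DESeq2, 0.057 with a log2 fold change of -1.03. Both Prmt1-dKO libraries were above both WT libraries for 3 of these genes and below them for 2, where chance separates 33.3% of genes. Without one library, the log2 fold change of Cenpc1 ranged from -0.04 to 0.91.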

### Global profiling identified the genomic distribution of histone arginine methyl marks and a direct competition between H4R3me2s and H4R3me2a at promoters in regulating gene expression

Prmt1 deposits the asymmetrical H4R3 methylation (H4R3me2a) known as an active histone mark for gene expression. 

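Peak lists of 33 CUT&Tag libraries were analysed, 17 from P7 and 16 from P14 mice. At P7 there were 3 WT libraries for H4R3me2a and 2 each for H3R2me2a, H3R8me2a, H4R3me1, H4R3me2s, H3K27ac and H3K4me3, and 2 Prmt1-dKO libraries for H4R3me2s. The authors called the peaks with MACS2 2.1.0 in each sample alone, and the names of the lists carry a p threshold of 0.005, except for H3K4me3 with a q threshold of 0.05. Each entry gives a position, a fold enrichment, −log10 p and −log10 q, and a summit. The aligner, the build and any control library are not given in the sources used here, and all peak ends lie within the chromosome lengths of GRCm38. Read depths are unknown, so peak numbers and fold enrichments are not comparable in level between libraries, and signal tracks were not used here. A peak was placed in a promoter when its summit lay within 3000 bp of a transcription start site of GENCODE vM21, and otherwise in a 5′UTR, 3′UTR, exon, intron, the 300 bp downstream of a gene or the distal intergenic space, in that order. A gene was taken as marked when at least 2 replicate lists held a summit in its promoter.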

To explore the mechanism by which Prmt1 loss caused the transcriptomic dys-regulation, we attempted to execute the highly sensitive and efficient CUT&Tag profiling recently developed in Henikoff's Lab (27). As a fact, the conventional ChIP-seq assay rarely succeeded in identifying the genome-wide distribution of histone arginine methyl marks in the past decades (as reviewed (40)). To enrich the spermatogonia in P7 testes, we removed the Sertoli cells by filtering the single-cell suspension through 40 μm strainer, and determined that the ratio of germ cells to somatic cells in the filtrate exceeded 95% (Supplementary Figure S6). Next, we selected ChIP-qPCR validated antibodies against the histone methylarginine marks with compensatory increases in the Prmt1-dKO testes, including H4R3me2a for Prmt1, H3R2me2a for Prmt6, H4R3me2s for Prmt5, H3R8me2a for Prmt2 and H4R3me1 for Prmt7. Meanwhile, both H3K4me3 and H3K27ac were included for comparison, which specifically delineates promoter and enhancer elements respectively. This high-throughput profiling revealed > 14000 peaks on average for each methyl mark with high confidence (Cutoff: *P* < 0.005) (Supplementary Figure S7). 

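The lists of H4R3me2a held 17702 ± 905 peaks (SD, n = 3), those of H3R2me2a 19856 ± 1464, of H3R8me2a 15454 ± 132, of H4R3me1 23112 ± 1529 and of H4R3me2s in WT 28063 ± 11430 (SD, n = 2 each). H3K27ac had 22877 ± 1277 peaks and H3K4me3 18813.5 ± 493 (SD, n = 2 each). The shortest P7 list, of H3R8me2a, held 15361 peaks. Among the WT lists at P7, the stricter threshold of q at most 0.01 left the fewest peaks for H3R2me2a, 1564 on average. It left 1938.7 for H4R3me2a, 2242 for H3R8me2a, 2363.5 for H4R3me1, 2396 for H4R3me2s and 5361 for H3K27ac. Of the genes with a promoter peak in either list of a replicate pair, the share found in both lists was 22.4% to 27.4% for H4R3me2a, H3R2me2a, H3R8me2a and H4R3me1, 29.8% for H4R3me2s, 58.8% for H3K27ac and 92.7% for H3K4me3.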

Strikingly, all five histone arginine methyl marks (H4R3me2a, H3R2me2a, H4R3me2s, H3R8me2a, H4R3me1) are highly enriched in the TSS region, albeit with much lower peak densities, compared with the H3K4me3 peak at the TSS region (Figure 7A-C, Supplementary Figures S7A–N and S8A–I). Moreover, there is a high overlapping of the TSS peaks among the five methylarginine marks, H3K4me3 and H3K27ac (Supplementary Figure S8C). 

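Of the H4R3me2a peaks at P7, 32.2% ± 1.25 (SD, n = 3) had their summit in a promoter. This share was 35.9% ± 2.03 for H3R2me2a, 37.5% ± 0.648 for H3R8me2a, 31.0% ± 3.38 for H4R3me1 and 38.8% ± 14.0 for H4R3me2s in WT (SD, n = 2 each). The promoter windows cover 15.1% of the genome, and each H4R3me2a list exceeded this share by 2.08 to 2.23-fold. H3K4me3 had 86.5% ± 0.917 of its peaks in promoters (up to 5.79-fold the genome share), and H3K27ac 50.1% ± 0.805 (SD, n = 2 each). The replicates of H4R3me2s differed most, with 48.7% and 28.9%. Of the alternatives, a threshold of q at most 0.01 moved a share most, to 60.6% for H4R3me2s in WT. A narrower window of 1000 bp, which covers 5.88% of the genome, lowered the share of H4R3me2a to 20.3%.

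**Figure D2:**
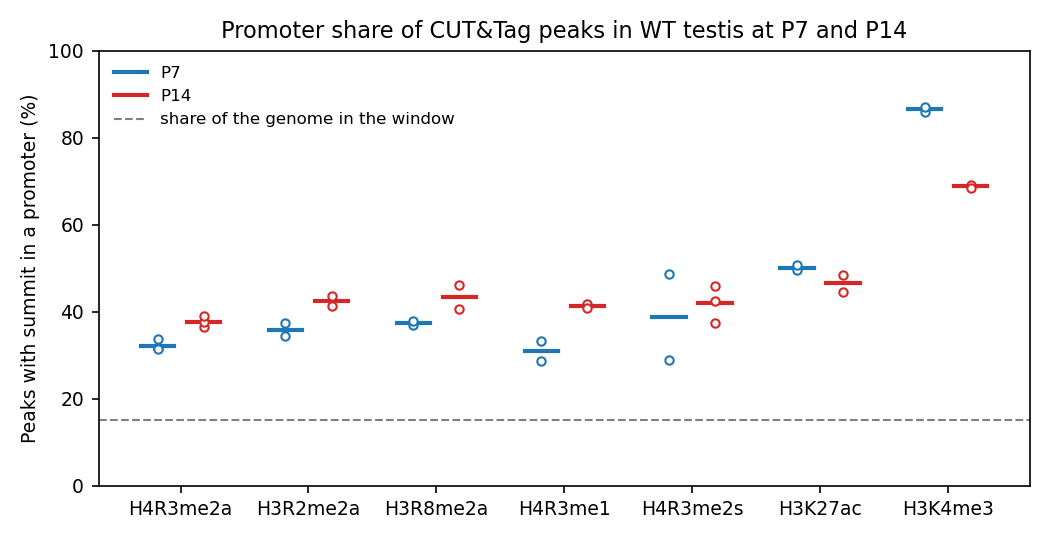
Percent of peaks with the summit in a promoter for each WT list (points) and the mean of its replicates (bars), by mark. P7 is blue and P14 red, and the dashed line is the promoter share of the genome, 15.1%. All WT lists lie above the line, from 28.6% in a P7 list of H4R3me1 upward.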

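Promoter peaks in at least 2 replicate lists marked 4643 genes for H4R3me2a, 3253 for H3R2me2a, 2924 for H3R8me2a, 3231 for H4R3me1, 5195 for H4R3me2s, 8810 for H3K27ac and 17045 for H3K4me3. H4R3me2a had 3 lists where the other marks had 2, and any 2 of its lists shared 2354 to 2527 genes. Of 55450 genes with a transcription start site, 364 carried all 7 marks, where independent marks would give 0.004. The count depended on the definition of a marked gene, with 84 genes at q of at most 0.01 and 2413 where 1 replicate list sufficed. All 5 arginine methyl marks were shared by 422 genes. Of the H4R3me2a genes, 78.3% also carried H3K4me3 and 55.7% H3K27ac. The odds ratios of all pairs of marks lay between 7.92 and 80.4. Promoters of one gene or neighbouring genes can share a peak, so genes are not independent here. Among 1296 promoter peaks of H4R3me2a replicate 1 that were found again in another replicate, 25.9% to 33.1% overlapped such a peak of each other arginine methyl mark by at least 50% of the shorter peak, 44.3% one of H3K27ac and 58.3% one of H3K4me3. The share of promoter genes in common was 25.3% for lists of the same arginine methyl mark and 23.8% for lists of different marks, a difference of 1.58 percentage points (permutation test, one-sided, p = 0.0085) that was 0.772 points without H4R3me2s (permutation test, one-sided, p = 0.0838).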

An overlapping between the H4R3me2a-enriched peaks and DEGs in *Prmt1-null* spermatogonia unveiled that a large number of genes, in particular, among which a total of 277 genes, are regulated by the Prmt1-deposited H4R3me2a (Figure 7F). This signified that PRMT members are capable of directly tuning gene expression by depositing histone methylarginine marks at gene promoters.

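None of the genes with H4R3me2a at the promoter was called by edgeR, which called 0 genes in the sorted spermatogonia. Of the 1902 genes called by DESeq2, 351 (18.5%) carried H4R3me2a at the promoter, compared with 19.1% of all 16901 genes tested (odds ratio 0.956, two-sided Fisher's exact p = 0.476). Within deciles of expression the odds ratio was 1.03 (Cochran-Mantel-Haenszel p 0.628). Without H4R3me2a replicate 1, 2 or 3, where both remaining lists must hold a peak, the 351 genes became 187, 178 and 182. Of the 351 genes, 206 were higher and 145 lower in Prmt1-dKO. Lower genes made up 41.3% of the marked and 33.5% of the unmarked calls (odds ratio 1.40, two-sided Fisher's exact p = 0.00632), and within tertiles of expression the odds ratio was 0.896 (p 0.441). Calls by limma-voom held 193 genes with H4R3me2a, 172 higher and 21 lower. Over all tested genes with H4R3me2a at the promoter, the median log2 difference between genotypes was 0.19, against 0.41 for the other genes. These differences are not edgeR's log2 fold changes, whose median over all tested genes was 0.15. From the overlap of peaks and dys-regulated genes, the paper concludes that PRMT members tune expression directly through methylarginine marks at promoters.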

**Figure 7.**
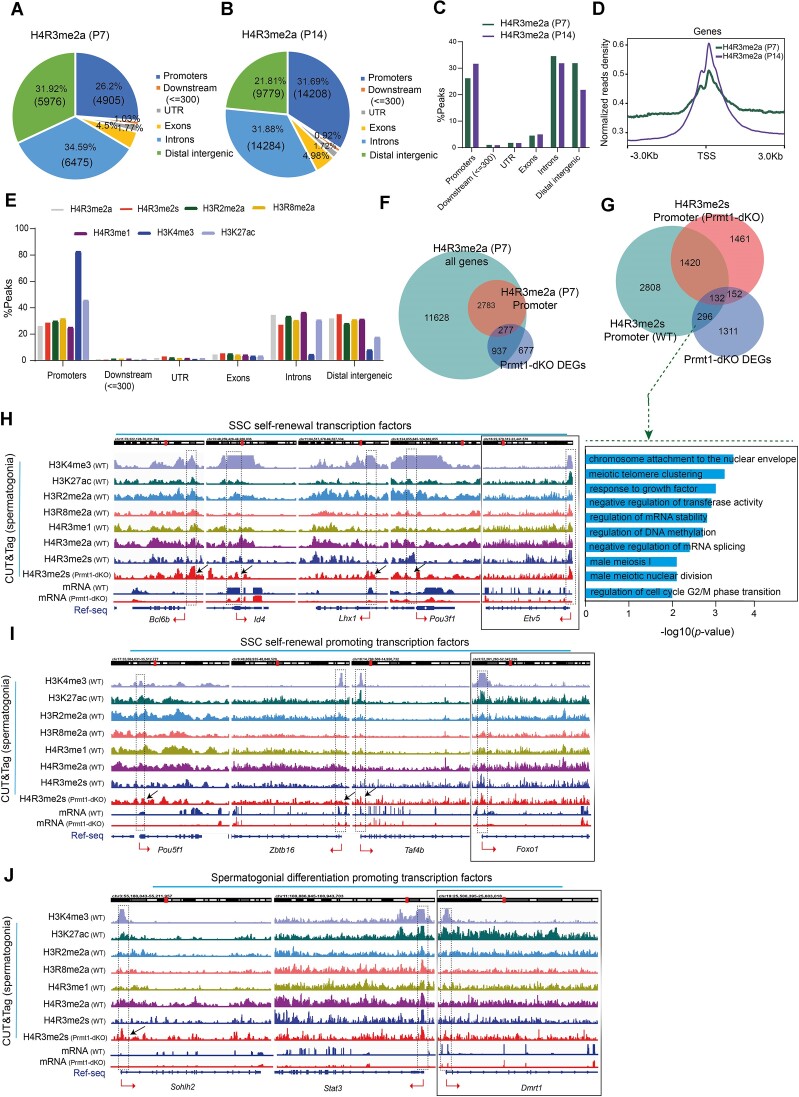
Global profiling identified the genomic landscape of histone arginine methyl marks and a direct competition between H4R3me2s and H4R3me2a at promoters in regulating gene expression. (**A**, **B**) Genomic distribution of H4R3me2a marks by CUT&Tag profiling in the WT mouse testes at P7 and P14. (**C**) Distribution of genomic loci for H4R3me2a in the WT mouse testis at P7 and P14. (**D**) Enrichment of H4R3me2a at TSS region in the WT mouse testis at P7 and P14. (**E**) Comparative analysis of genomic distribution for five histone methylarginine marks, plus active marks for promoter (H3K4me3), and enhancer (H3K27ac) in WT testis at P7. (**F**) Gene overlapping among H4R3me2a-P7 all genes, H4R3me2a enriched at promoters, and Prmt1-dKO DEGs. (**G**) Overlapping genes for H4R3me2s enriched at promoters (WT) and H4R3me2s enriched at promoters (Prmt1-dKO) and Prmt1-dKO DEGs; GO terms for 296 genes that are only shared by WT H4R3me2s and Prmt1-dKO DEGs. (**H–J**) IGV browser snapshot showing the peak distribution for histone methylarginine marks and mRNA gene expression for SSC self-renewal transcription factors, SSC self-renewal promoting transcription factors and spermatogonial differentiation promoting transcription factors.

Prior studies have documented that Prmt1-deposited H4R3me2a most often functions as an activator, while Prmt5-catalyzed H4R3me2s predominantly functions as a repressor (41,42). Since both marks occur at the same arginine residue in histone 4, it is thus tempting to postulate that the intricate competition between Prmt1 and Prmt5 likely determines the ultimate outcome of gene expression at specific genomic loci. We thus next assessed how H4R3 methylation is impacted in the absence of Prmt1. 

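The P7 lists of H4R3me2s held 19981 and 36145 peaks in WT and 33941 and 28221 peaks in Prmt1-dKO testes, 31081 ± 4045 on average in Prmt1-dKO (SD, n = 2). Of these, 9725 and 10429 peaks lay in promoters in WT and 8735 and 7024 in Prmt1-dKO, so that both Prmt1-dKO lists lay below both WT lists (exact permutation test, two-sided, p = 0.333, the smallest p that 2 against 2 libraries allow). The promoter share was 25.3% ± 0.599 in Prmt1-dKO (SD, n = 2). At q of at most 0.01, 893 peaks remained per Prmt1-dKO list.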

Surprisingly, we found that the H4R3me2s intensity was reduced to one-half in the Prmt1-dKO testes as compared to that in WT testis at P7 (Supplementary Figure S8I–L). Among a total of 3165 promoter peaks for H4R3me2s identified in the Prmt1-dKO testes, approximately a half (1613) were newly synthesized, and this might directly finetune the increased expression levels for Prmt2/5/6 in Prmt1-deficient germ cells (Supplementary Figure S8J–L). 

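Promoter peaks of H4R3me2s in both replicate lists marked 2888 genes in Prmt1-dKO, of which 1604 were not marked in WT and 1284 were marked in both genotypes, where independent lists would share 271 genes. A further 3911 genes were marked in WT only. Replicate lists of one genotype also differed, with 70.2% of the promoter genes of either list found in only 1 of the WT pair and 80.5% in only 1 of the Prmt1-dKO pair. Between lists of different genotypes this share was 76.0% to 78.0%, on average 1.71 percentage points above the pairs of the same genotype. With one list left out, a peak in the remaining list of that genotype marks a gene, which by construction enlarges its set. The genes marked in Prmt1-dKO only then numbered 1103 and 1169 without WT replicate 1 and 2, and 5811 and 7163 without Prmt1-dKO replicate 1 and 2. The other ways of pairing the 4 lists gave 4952 and 4981 genes marked in 1 pair only, compared with 5515 for the genotypes.

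**Figure D3:**
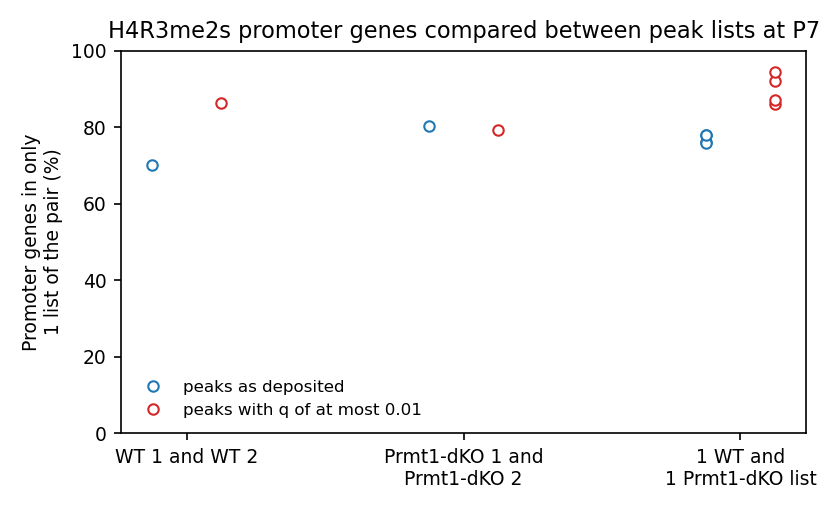
Percent of genes with an H4R3me2s promoter peak in only 1 list of a pair, for the WT pair, the Prmt1-dKO pair and the pairs of different genotypes, with all peaks (blue) and with peaks at q of at most 0.01 (red). With all peaks the Prmt1-dKO pair (80.5%) lies above and the WT pair (70.2%) below the pairs of different genotypes.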

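Genes were sorted by H4R3me2s in both genotypes and compared with the genes that carried H4R3me2a in WT. Of the 1604 promoters with H4R3me2s in Prmt1-dKO only, 400 (24.9%) had H4R3me2a in WT. This share was 30.2% (1183 genes) for promoters that carried H4R3me2s in WT only, 60.0% (770 genes) where both genotypes carried it and 4.71% where neither did. Without WT replicate 1 or 2 of H4R3me2s the 400 genes became 253 and 260, and without Prmt1-dKO replicate 1 or 2 they became 874 and 1021, where a single list of that genotype marks a gene.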

Further overlapping with H4R3me2a-enriched peaks at TSS region showed that a total of 330 H4R3me2s peaks competed for the endogenous H4R3 loci (Supplementary Figure S8J). In addition, the overlapping between H4R3me2s-enriched TSS peaks and dys-regulated genes uncovered that a total of 296 affected genes lost the H4R3me2s mark while 152 genes gained new H4R3me2s decoration (Figure 7G). This evidence suggests that the endogenous competition between H4R3me2s and H4R3me2a likely accounted for the aberrant transcriptomic regulation in the *Prmt1-null* spermatogonia. 

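By edgeR, which called 0 genes in the sorted spermatogonia, 0 of the genes that lost or gained H4R3me2s at the promoter were called. Of the 2977 genes tested by DESeq2 that carried it in WT only, 320 (10.7%) were called, 174 higher and 146 lower. Of 1046 genes that carried it in Prmt1-dKO only, 149 (14.2%) were called, 90 higher and 59 lower, and 11.3% of genes with H4R3me2s in neither genotype were called. The share of lower genes among the calls was 39.6% with a gain, 45.6% with a loss and 30.3% in neither genotype. For lower genes with a gain against a loss, the odds ratio was 0.781 (two-sided Fisher's exact p = 0.232). The odds ratio was 0.659 without H4R3me2s Prmt1-dKO replicate 1 (Fisher's exact p = 0.0168) and 0.699 without replicate 2 (Fisher's exact p = 0.0382). The calls of limma-voom held 143 genes with a loss and 90 with a gain, and their odds ratio lay on the other side of 1, at 1.20 (Fisher's exact p = 0.701). Without one H4R3me2s list, where the remaining list of that genotype marks a gene alone, DESeq2's calls held 211 to 613 genes with a loss (576 and 613 without WT replicate 2 and 1, 211 without Prmt1-dKO replicate 2) and 99 to 420 with a gain (99 without WT replicate 2, 344 and 420 without Prmt1-dKO replicate 1 and 2). The paper proposes from these overlaps that competition between H4R3me2s and H4R3me2a accounts for the altered transcription in Prmt1-null spermatogonia.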

We therefore next visually inspected the IGV browser for a panel of transcription factors essential for spermatogonial development, which exhibited down-regulated expression upon loss of Prmt1. They can be divided into three categories - SSC self-renewal, SSC self-renewal promoting, and spermatogonial differentiation promoting transcription factors (Figure 7H-J). The IGV tracks comprise a total of five methylarginine marks as well as two well-known active marks (H3K4me3 and H3K27ac) as positive controls and for promoter identification. This exhaustive examination revealed that, in support of the down-regulated mRNA levels, the repressive H4R3me2s peak intensities for three SSC self-renewal transcription factors (Bcl6b, Id4, Lhx1 and Pou3f1) were significantly elevated in their TSS regions in the Prmt1-dKO testes at P7 (Figure 7H). 

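Bcl6b (ENSMUSG00000000317.11, chromosome 11 of GRCm38, 70224128 to 70229798) had 0 and 0 counts in the WT and 180 and 256 counts in the Prmt1-dKO Smart-seq2 libraries, at least 162-fold higher in Prmt1-dKO against a floor of 3 counts over both WT libraries (FDR = 0.0774 from edgeR, adjusted p = 5.57e-07 from DESeq2). In whole testes it had 259, 294 and 268 counts in WT and a log2 fold change of 0.30, and a count of 0 in both WT Smart-seq2 libraries can also come from transcript dropout. An H4R3me2s promoter peak was found for Bcl6b in 0 of 2 WT and 1 of 2 Prmt1-dKO lists. Id4 had such a peak in 1 of 2 lists of each genotype. Lhx1 (chromosome 11, 84518284 to 84525535) had 206 and 68 counts in WT and 89 and 117 counts in Prmt1-dKO, a log2 fold change of -0.08 (SE 1.02, FDR = 0.982 from edgeR) that ranged from -0.64 to 0.94 with each library left out. Its promoter carried an H4R3me2s peak in 1 of 2 WT and 0 of 2 Prmt1-dKO lists. Pou3f1 (chromosome 4, 124656807 to 124660655) had a log2 fold change of 0.99 (SE 0.67, FDR = 0.484 from edgeR) and an H4R3me2s promoter peak in 2 of 2 WT and 0 of 2 Prmt1-dKO lists. H4R3me2a was found at the promoter in 0 of 3 WT lists for Bcl6b, 1 for Id4, 2 for Lhx1 and 1 for Pou3f1.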

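Etv5 (chromosome 16 of GRCm38, 22381309 to 22439719) had 27.0 ± 18.3 CPM in WT and 45.5 ± 7.17 CPM in Prmt1-dKO spermatogonia (SD, n = 2 each), a log2 fold change of 0.75 (SE 0.59, FDR = 0.552 from edgeR) that ranged from 0.21 to 1.72 with each library left out. An H4R3me2s promoter peak was found for Etv5 in 2 of 2 WT and 0 of 2 Prmt1-dKO lists, and an H4R3me2a peak in 2 of 3 WT lists.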

By comparison, there is no difference for H4R3me2s peak enrichment in the TSS region for Etv5, which showed comparable mRNA expression levels between WT and Prmt1-dKO testes (Figure 7H). 

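Pou5f1 (chromosome 17 of GRCm38, 35506018 to 35510772) had 1 and 162 counts in the WT and 138 and 21 counts in the Prmt1-dKO Smart-seq2 libraries, and its log2 fold change of 0.27 (SE 2.18) ranged from -1.60 to 6.46 with each library left out. No H4R3me2s list held a peak at its promoter, in WT or in Prmt1-dKO. Zbtb16 (chromosome 9, 48654297 to 48836222) had an H4R3me2s promoter peak in 1 of 2 WT and 0 of 2 Prmt1-dKO lists. Taf4b (chromosome 18, 14783245 to 14900359) fell from 233 ± 9.70 to 129 ± 8.75 CPM (SD, n = 2 each), a log2 fold change of -0.85 (SE 0.15, FDR = 0.0774 from edgeR, adjusted p = 0.00011 from DESeq2), with an H4R3me2s promoter peak in 1 of 2 WT and 0 of 2 Prmt1-dKO lists. Sohlh2 (chromosome 3, 55182028 to 55209957) had 1396 and 57 counts in WT and 1781 and 1748 counts in Prmt1-dKO, a log2 fold change of 1.61 (SE 1.33, FDR = 0.576 from edgeR) that ranged from 0.69 to 5.29 with each library left out, and an H4R3me2s promoter peak in 0 of 2 WT and 2 of 2 Prmt1-dKO lists.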

Further visual inspections for three SSC self-renewal promoting transcription factors (Pou5f1, Zbtb16 and Taf4b) (Figure 7I) and spermatogonial differentiation promoting transcription factor (Sohlh2) (Figure 7J) are also supportive of the notion that re-occupancy of H4R3me2s upon *Prmt1* loss at the promoters, at least in part, accounted for the down-regulated mRNA levels for genes that are critical to maintain spermatogonial homeostasis (Figure 7H–J). Together, this evidence suggests that Prmt1-deposited H4R3me2a intrinsically competes with H4R3me2s to establish transcriptomic identity that coordinates spermatogonial self-renewal and differentiation.

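Over the 12 transcription factors of Figure 7H–J, 9 were higher and 3 lower in the Prmt1-dKO Smart-seq2 libraries. DESeq2 called 1 of them higher and 0 lower, and edgeR called 0, with 8 genes above and 1 below WT in both libraries. An H4R3me2s promoter peak was found in more Prmt1-dKO than WT lists for 2 of these genes, in fewer for 7 and in as many for 3. Replicate lists also disagreed, with 70.2% of promoter genes in only 1 list of the WT pair and 80.5% of the Prmt1-dKO pair. The Prmt1-dKO lists held 9675 and 7986 promoter genes against 11008 and 11613 in WT. The tally therefore cannot tell a decrease at these genes from disagreement between lists or from shorter sets. From H4R3me2s at promoters and mRNA levels in Prmt1-dKO, the paper proposes that H4R3me2a deposited by Prmt1 competes with H4R3me2s.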

### Evidence that H4R3 methylation governs alternative splicing through directly regulating expression of splicing-related factors as well as shaping of local chromatin signature

Since we have attained a global landscape of histone methylarginine mark distribution, we next evaluated how the histone marks are linked to the aberrant alternative splicing as seen in *Prmt1-null* spermatogonia. An examination of Smart-seq2 data identified that >5000 transcripts for a total of 3938 genes were aberrantly spliced in mouse spermatogonia (Figure 6F). Among them, GO enrichment showed that a group of defectively spliced transcripts are closely linked to splicing machinery assembly and function (Figure 8A), and displayed skipped exon (SE), retained intron (RI) and alternative 3′ splice site (A3SS) (Figure 8B and Supplementary Figure S9A–C). Some of them, such as Srsf4, HnRNPA1 and Ptbp1, were significantly dys-regulated in the *Prmt1*-*null* spermatogonia (Figure 8C). Likewise, Bud31- and Ddx5-mediated alternative splicing in SSCs governs the differentiation and self-renewal of mammalian male germ cells (43,44). This evidence suggests that Prmt1 likely coordinates alternative splicing indirectly by regulating expression of splicing factors. 

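Srsf4 (ENSMUSG00000028911.16, chromosome 4 of GRCm38, 131873617 to 131901706) fell from 198 ± 27.2 to 93.6 ± 10.4 CPM in Prmt1-dKO spermatogonia (SD, n = 2 each), a log2 fold change of -1.08 (SE 0.19, FDR = 0.0774 from edgeR, adjusted p = 6.23e-05 from DESeq2). Hnrnpa1 (ENSMUSG00000046434.16, chromosome 15, 103240432 to 103246692) rose from 126 ± 38.3 to 369 ± 21.7 CPM, a log2 fold change of 1.55 (SE 0.26, FDR = 0.0774 from edgeR, adjusted p = 1.42e-06 from DESeq2), a value that is uncertain because its many processed pseudogenes can share its reads. Ptbp1 (ENSMUSG00000006498.16, chromosome 10, 79854427 to 79864771) rose from 122 ± 35.0 to 279 ± 8.73 CPM, a log2 fold change of 1.20 (SE 0.24, FDR = 0.0774 from edgeR, adjusted p = 0.000433 from DESeq2). EdgeR called 0 of the 13 splicing-related and alternatively spliced genes that the text names, where 8 were higher and 5 lower, and DESeq2 called 3 higher and 1 lower. In whole testes the log2 fold changes of Srsf4, Hnrnpa1 and Ptbp1 were -0.10, -0.17 and -0.21. An H4R3me2s promoter peak was found in 2 of 2 WT lists for all 3 genes, and in 2 of 2 Prmt1-dKO lists for Hnrnpa1 but 0 of 2 for Srsf4 and Ptbp1. H4R3me2a was present in 3 of 3 WT lists for Hnrnpa1 and in 0 of 3 for the other two.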

Since H4R3 methyl marks are highly enriched in the promoter region of protein-coding genes as discovered by CUT&Tag profiling, we next asked whether there is a direct regulation of the AS-regulating transcripts by H4R3 methylation. The overlapping with the H4R3me2a-enriched peaks at promoters identified a total of 893 defectively splicing genes in the Prmt1-dKO spermatogonia, which are presumably under the direct transcriptional control of Prmt1-catalyzed H4R3me2a modification. H4R3me2a is enriched on promoter and gene body that help in normal transcription initiation. We argued that these modifications influence alternative splicing because transcription is dependent on arginine histone PTM and those transcribed exons are spliced further to mature transcript as we identified 1949 genes that were overlapped with defectively spliced genes (Figure 8D). This evidence suggests that Prmt1 is capable of directly modulating the alternative splicing, at least in part, by H4R3me2a deposition at promoters for splicing-related factors.

**Figure 8.**
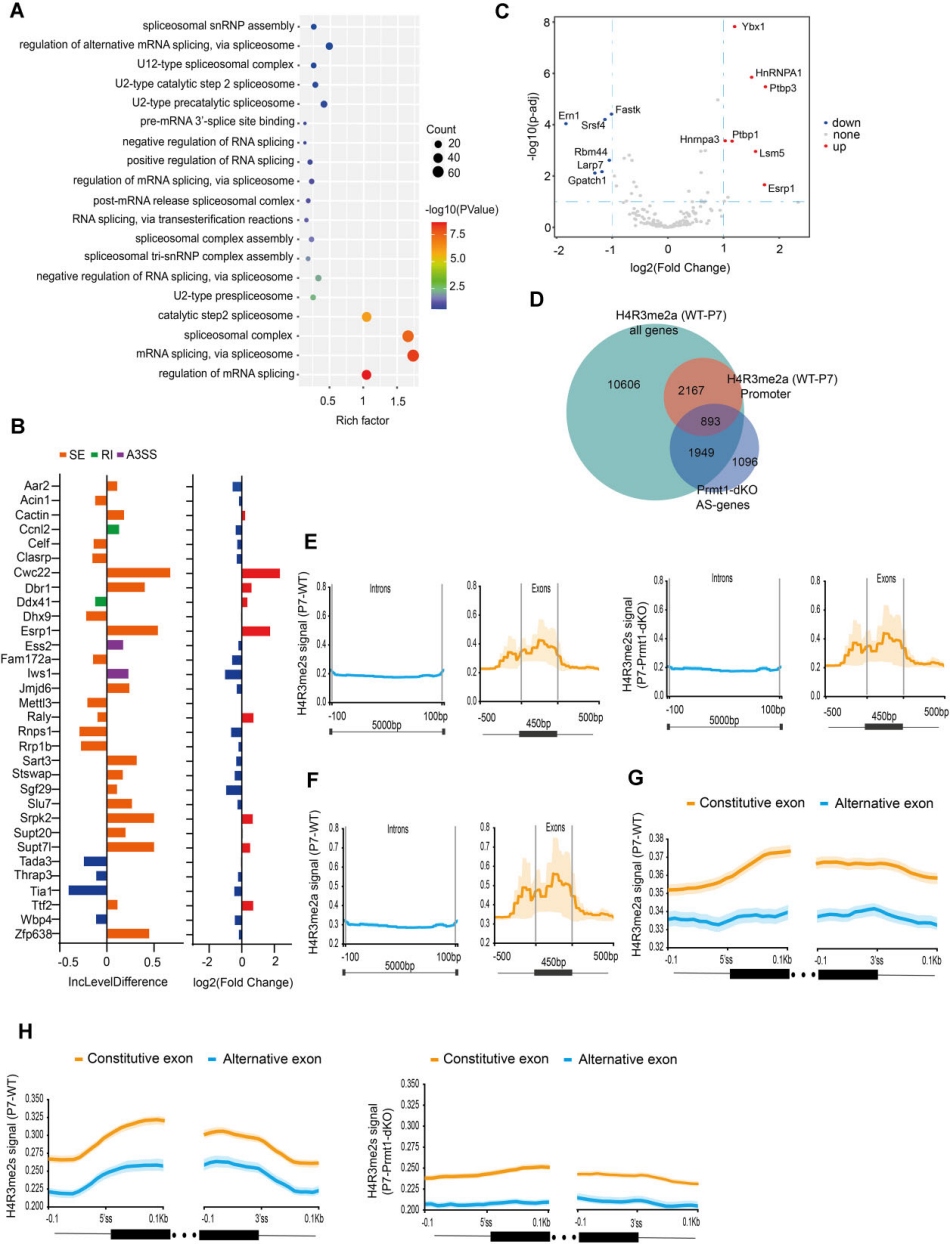
H4R3 methylation governs alternative splicing through directly regulating expression of splicing-related factors as well as indirect shaping of local chromatin signature. (**A**) GO enrichment for RNA splicing-related genes identified by Smart-seq2 in the Prmt1-dKO spermatogonia. (**B**) Differential expression and inclusion level difference for three types of splicing events in RNA splicing-related genes. >0 indicates a difference in the degree of inclusion in Prmt1-dKO and <0 reflects inclusion in WT. (**C**) Volcano plot depicting the dys-regulated expression of RNA splicing-related genes. (**D**) Gene overlapping among H4R3me2a-enriched genes, H4R3me2a enriched at promoters, and Prmt1-dKO AS genes. (**E**, **F**) Comparison of the averaged peak intensities for H4R3me2s and H4R3me2a enrichment between introns and exons deduced from CUT&Tag. The average lengths for exons are ∼450 bp while intron lengths averaging ∼5 kb. (**G**, **H**) **C**omparison of the averaged peak enrichment intensities for H4R3me2s and H4R3me2a across the 100 bp flanking regions for alternative and constitutive exons.

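Summits in exons made up 1.72% ± 0.254 of the H4R3me2a peaks at P7 (SD, n = 3), 2.08% of the H3R2me2a, 1.41% of the H3R8me2a, 1.55% of the H4R3me1 and 1.61% of the H4R3me2s peaks in WT (means, n = 2 each), where promoters and untranslated regions were assigned first. The same share was 1.13% for H3K27ac and 0.952% for H3K4me3, and 1.11% of the genome falls in this class. With the promoter window reduced to 1000 bp, the exon shares of the arginine methyl marks were 2.53% to 3.59%. Summits in introns made up 33.8% ± 0.292 of the H4R3me2a peaks (SD, n = 3), 33.2% for H3R2me2a, 29.7% for H3R8me2a, 35.8% for H4R3me1 and 25.5% ± 5.24 for H4R3me2s (SD, n = 2), compared with 30.3% for H3K27ac, 4.56% for H3K4me3 and 32.4% of the genome.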

Surprisingly, distinct from the known peak enrichment at promoters for the active H3K4me3 (>80%) and H3K27ac (>40%) marks (Supplementary Figure S8G-H), the global CUT&Tag profiling uncovered prominent proportions of peaks enriched at the exons (∼4%) and introns (∼30%) for the five methylarginine marks (Figure 7A–E and Supplementary Figure S8D–I). This led us to speculate that these methyl marks likely execute other regulatory functions, in addition to the fraction of peaks distributed at promoters in driving gene expression. Indeed, emerging evidences have shown that the non-random distribution of H3K36me3 occupies more frequently in exonic than in intronic regions in the protein-coding gene bodies, and this is intimately linked to the characteristic alternative splicing pattern in a context-specific manner (45). To test this hypothesis, we first assessed how the various types of histone marks correlate with each other for the SE and RI splicing events in mouse spermatogonia. Pearson correlation analyses unveiled that there is closer relationship of the peaks among H4R3me2a, H3R2me2a, H4R3me1 and H3R8me2a (Pearson correlation coefficient > 0.69) (Supplementary Figure S9D, E). By comparison, there is a less correlation for H4R3me2s (Pearson correlation coefficient ≈ 0.4) as compared to other four histone arginine methyl marks (Supplementary Figure S9D, E), suggesting there might exist a counteractive effect between H4R3me2s and H4R3me2a (possibly other methylarginine marks) during RNA transcription. As a control, the H3K4me3 and H3K27ac marks are known as active marks without known functional roles in regulating exon skipping or intron retention, and are thereby not surprising to cluster separately. Next, we extracted the intronic and exonic regions with 500-bp flanking sequences across the exon-intron junctions separately for the aberrantly spliced genes, and calculated the averaged read tag densities for different histone modification marks. This uncovered that, consistent with the reported selective distribution of H3K36me3 mark involved in splicing (45,46), the peaks for H4R3me2a, H4R3me2s and H3R2me2a are highly enriched in the exonic regions, but not in the intronic regions (Figure 8E-F and Supplementary Figure S9F-H). On the other hand, for the alternatively spliced genes, we isolated both the constitutive and alternative exon regions with flanking 100-bp intronic sequence, and calculated the read density enrichment across the exon-intron junctions. In support of previous findings, there exists an apparent enrichment of H4R3me2s and H4R3me2a peaks for both the 5′- and 3′- ends across exon-intron junctions, but not for the H3K4me3 and H3K27ac peaks (Figure 8G, H and Supplementary Figure S9IK). In the *Prmt1-null* spermatogonia, the enrichment trend for H4R3me2s peaks completely disappeared (Figure 8H), indictive of a reciprocal interplay between H4R3me2s and H4R3me2a in regulating alternative splicing of the exons/introns in spermatogonia. In summary, these data provide evidence that histone methylarginine-directed chromatin signature, consisting of H4R3me2s and H4R3me2a, harbors profound impact on alternative splicing in spermatogonial development.

## DISCUSSION

Maintenance of male fertility hinges on continuous spermatogenesis, which is established and sustained through the timely self-renewal and co-ordinated differentiation programming in the highly heterogeneous population of spermatogonial cells in the mammalian testis. Herein, we identified a core epigenetic factor, namely Prmt1, which is required to coordinate spermatogonial development through (i) governing gene expression for germline transcription factors associated with spermatogonial self-renewal and differentiation; (ii) modulating the expression of splicing-related factors by depositing H4R3me2a at gene promoters; (iii) fine-tuning the alternative splicing through delineation of H4R3me2a mark at exonic regions.

### Genome-wide profiling of histone methylarginine marks by CUT&Tag identified the permissive but low-abundance distribution at promoters

To gain a deep understanding of epigenetic regulation at the molecular level, it is of paramount importance to attain a thorough landscape of genome-wide distribution loci for a specific histone PTM. As described above, arginine methylation is one of the widespread histone PTMs occurring in mammalian cells, yet good datasets generated by ChIP-seq approach are by far rarely available. An exhaustive scrutiny of the published papers discovered that the global distribution of most PRMTs and their deposited histone arginine methyl marks is verified through conventional ChIP-PCR or ChIP-qPCR (40). Only until recently, the genomic distribution loci for H3R17me2a (47), H4R3me2s (48) and H3R2me2a (49,50), which are catalyzed by Prmt4, 5 and 6, respectively, have been published using ChIP-seq. In this study, after verifying the validity of the antibodies for immunoprecipitation, we chose to utilize the recently developed CUT&Tag approach to profile the genomic loci distribution in the developing mouse testis. We found that all five histone arginine methyl marks (H4R3me2a, H3R2me2a, H4R3me2s, H3R8me2a, H4R3me1) are in general ubiquitously enriched at promoter regions. However, their enrichment intensities are much lower than that of H3K4me3 in actively transcribed genes (Figure 7 and Supplementary Figure S8). Moreover, their enrichment levels increase substantially from P7 (spermatogonia) to P14 (meiotic spermatocytes) at promoters during postnatal testicular development (Supplementary Figure S8), suggesting that the germline development is subject to dynamic expression regulation during mitosis-to-meiosis transition.

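From P7 to P14, the promoter share of H4R3me2a rose from 32.2% to 37.6% ± 1.28 (SD, n = 3), a difference of 5.41 percentage points with all P14 lists above all P7 lists (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). The share reached 42.5% ± 1.70 for H3R2me2a, 43.4% ± 3.81 for H3R8me2a and 41.3% ± 0.687 for H4R3me1 (SD, n = 2 each), differences of 6.58, 5.95 and 10.3 points (exact permutation test, p = 0.333 each, the smallest p that 2 against 2 allow). For H4R3me2s it was 41.9% ± 4.30 (SD, n = 3), a difference of 3.13 points (exact permutation test, two-sided, p = 0.8) that turned to -6.78 points without WT replicate 2 of P7. The mean number of promoter peaks rose from 5701 to 15660 for H4R3me2a, from 7114 to 22017 for H3R2me2a, from 5790 to 13681 for H3R8me2a and from 7135 to 12591.5 for H4R3me1, and changed from 10077 to 10176 for H4R3me2s. The titles of the P14 samples name spermatogonia, while their cell type label, like the paper, gives spermatocytes. The H4R3me2s peaks are named by another scheme than those of the other marks, and the names of its P14 peaks do not carry the age on the labels, so that a separate batch or another age is not excluded for this mark. The paper proposes from this increase that expression in the germline is regulated dynamically during the transition from mitosis to meiosis.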

In addition, prior studies have reported that CpG islands (CGIs) are frequently present in the promoter regions, and are often differentially methylated in a cell context-specific pattern (51–55). We therefore extracted and divided the promoter peaks into two proportions: CGI peaks and non-CGI peaks (Supplementary Figure S7). Overall, we discovered that CGI promoters are more likely subject to modulation by histone arginine methylation as compared to the non-CGI promoters in the developing testis from P7 to P14, presumably indicating a synergistic role of arginine methylation along with DNA methylation directly in controlling germline gene expression.

We reasoned that the success of CUT&Tag approach that outcompetes conventional ChIP-seq in profiling the histone arginine methyl marks could be attributed to several aspects. First, the whole steps of target chromatin capture and DNA fragmentation for CUT&Tag were executed on live cells without any fixation step. It is generally accepted that the typical fixative used in conventional ChIP-seq, e.g. formaldehyde, can mask the target antigen causing failure of antibody recognition (56). This assumption is manifested by a more recent study, which unambiguously demonstrated that H3K36me3 is also highly enriched in gene promoters, in addition to the gene body enrichment, by utilizing both CUT&Tag and native ChIP-seq (N-ChIP-seq) methods (57). In contrast, the crosslinking ChIP-seq (X-ChIP-seq) seldomly identified the H3K36me3 in the promoters but exclusively detected the H3K36me3 in the gene body regions, as often reported by previous studies (58,59). Second, although histone arginine methylation is permissively distributed across the genome, we and others found that the methylation levels in histones are generally very low as compared with those of histone lysine methylation (Supplementary Figures S7 and S8). In a typical ChIP-seq library preparation pipeline, the immunoprecipitated DNA fragment is directly subject to end repair and adaptor ligation for library preparation (60). There is a lack of further target-specific DNA enrichment step that can distinguish them from the background DNA noise as carried over by the non-specific binding of both beads and antibodies. In comparison, CUT&Tag executes the target DNA fragmentation and adapter ligation *in situ*, without further introduction of non-target genomic DNA fragments into the library, thereby yielding extremely low background signals. As such, it is advisable to exploit CUT&Tag, rather than conventional fixative/sonication-based ChIP-seq approach, to profile low-abundance histone PTMs, such as arginine methyl marks.

### Arginine methyl marks cross-talk and are required to coordinate spermatogonial development

Prior studies showed that Prmt5 exhibits a dynamic expression pattern in the germline. It is abundant in the cytoplasm of PGC at embryonic day 7.5 (E7.5), followed by shuttling to the PGC nuclei prior to the sex differentiation at E12.5(14). In the developing testis, it is highly detectable in the nuclei of pro-spermatogonia, and gradually translocates to the cytoplasm in the differentiating spermatogonia and early stage of spermatocytes (61). The nuclear Prmt5 is important to restrict the retrotransposon activity by depositing the repressive H4R3me2s mark in PGCs and possibly in postnatal mouse germline cells. Compared with somatic organs, we found that the primary Type I PRMT enzyme -Prmt1- displays higher protein expression levels in the nuclei of germline in developing testis (Figure 1), in particular in spermatogonia and early stages of meiotic spermatocytes. In line with its expression pattern, we generated three germline-specific and Tam-inducible KO mouse models, and provided genetic evidence showing that inactivation of Prmt1 remarkably impeded the timely differentiation and self-renewal in the spermatogonial cells, implicating a central role of nuclear Prmt1 in establishment and maintenance of spermatogonial identity in testis (Figures 2, 5 and Supplementary Figure S4).

With the pan-methylarginine antibodies against MMA, ADMA and SDMA marks, compelling evidence showed that loss of Prmt1 activity induced a remarkable increase in MMA and SDMA levels of substrate methylation, but not in ADMA levels, in somatic MEF cells (32). This evidence suggests a direct cross-talk between Prmt1-directed asymmetric arginine methylation and Prmt5/7-mediated SDMA/MMA deposition. In other words, there exists a substrate competition among three types of arginine methylation. However, in the spermatogonia of the developing testis, we discovered that Prmt1 loss resulted in an eminent increase in both the ADMA and MMA levels, along with a slight increase in SDMA levels, which resulted from the compensatory expression of Prmt2/5/6/7 (Figure 4). By comparison, only elevated expression of Prmt5 was observed in spleen tissue. This signifies that those different members from the same Type I PRMT family, e.g. Prmt1, Prmt2 and Prmt6, as evidenced by both mRNA and protein verification, compete for each other in the germline, but not in the somatic tissues, such as spleen. On the other hand, our genome-wide CUT&Tag data showed that, in the *Prmt1-null* spermatogonia, the peak intensities of H4R3me2s were generally decreased at the promotor loci of Prmt2/5/6 genes. 

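At P7, a promoter peak of H4R3me2s was found for Prmt2 in 1 of 2 WT and 2 of 2 Prmt1-dKO lists, for Prmt5 in 0 of 2 lists of either genotype, and for Prmt6 in 1 of 2 lists of each genotype. In the Smart-seq2 libraries, Prmt2 had 0 and 586 counts in WT and 666 and 785 counts in Prmt1-dKO (log2 fold change 1.63, SE 2.13, and 0.65 without WT replicate 1, while no count in WT remains without replicate 2), Prmt5 had a log2 fold change of 0.19 (SE 0.18, FDR = 0.627 from edgeR) and Prmt6 of -0.49 (SE 0.56, FDR = 0.708 from edgeR).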

Since H4R3me2s is known as a repressive mark, we speculate that the decreased H4R3me2s occupancy levels might contribute to the elevated expression levels for Prmt2/5/6 in germ cells.

Interestingly, Prmt2 has been traditionally considered as an enzyme-dead arginine methyltransferase owing to its extremely weak enzymatic activity seen *in vitro* (62). Nonetheless, recent studies have unraveled its catalytic activity on asymmetric dimethylation of histone H3R8 (H3R8me2a), which is associated with the oncogenic activation of glioblastoma (63). Our genome-wide profiling by CUT&Tag also revealed that Prmt2-deposited H3R8me2a is capable of modulating gene expression synergistically with other arginine marks, since all five histone arginine methyl marks were abundantly enriched at gene promoters.

### Arginine methyl signaling is important but play distinct functions during spermatogonial development and meiotic divisions

We have previously reported that genetic ablation of Prmt4/Carm1, which is present in the cytoplasm of both spermatogonia and spermatocytes but shuttles to the nuclei of haploid spermatids, severely impaired the elongation of haploid spermatids without apparent defects seen in meiotic spermatocytes (13). In this study, we found Prmt1 is localized abundantly in the nuclei of spermatogonia, but weakly in the nuclei of spermatocytes (Figure 1G and Supplementary Figure S1C). In both the Prmt1-sKO and Prmt1-dKO males treated by Tam, we observed aberrant meiotic spermatocytes and loss of early stages of spermatocytes (Figure 5 and Supplementary Figure S4), implying that Prmt1 is necessary for the development of both spermatogonia and meiotic cell-cycle progression in the testis.

By the CUT&Tag profiling, we consistently observed the increased enrichment of all five methyl arginine marks at gene promoters in spermatocytes (P14) as compared to spermatogonia (P7), which is concomitant with the simultaneous increase in H3K27ac enrichment, whereas there is no difference in H3K4me3 enrichment at promoters (Figure 7 and Supplementary Figure S8). This presumably suggests that Prmt1 might play a significant function in meiotic division, which is distinguished from that in spermatogonia.

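The promoter share of H3K27ac peaks was 46.5% ± 2.86 at P14 (SD, n = 2), a change of -3.61 percentage points from P7, while the mean number of its promoter peaks rose from 11474 to 19413.5. At equal list length (21974 peaks for H3K27ac), an alternative added after the data were seen, its share instead rose by 10.1 points. That cut keeps only the peaks with the best p from the longer P14 lists. For H3K4me3 the share was 68.8% ± 0.493 at P14 (SD, n = 2), a change of -17.7 points from P7, and its promoter peaks numbered 16271.5 at P7 and 17989 at P14. Genes marked by H3K27ac numbered 8810 at P7 and 14363 at P14, and those marked by H3K4me3 17045 and 18261. Over all 7 marks, the mean change of the promoter share was 1.44 points (exact sign-flip test, two-sided, p = 0.719, where the smallest possible p is 0.0156). The share of 5 marks, the arginine methyl marks, rose and that of 2 fell. The mean over all 7 includes H3K4me3, for which the paper describes no difference, so it does not test the increase described for the other marks. This mean was 2.86 points without H4R3me2s P7 WT replicate 1, 0.028 without replicate 2, 2.63 with the 1000 bp window and 10.6 at q of at most 0.01.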

### Evidence supporting that histone arginine methyl marks constitute a chromatin signature that is linked to transcriptional alternative splicing

It is known that the pre-mRNA processing is co-transcriptionally coupled to the gene transcription, and emerging evidence supports that there exists co-transcriptional splicing of alternative exons and introns concomitant with RNA transcription (45,64). Therefore, it is conceivable that a combinatorial chromatin signature will impact the transcriptional outcome, including alternative splicing, in a context-dependent manner. However, often these biological events were studied independently owing to the high complexity of factors involved in the transcriptional processing. Recent evidence has provided clues that relate histone modification marks functionally to alternative splicing (65). For instance, integrative analyses of large-scale RNA-seq and ChIP-seq datasets, in conjugation with machine learning, revealed that the histone marks, such as H3K36me3, H3K79me2 and H3K4me1, are functionally relevant to exclusion/inclusion of exons and introns in a variety of cellular processes (66). Among the known AS-related histone marks, H3K36me3 is the only fairly-studied example involved in numerous cellular events, and its mode of action is relatively clear. For instance, H3K36me3 is recognized by the chromodomain of MORF-related gene on chromosome 15 (Mrg15), which recruits the splicing regulator PTB1 to modulate alternative splicing (67). Among diverse cellular contexts, H3K36me3 is often highly enriched in the exonic regions of the protein-coding genes, along with the promoter regions as recently discovered by the optimized CUT&Tag profiling (57). Strikingly, we also unveiled that all five histone arginine methyl marks are distributed in the exon/intron regions in addition to the promoter enrichment. Exhaustive analyses suggest that the intricate interplay among these histone marks is responsible for the characteristic splicing pattern in the germline essential for male fertility.

## Supplementary Material

gkad769_Supplemental_File Click here for additional data file.

## Data Availability

All the sequencing data for RNA-seq, Smart-seq2 and CUT&Tag are publicly available in the Gene Expression Omnibus database under the Accession Code GSE227857.

# Supplementary material for: The arginine methyltransferase Prmt1 coordinates the germline arginine methylome essential for spermatogonial homeostasis and male fertility
**Source:** Nucleic Acids Res. 2023 Sep 22;51(19):10428–50. doi: 10.1093/nar/gkad769
**Supplement:** gkad769_Supplemental_File

## **Supplementary information for**

### **The arginine methyltransferase Prmt1 coordinates the germline arginine methylome essential for spermatogonial homeostasis and male fertility**

Muhammad Azhar,<sup>1,2,†</sup> Caoling Xu,<sup>1,2,†</sup> Xue Jiang,<sup>1,2</sup> Wenqing Li,<sup>1,2</sup> Yuzhu Cao,<sup>1,2</sup> Xiaoli Zhu,<sup>1,2</sup> Xuemei Xing,<sup>1</sup> Limin Wu,<sup>1</sup> Jiaqi Zou,<sup>1,2</sup> Lan Meng,<sup>1,2</sup> Yu Cheng,<sup>1,2</sup> Wenjie Han,<sup>2</sup> and Jianqiang Bao<sup>1,2,\*</sup>

<sup>†</sup> The authors wish it to be known that, in their opinion, the first two authors should be regarded as Joint First Authors

Jianqiang Bao, PhD. Principal Investigator.

**A**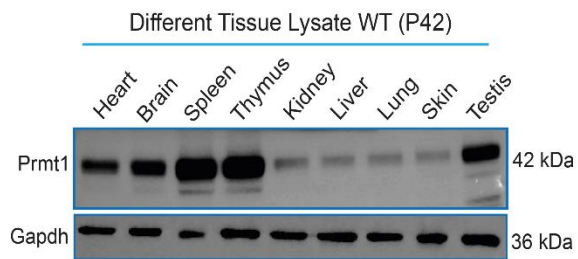**B**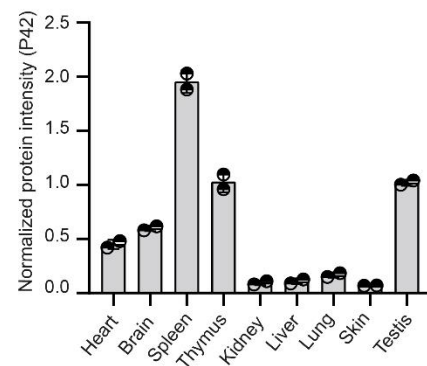**C**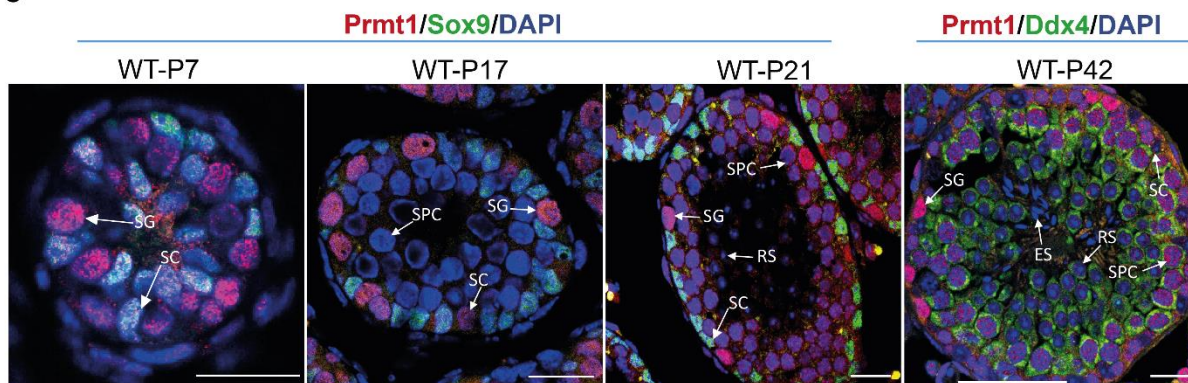**D**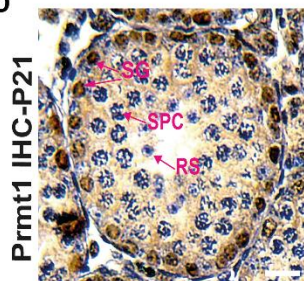**E**

| Cell Type            |         |         |    |    |    |
|----------------------|---------|---------|----|----|----|
| Expression Intensity | +++++   | +++     | +  | NE | NE |
| Localization         | Nucleus | Nucleus | NE | NE | NE |

**F**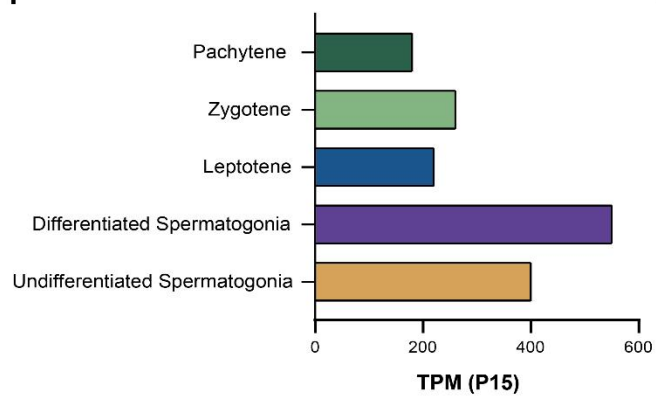**G**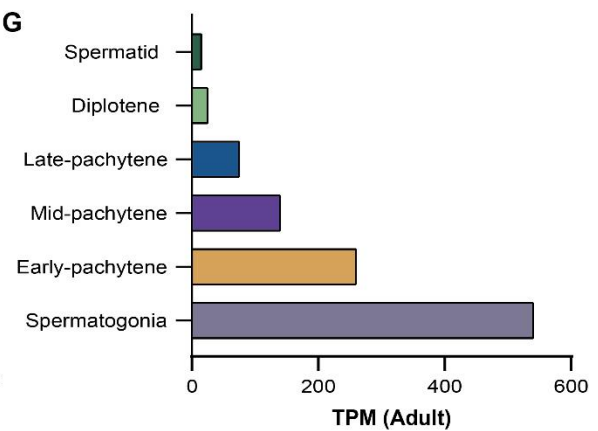

**Supplementary Fig S1. Prmt1 is highly expressed and predominantly localized to the nucleus in spermatogonia but weakly in spermatocytes in mouse testes**

(A) Immunoblotting of Prmt1 in WT mouse tissues at P42. Gapdh served as a loading control. (B) Quantitation of normalized protein intensity for Prmt1 in WT mice at P42 from 'A' (n = 2). (C) Immunostaining of Prmt1 and Sox9/Ddx4 in testicular sections from WT mice at P7, P17, P21 and P42. SG-spermatogonia, SPC-spermatocyte, SC-Sertoli cell, RS-round spermatids, ES-elongating spermatids. Scale bars, 20  $\mu$ m. (D) Immunohistochemical staining of Prmt1 in juvenile mouse testes at P21. SG-spermatogonia, SPC-spermatocyte, RS-round spermatids (E) A schematic illustration depicting the expression of Prmt1 at different types of germ cells in testis; "+" represents the intensity of Prmt1 protein levels, NE - no expression. (F) Dynamic Prmt1 mRNA expression pattern in germ cells from P15 juvenile mice inferred from single-cell datasets (1). (G) Dynamic expression of Prmt1 mRNA levels in adult mouse testes inferred from single-cell datasets (1).

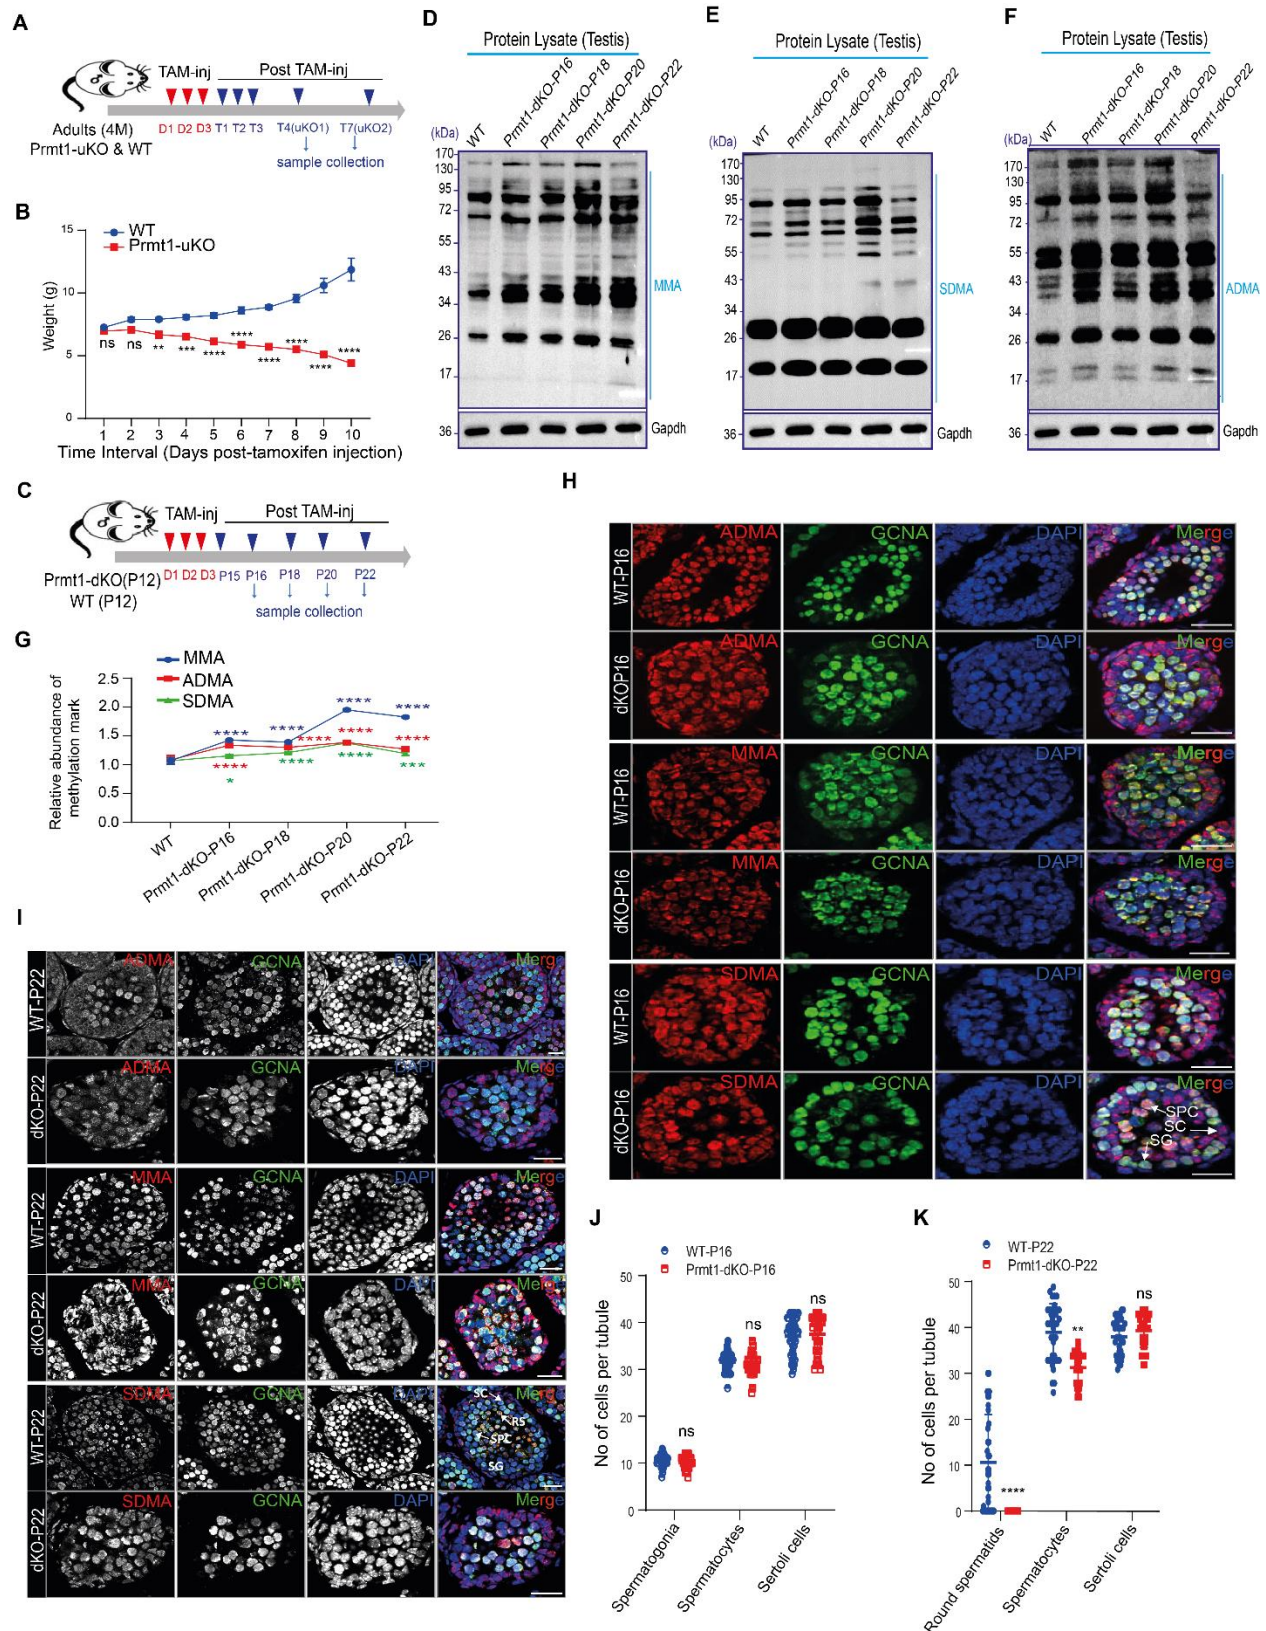

**Supplementary Fig. S2. Prmt1 modulates the substrate arginine methylome in the germline distinct from somatic cells**

(A) Tamoxifen injection scheme in the adult mice and tissue collection from Prmt1-uKO mice. D, Day. T, post-tamoxifen injection. (B) Body weights of mice at days following post-tamoxifen injection in Prmt1-uKO mice;  $*p<0.05$ ,  $**p<0.01$ ,  $***p<0.001$ , and  $****p<0.0001$ ; mean $\pm$ SEM, and n=3. (C) The scheme for tamoxifen injection and tissue collection from Prmt1-dKO mice. (D-F) Immunoblotting on testicular lysate with MMA, SDMA, and ADMA antibodies, respectively in WT and Prmt1-dKO mice at indicated times 'C'. Gapdh as an internal control. (G) Quantification of substrate methylarginine intensities from 'D-F'.  $*p<0.05$ ,  $**p<0.01$ ,  $***p<0.001$ , and  $****p<0.0001$ . (H-I) Immunostaining of ADMA, MMA, and SDMA substrates, with co-staining by GCNA in testis sections from WT and Prmt1-dKO mice at indicated times 'C'. Scale bars, 20  $\mu$ m. (J-K) Quantification of average numbers of germ cells at indicated times 'C' from 'H-I', mean $\pm$ SEM, and n=3.  $**p<0.01$  and  $****p<0.0001$ .

**Supplementary Fig. S3. Prmt1 depletion evokes an intrinsic compensatory expression of Prmt2 and Prmt6 responsible for the enhanced substrate ADMA methylation in testis**

(A) Tamoxifen injection scheme in the P12 mice and tissue collection from Prmt1-uKO mice. D, Day. T, post-tamoxifen injection. (B) Immunostaining of H4R3me2s in testis sections from WT and Prmt1-dKO mice at P22. Scale bars: 20  $\mu$ m. (C) Immunoblotting of Carm1 in WT and Prmt1-dKO mice at indicated time 'Figure S2C'. Gapdh served as a loading control. (D) Quantification of normalized protein band intensities for (b) (n = 2). \* $p$ <0.05. (E) Immunoblotting of Prmt7 in WT and Prmt1-dKO mice at indicated time 'Figure S2C'. (F) Quantification of normalized protein band intensities for 'D' (n = 2). (G) Immunoblotting of Prmt1, Carm1 and Prmt7 in WT and Prmt1-uKO mice at indicated time (Figure S2A). (H) Quantification of normalized protein band intensities for Prmt1, Carm1 and Prmt7 from WT and Prmt1-dKO mice (n = 2). \*\* $p$ <0.01, and \*\*\*\* $p$ <0.0001.

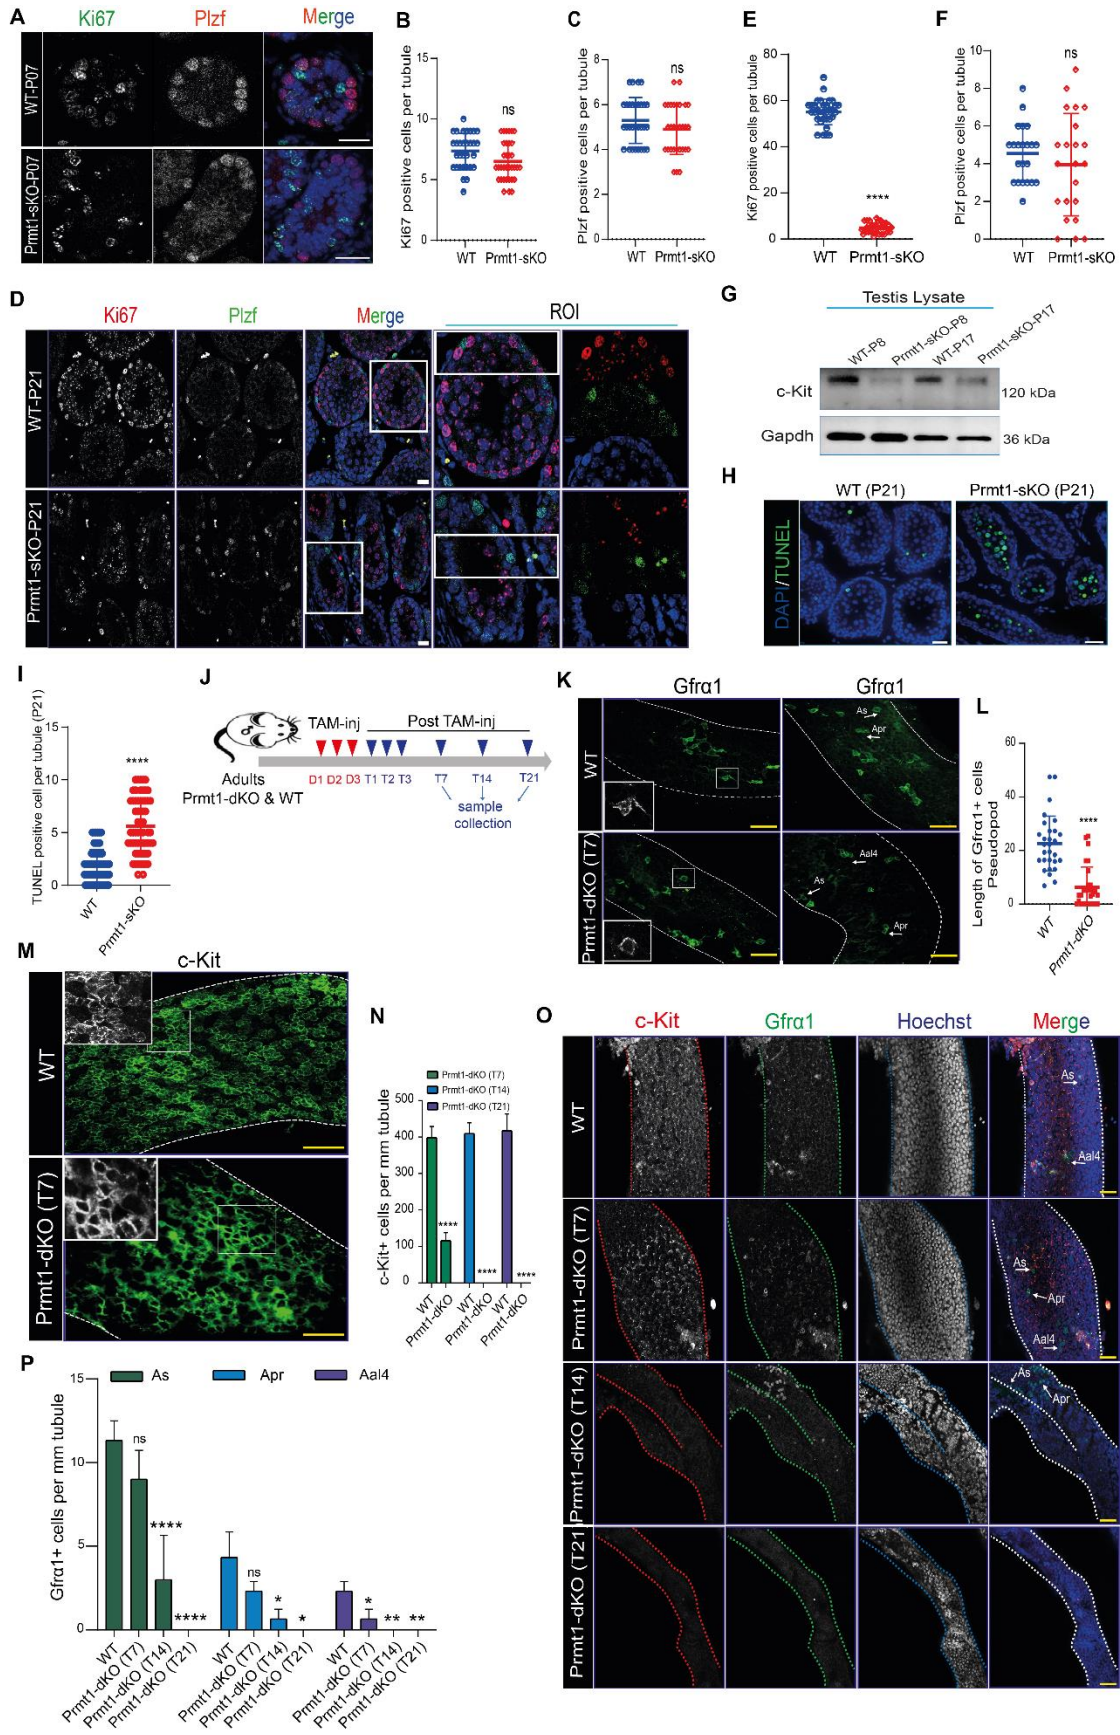

**Supplementary Fig. S4. Prmt1 is required to maintain the developmental homeostasis of spermatogonial population through the first wave of spermatogenesis and in adult mouse testes**

(A) Immunostaining by Ki67 and Plzf in testis sections from WT and Prmt1-sKO mice at P7. Scale bars, 20  $\mu$ m. (B-C) Quantification of the numbers for Ki67- and Plzf-positive germ cells at P7, respectively (n=3). (D) Immunostaining by Ki67 and Plzf in testis sections from WT and Prmt1-sKO mice at P21. Scale bars, 20  $\mu$ m. (E-F) Quantification of the numbers for Ki67- and Plzf-positive germ cells at P21, respectively (n=3). (G) Immunoblotting by c-Kit in testes from WT and Prmt1-sKO mice at P8 and P17. Gapdh served as a loading control. (H) TUNEL analysis of WT and Prmt1-sKO testes at P21. Scale bar, 20  $\mu$ m. (I) Quantification of the numbers for TUNEL-positive cells. \*\*\*\* $p$ <0.0001, mean $\pm$ SEM, and n=3. (J) The scheme for tamoxifen injection and tissue collection in 'K,M and O'. (K) Pseudopod elongation by whole-mount staining of testicular tubules from WT and Prmt1-dKO mice at indicated times 'J'. As-single spermatogonia, Apr-paired spermatogonia, and Aal4-aligned-4 spermatogonia. (L) Pseudopod length quantification (n=3). \*\*\*\* $p$ < 0.0001. (M) Whole-mount staining by c-Kit of testicular tubules from WT and Prmt1-dKO mice at the indicated time 'J'. (N) Quantification of the numbers for c-Kit positive cells at indicated times (n=3). \*\*\*\* $p$ < 0.0001. (O) Whole-mount staining of testicular tubules by c-Kit and Gfra1 in WT and Prmt1-dKO mice at the indicated times 'J'. (P) Quantification of the numbers for Gfra1 (n=3). \* $p$ < 0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001 and \*\*\*\* $p$ < 0.0001.

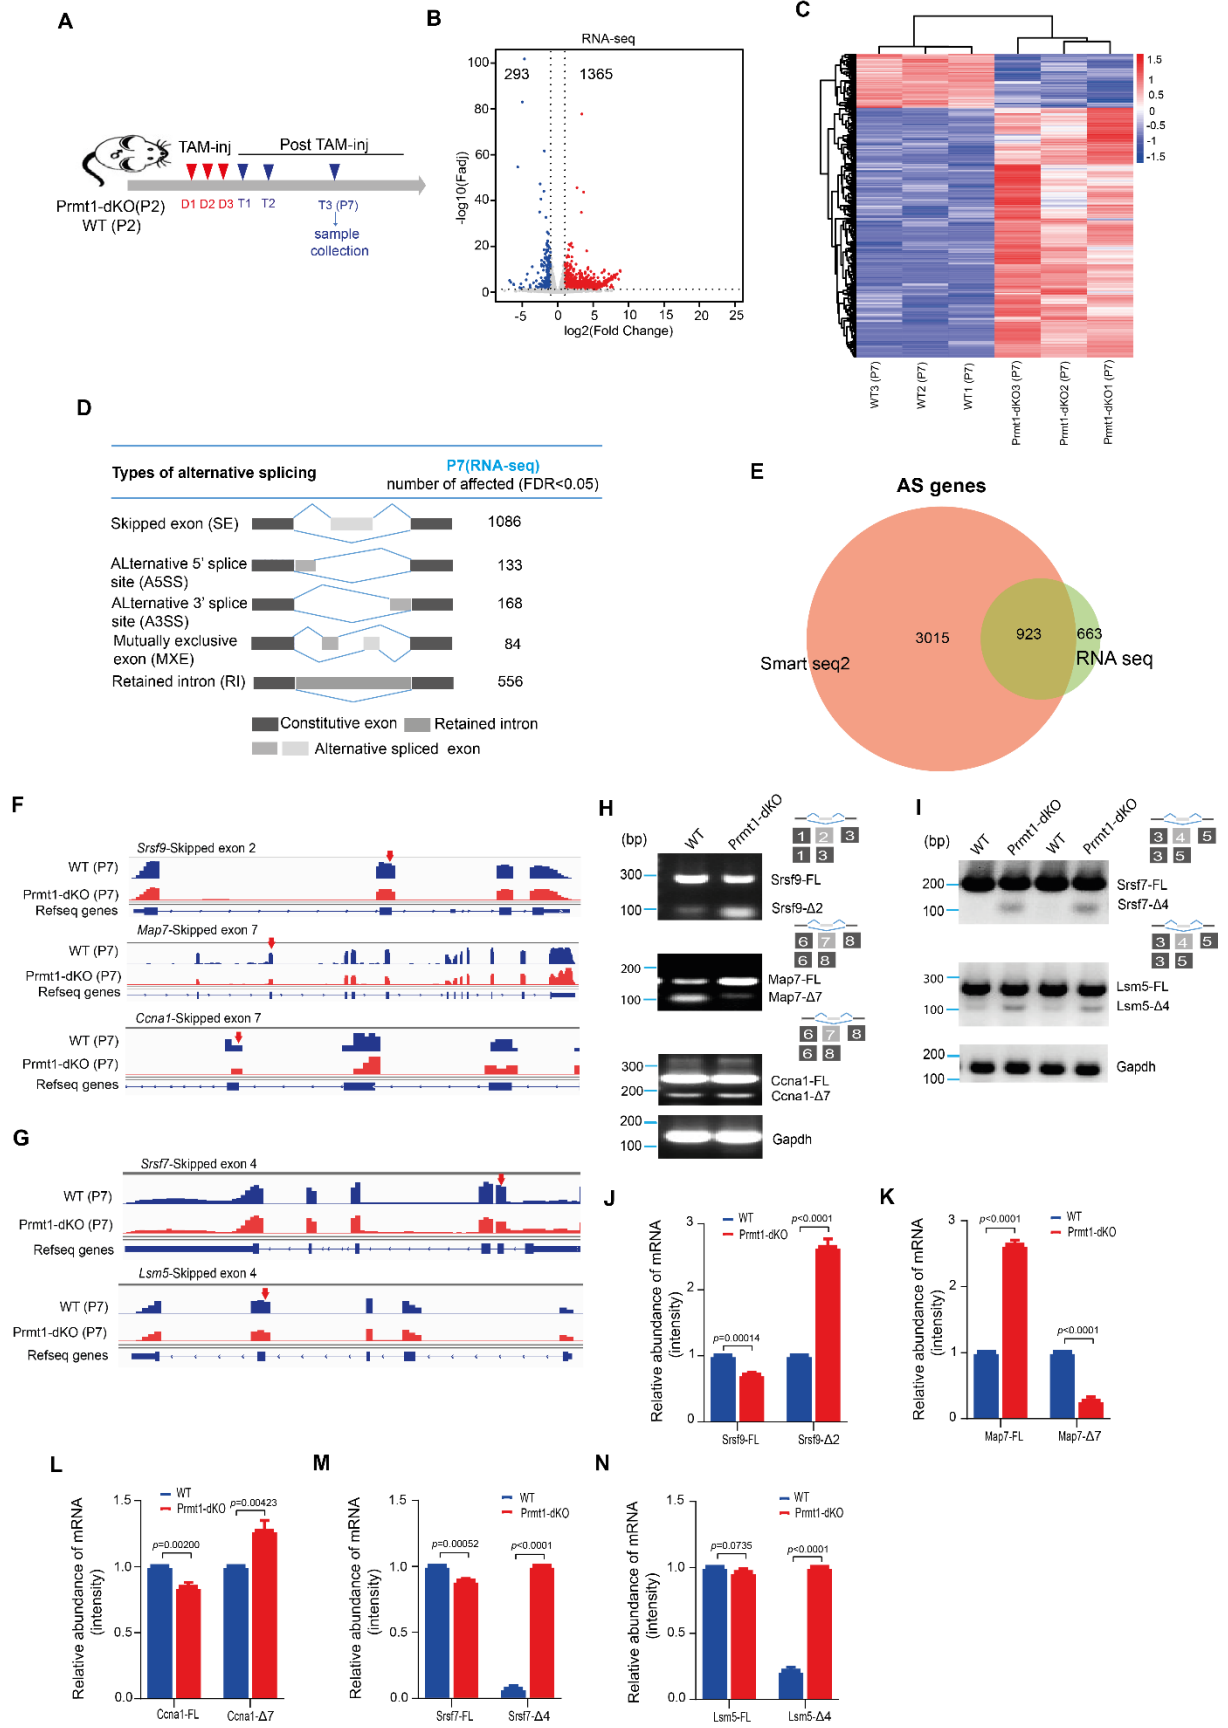

**Supplementary Fig. S5. Prmt1 establishes the transcriptomic identity in spermatogonia**

(A) The scheme for tamoxifen injection and tissue collection in 'B'. (B) Volcano plot illustrating the dys-regulated genes in the Prmt1-dKO testis using bulk RNA-seq approach. (C) A heatmap illustrating the dys-regulated genes from WT and Prmt1-dKO testis using bulk RNA-seq. Fold change > 2.0, and  $p < 0.05$  (Upregulated in red; Down-regulated in blue). (D) Statistical calculation of alternative splicing events identified by bulk RNA-seq. (E) Venn diagram presenting overlapped genes identified with aberrant splicing in the Prmt1-dKO testis between RNA-seq and Smart-seq2. (F) A snapshot of IGV browser showing mRNA expression levels for Srsf9, Map7, and Ccna1 in spermatogonia from WT and Prmt1-dKO mice; The red arrow indicates the splicing site. (G) A snapshot of IGV browser showing Srsf7 and Lsm5 mRNA expression. The red arrow indicates the splicing site. (H) RT-PCR verification for Srsf9, Map7, and Ccna1 genes showing AS pattern of exon skipping (Exon 2, 7, and 7), respectively in Prmt1-dKO testes; Gapdh was used as an internal control. (I) RT-PCR verification for Srsf7 and Lsm5 genes showing AS pattern of exon skipping (Exon 4) in Prmt1-dKO testes; Gapdh was used as an internal control. (J-N) Quantification of the expression for transcripts with skipped exon from 'H and I'. FL, full length isoform,  $\Delta$  represents skipped exon; (n=3). Two-tailed Student's t-test, the data are displayed as the mean  $\pm$  SEM.

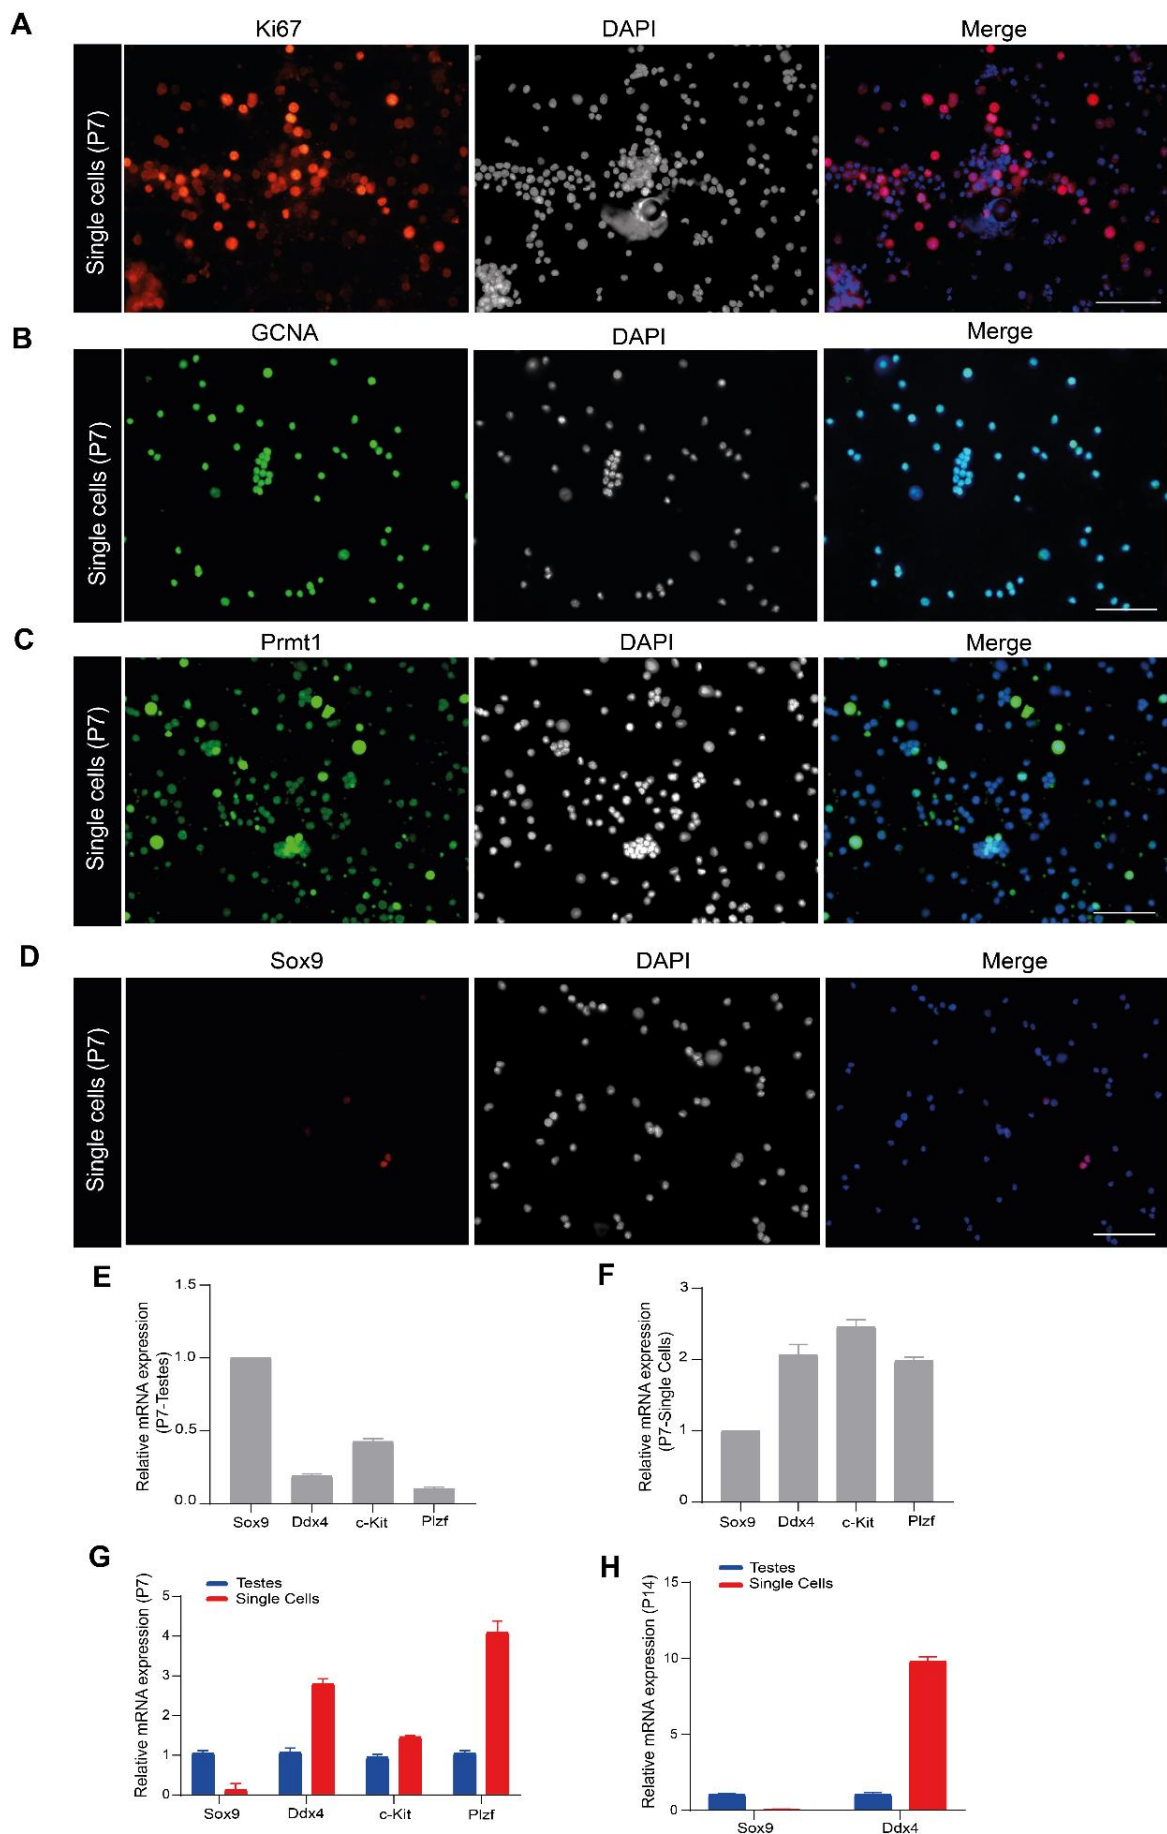

**Supplementary Fig. S6. Ratios for germ cells and Sertoli cells in seminiferous epithelia-derived single-cell suspension at P7 and P14**

(A-D) Immunostaining of Ki67, GCNA, Prmt1, and Sox9, respectively, in seminiferous epithelia-derived single cells from WT mice at P7. Scale bar, 50  $\mu$ m. (E) Relative quantification of Sox9, Ddx4, c-Kit, and Plzf mRNA expression levels in testes (n = 2 mice per genotype). (F) Relative quantification of Sox9, Ddx4, c-Kit, and Plzf mRNA expression levels in single cells (n = 2 mice per genotype). (G) Relative quantification of Sox9, Ddx4, c-Kit, and Plzf mRNA expression levels in testes (P7) and single cells (P7) (n = 2 mice per genotype). (H) Relative quantification of Sox9 and Ddx4 mRNA expression levels in testes (P14) and single cells (P14) (n = 2 mice per genotype).

**Supplementary Fig. S7. Global profiling for the genomic loci of histone arginine methyl marks in mouse testis at P7 and P14**

(A-G) Tag density plots for histone mark enrichment at gene promoters for the five histone methylarginine marks (H4R3me2a, H4R3me2s, H4R3me1, H3R2me2a, and H3R8me2a), as well as H3K4me3 and H3K27ac, in mouse testis at P7 and P14. (H-N) Heatmap profile comparing the peak enrichment at gene promoters for the five histone methylarginine marks as well as H3K4me3 and H3K27ac in mouse testis at between P7 and P14. (O-U) Genes are categorized into two classes: non-CGI and CGI-containing genes. Top panel represents the peak enrichment for CGI-containing genes, while bottom panel indicates the peak enrichment for non-CGI genes.

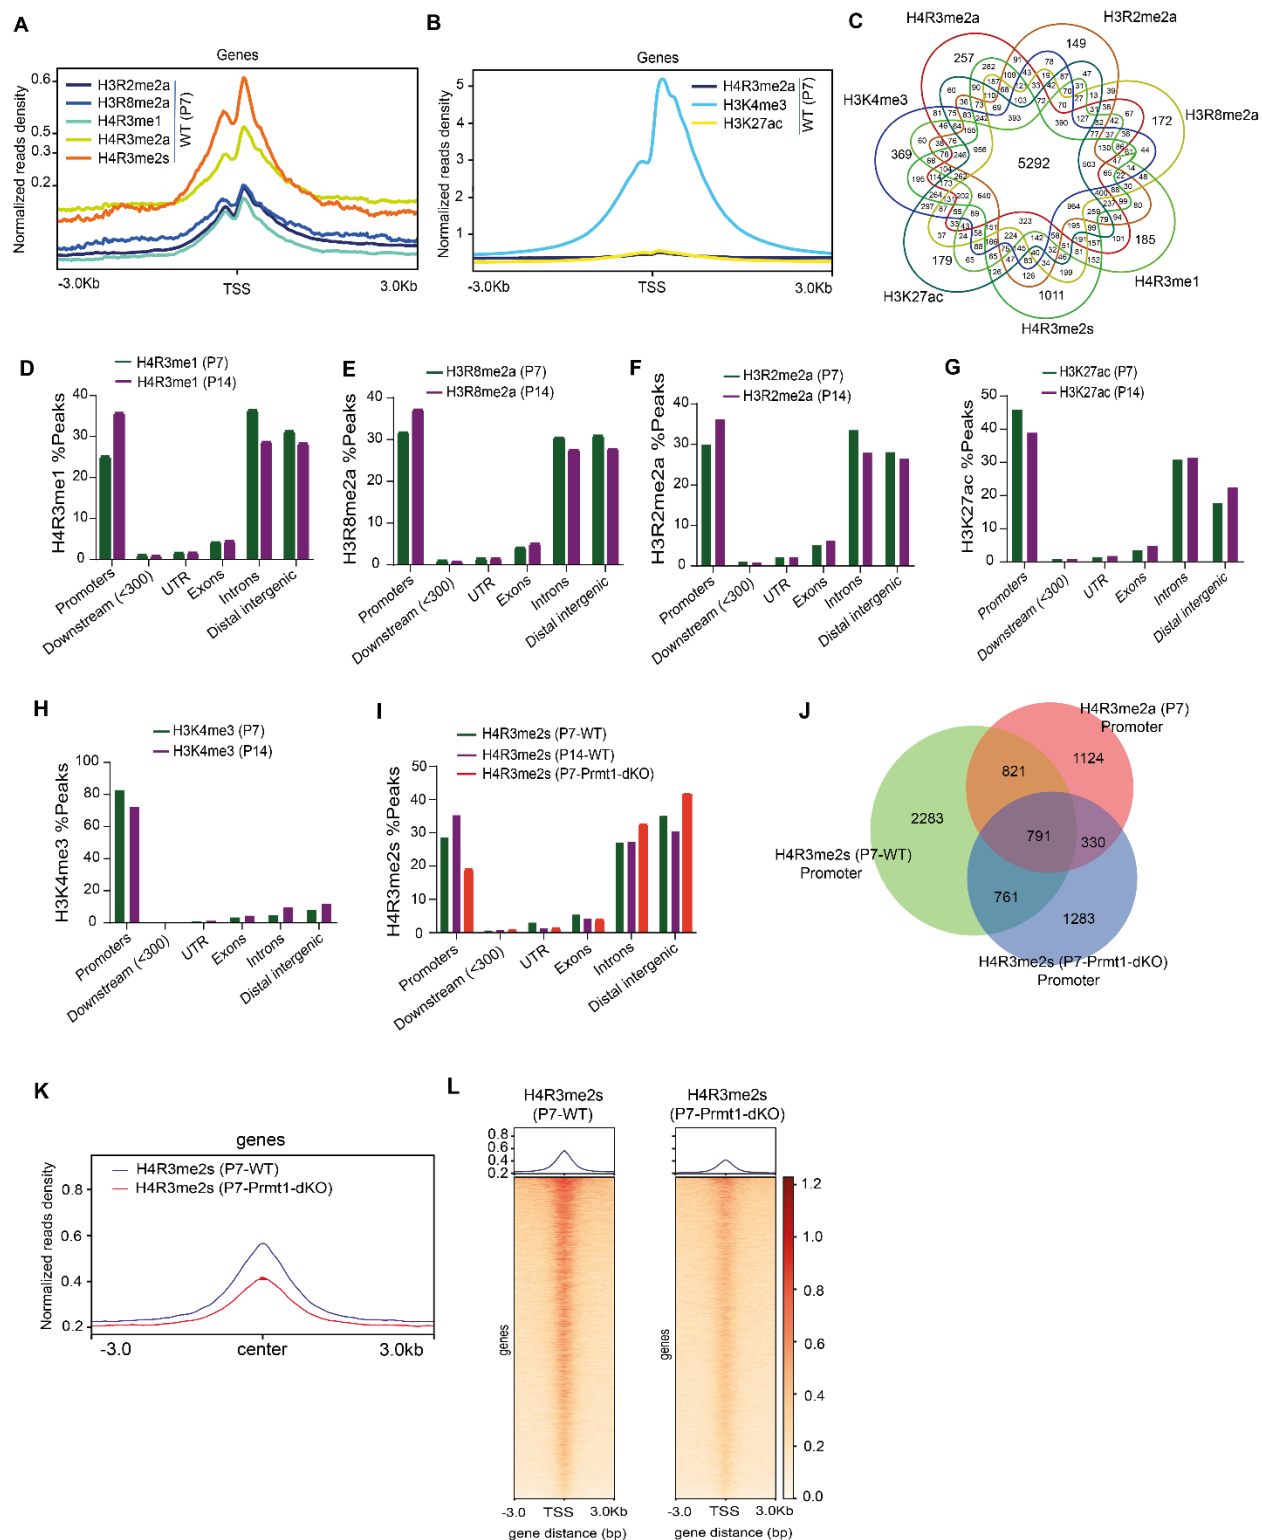

**Supplementary Fig. S8. Global profiling of histone arginine methyl marks by CUT&Tag profiling revealed the widespread genomic distribution in mouse testis at P7 and P14**

(A) Tag density plots showing TSS enrichment for H4R3me2a, H4R3me2s, H4R3me1, H3R2me2a, and H3R8me2a in WT mouse testis at P7. (B) Tag density plots showing the comparison of TSS enrichment for H4R3me2a, H3K4me3, and H3K27ac in WT mouse testis at P7. (C) Overlapping of genes with peak enrichment identified for histone PTMs in WT mouse testis at P7. (D-H) Comparison of genomic enrichment distribution for H4R3me1, H3R8me2a, H3R2me2a, H3K27ac, and H3K4me3, respectively, in WT mouse testis at P7 and P14. (I) Comparison of genomic enrichment localization for H4R3me2s in testis of WT at P7, WT at P14, and Prmt1-dKO at P7. (J) Venn plot depicting the overlapping genes with enrichment at promoters in WT and Prmt1-dKO testis at P7 as indicated. (K) Averaged density plot for H4R3me2s enrichment at TSS in WT and Prmt1-dKO testis at P7. (L) Heat map profile of H4R3me2s showing the peak enrichment at TSS in WT and Prmt1-dKO testis at P7.

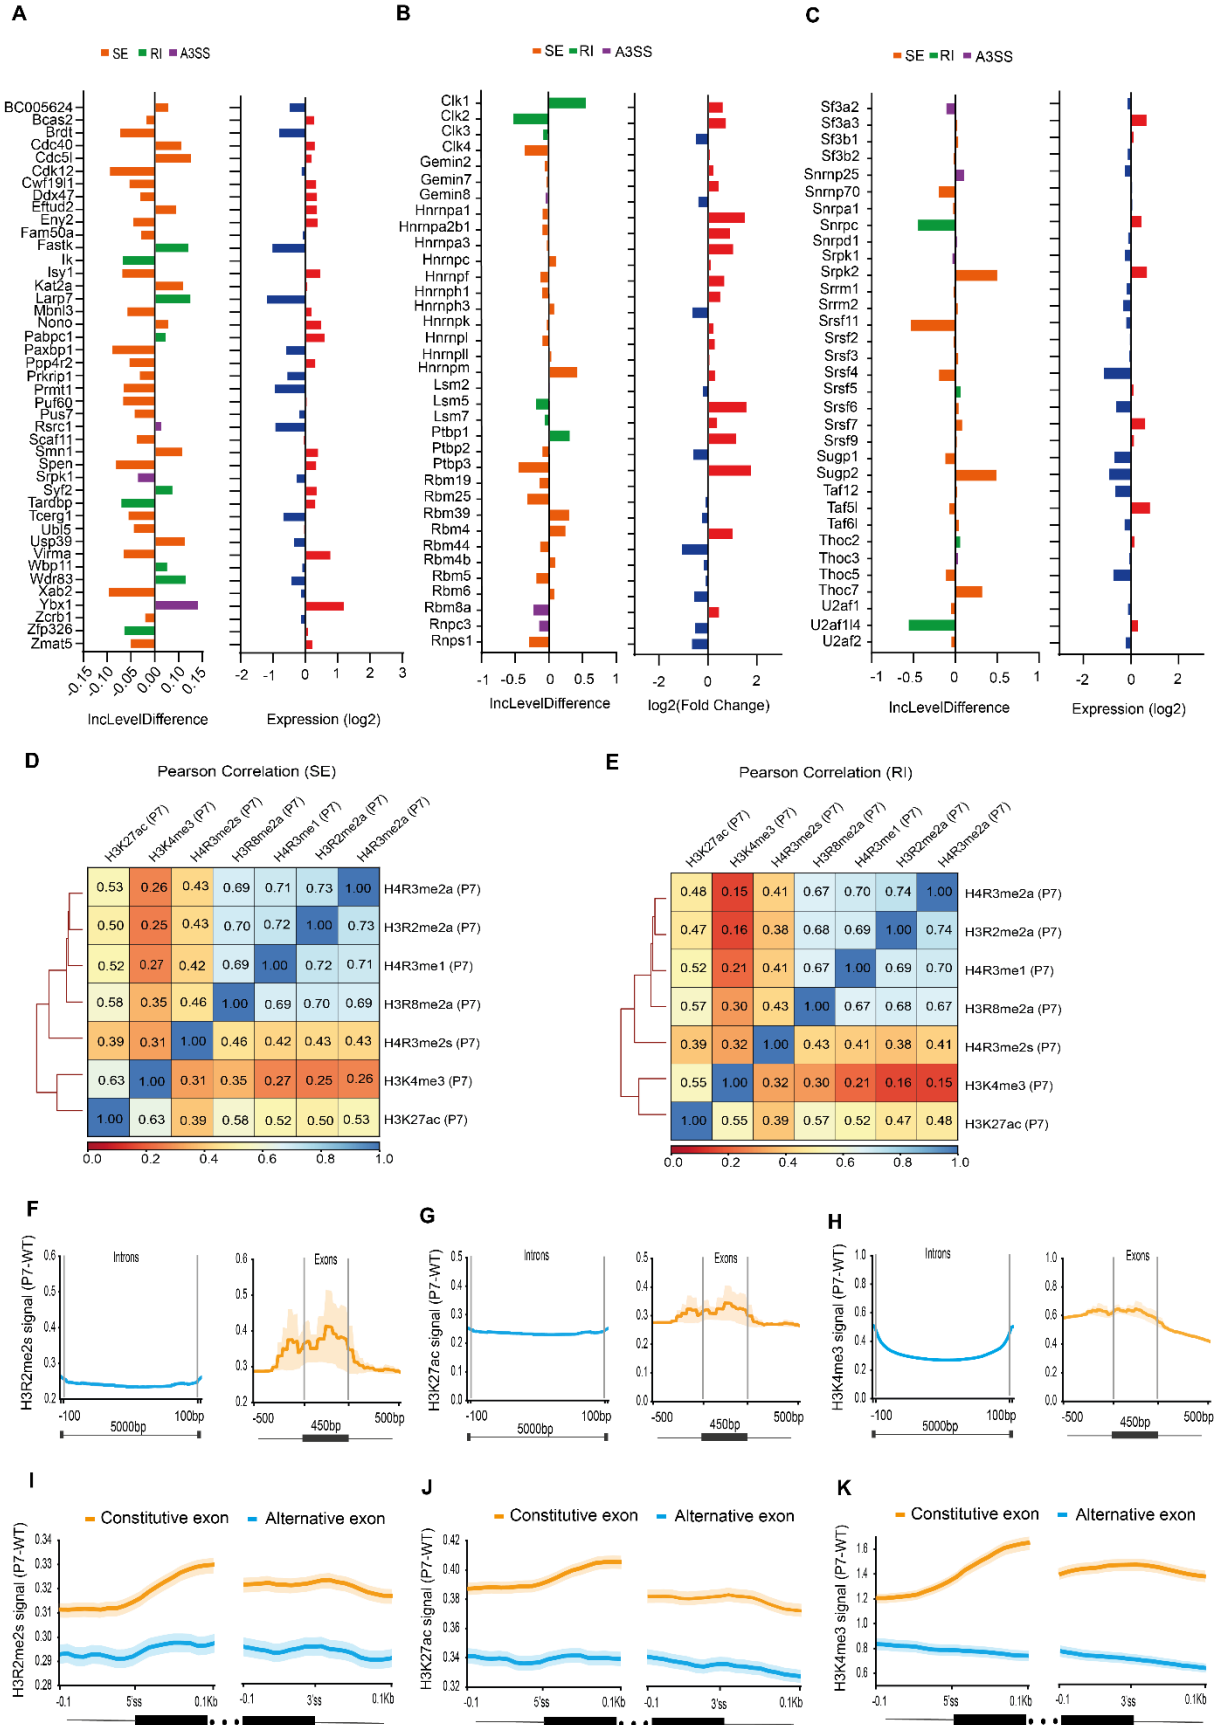

**Supplementary Fig. S9. H4R3 methylation governs alternative splicing through directly regulating expression of splicing-related factors as well as indirect shaping of local chromatin signature**

(A-C) Differential expression and inclusion level difference for RNA splicing-related genes.  $>0$  indicates a difference in the degree of inclusion in Prmt1-dKO spermatogonia;  $<0$  reflects inclusion level in WT. (D-E) A heatmap illustrating Pearson correlation of peak enrichment for histone modification marks in skipped exons (SE) and retained introns (RI) deduced from CUT&Tag profiling. (F-H) Averaged peak enrichment for H3R2me2a, H3K27ac and H3K4me3 from CUT&Tag signals for exons and introns. Average length for exons is 450 bp and for introns is 5 kb. (I-K) Enrichment comparison of the averaged peak intensity deduced from CUT&Tag for H3R2me2a, H3K27ac and H3K4me3, respectively, across the 100 bp flanking regions for alternative and constitutive exons.

**Supplementary Table S1.** Primer sequences for qPCR used in this study

| Gene/Primer Name | Sequence                | NCBI Reference Sequence |
|------------------|-------------------------|-------------------------|
| Etv5-F           | CAAGTCCCTTTTATGGTCCCAG  | NM_001358428.1          |
| Etv5-R           | ACTCTTCAGAATCGTGAGCCA   |                         |
| Bmi1-F           | AAATCCCCACTTAATGTGTGTCC | NM_001416912.1          |
| Bmi1-R           | CTTGCTGGTCTCCAAGTAACG   |                         |
| Id4-F            | ATGAACGACTGCTACAGTCG    | NM_031166.3             |
| Id4-R            | GACTTTCTTGTTGGGCGGGAT   |                         |
| Lhx1-F           | TTCCTCTTGAACTGTTGGAC    | NM_008498.3             |
| Lhx1-R           | TCGGTCAGGTTGCATTTACATT  |                         |
| Gfra1-F          | GCACCAAGTACCGCACACT     | NM_001410348.1          |
| Gfra1-R          | GCGGCAGTTGTAGAGAGACTTC  |                         |
| Lin28a-F         | GGCATCTGTAAGTGGTTCAACG  | NM_145833.1             |
| Lin28a-R         | GCCAGTGACACGGATGGATT    |                         |
| Nanos3-F         | ATGGGGACTTTCAATCTTTGGA  | NM_194059.2             |
| Nanos3-R         | GTTTGCAGAATGAACATAAGCGT |                         |
| Sox3-F           | CCTTCTGAGTTGATACGGTTGTC | NM_173384.2             |
| Sox3-R           | GGTCGCTTCACATGACCATTTC  |                         |
| Pou5f1-F         | CACCATCTGTCGCTTCGAGG    | NM_013633.3             |
| Pou5f1-R         | AGGGTCTCCGATTTGCATATCT  |                         |
| Sohlh1-F         | AGAGCGCGTTGTCATTCAGT    | NM_001001714.2          |
| Sohlh1-R         | CATGCCGGAAGATTCAGGG     |                         |
| Rary-F           | AAGTACACCACGAAGTCCAGT   | NM_011244.5             |
| Rary-R           | TTCGCAAACCTCCACAATCTTGA |                         |
| Plzf-F           | ACTCTGCGGAAAACGGTTC     | NM_001033324.3          |
| Plzf-R           | GTGCCAGTATGGGTCTGTCT    |                         |
| Sall4-F          | CCCTGGGAAGTGCATGAAG     | NM_175303.4             |
| Sall4-R          | TCAGAGAGACTAAAGAACTCGGC |                         |
| Dmrtb1-F         | AATCCTGAGAGAGAGCCGTTC   | NM_019872.2             |
| Dmrtb1-R         | GCCGGAAGCCTCTTTGTTGA    |                         |
| Dnmt3b-F         | CGTTAATGGGAAGTTCAGTGACC | NM_001003961.5          |
| Dnmt3b-R         | CTGCGTGTAATTCAGAAGGCT   |                         |
| Stra8-F          | ACAACCTAAGGAAGGCAGTTTAC | NM_009292.3             |
| Stra8-R          | GACCTCCTCTAAGCTGTTGGG   |                         |
| c-Kit-F          | GGCCTCACGAGTTCTATTTACG  | NM_001122733.1          |
| c-Kit-R          | GGGGAGAGATTTCCCATCACAC  |                         |
| Cend1-F          | GCGTACCCTGACACCAATCTC   | NM_001379248.1          |
| Cend1-R          | ACTTGAAGTAAGATACGGAGGGC |                         |

|         |                           |                |
|---------|---------------------------|----------------|
| Prdm9-F | AGATACAGGGAAATTCGAGTGGA   | NM_144809.3    |
| Prdm9-R | GGTAACACATGAAAGCTGGTCT    |                |
| Brcal-F | CCACAAAGTGTGACCACATA      | NM_009764.3    |
| Brcal-R | CCTCATTCAAACGCTCACAAG     |                |
| Clk4-F  | GTTCCAAGACATTACCATAGA     | NM_007714.6    |
| Clk4-R  | TCACCTAAAGTGTCCACGATT     |                |
| Cenpt-F | GCTCTTGAGATAGTAGAGAAG     | NM_177150.2    |
| Cenpt-R | CAGCAGCAATAAGTCCTCTG      |                |
| Ccna1-F | CATCAGGACTGAGAATTTGGC     | NM_001305221.1 |
| Ccna1-R | CTCCCTGATTGCTTGCTGCG      |                |
| Srsf7-F | ATAGGCCACCTGCCCCGTCGT     | NM_001404106.1 |
| Srsf7-R | ATCGGCGAGGAGATGCTGAT      |                |
| Srsf9-F | GAGAAGGACCTCGAGGACTTGT    | NM_025573.3    |
| Srsf9-R | GCTTCTCGCATGTGATCTTTCAG   |                |
| Lsm5-F  | TAACGCGACCACGAACCCGTC     | NM_025520.3    |
| Lsm5-R  | TCATACTTCAGGCCCTTCTCCT    |                |
| Map7-F  | TGCTAAACTCTCCAGATAGAG     | NM_001198635.1 |
| Map7-R  | TGCTGAACGAGGACAAATGG      |                |
| Prmt1-F | TACTACTTTGACTCCTATGCCCA   | NM_019830.3    |
| Prmt1-R | ATGCCGATTGTGAAACATGGA     |                |
| Prmt2-F | AGCGCCGAGAAAGACTACC       | NM_133182.3    |
| Prmt2-R | GGCCTTGAAAAGAACTCCTTGA    |                |
| Prmt3-F | GGGATCGGTCTACCCTGACAT     | NM_133740.2    |
| Prmt3-R | AGCTTCCGGTATAACTGCTTTC    |                |
| Carm1-F | TGGAATGCCTACTGCCTACG      | NM_021531.6    |
| Carm1-R | CATCCGGGAGTGGGTGTGAT      |                |
| Prmt5-F | GCCAAGCAGGGGTTTGATTTCCCT  | NM_013768.3    |
| Prmt5-R | AGCTTTCCCACAATTAGCGTATTCC |                |
| Prmt6-F | GGTGCCGGTGGAACAAGATA      | NM_178891.5    |
| Prmt6-R | CTCCCACTTTGTAGCGCAGA      |                |
| Prmt7-F | AGTGGATCGCTTCCCACAGC      | NM_145404.1    |
| Prmt7-R | TCCCGTGGTAGGATTGGCAC      |                |
| Prmt8-F | GCATGAAACACTCCTCCCGC      | NM_201371.2    |
| Prmt8-R | CACCTCGGTGCTTTCGACT       |                |
| Prmt9-F | CTCGCCTGTGATGTAGTGGC      | NM_001081240.3 |
| Prmt9-R | TACACCTGCATCGACAGTTTCTG   |                |
| Gapdh-F | AGGTCGGTGTGAACGGATTG      | NM_001289726.2 |
| Gapdh-R | TGTAGACCATGTAGTTGAGGTCA   |                |

## References

1. Ernst, C., Eling, N., Martinez-Jimenez, C.P., Marioni, J.C. and Odom, D.T. (2019) Staged developmental mapping and X chromosome transcriptional dynamics during mouse spermatogenesis. *Nat Commun*, **10**, 1251.

How the deposited data were processed for this re-analysis (not part of the article)

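Gene tables of 10 RNA libraries (bulk RNA-seq of testes and Smart-seq2 of sorted spermatogonia at P7, WT and Prmt1-dKO) and 33 CUT&Tag peak lists for 7 marks (P7 and P14) were analysed, with conditions taken from the sample labels. Library totals lay between 12396345 and 16598249 counts in bulk RNA-seq and between 15610392 and 18547103 in Smart-seq2, and the biological coefficient of variation was 0.155 and 0.767.

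For each of the 10 RNA libraries the authors trimmed reads with fastp, mapped them to mm10 with STAR and summed them per gene with RSEM, and the expected counts they deposited are not normalized. The TPM and FPKM that the authors deposited beside them are scaled by RSEM within each library. TPM served here only to count expressed genes, 15763 in Smart-seq2 and 15973 in bulk RNA-seq at a mean TPM of at least 1, and FPKM was not used. The RSEM version and the gene annotation behind these tables are not given in the sources used here. Of 55401 gene identifiers, 55141 matched GENCODE vM21 without their version and 260 did not.

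Expected counts were rounded and tested by genotype within each assay, 3 against 3 libraries in bulk RNA-seq and 2 against 2 in Smart-seq2, with no replicate block. Genes were filtered with filterByExpr (at least 10 counts, 15 in total), scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. A gene was called at a Benjamini-Hochberg FDR below 0.05 and a fold change of at least 2. The authors used DESeq2 at the same thresholds, so DESeq2 1.42.0 was run as an alternative. Both tools were tested on simulated data drawn from the means, spreads and totals of the libraries, with 200 genes changed. Each gene had the same spread in both genotypes of the simulation. Both assays were also fitted together to test, per gene, whether the genotype difference differs between them. CPM values of genes are scaled by TMM within each assay, and log2 CPM uses a prior count of 2. Ratios and folds of summed counts use library totals without TMM.

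Lists of genes for meiosis, cell cycle, germ cells, Sertoli cells, Leydig cells, peritubular cells, macrophages and endothelial cells were written by hand, and the qPCR panel was taken from the supplementary table of primers. They were tested with camera and fry of limma 3.58.1, with an inter-gene correlation of 0.01 for camera. A second macrophage list of 16 genes and a list of 20 immediate early genes were written after the first results, and Fos, Junb, Egr1 and Socs3 of the latter had been seen beforehand. Genes named in the text are Prmt1, every gene the paper names for an experiment analysed here, and up to 3 called genes per direction with the largest fold change, a mean of at least 50 counts and no overlap between the genotypes. Values of genes displayed in Figures 6B, 8B, 8C and S9 were seen before this rule was written. No gene of the Smart-seq2 libraries met the last part of the rule, since edgeR called 0 there.

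The 33 peak lists were made by the authors with MACS2 2.1.0, separately for each sample. Each list they deposited gives the fold enrichment of a peak over the local background, a ratio within that sample, and its −log10 p and −log10 q. Fold enrichments were not compared between lists. The −log10 q was used for one stricter alternative, a q of at most 0.01. Read numbers behind the lists are unknown. Peaks were placed by their summit, with a promoter reaching 3000 bp from any of the transcription start sites of 141767 transcripts. Enrichments of promoters over the genome describe each list and carry no test, since peaks of a list are not independent replicates.

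Groups of libraries were compared by exact permutation tests, whose smallest two-sided p is 0.1 for 3 against 3 and 0.333 for 2 against 2, and overlaps of gene sets by two-sided Fisher's exact tests. Genes that share a promoter or a peak are not independent in those tests. For equal list length, the peaks with the best p were kept up to the length of the shortest list compared, 19981 for H4R3me2s between genotypes. Replicates were left out one at a time, and 98 alternatives were listed at the outset, to which 31 were added later. A fold against a genotype without any count was computed against a floor of 3 counts over its libraries. No group held enough samples to test for single aberrant libraries. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for all other steps. Alternative splicing, signal over exons and CpG islands were not analysed here.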

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

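Chosen only after the results were seen were the tests of dropout in WT for single genes and for macrophage genes, of RNA without a poly(A) tail and of the dissociation response, and the list of immediate early genes.

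The genotype effect differed between sorted spermatogonia and whole testis for a large number of genes. In a joint fit of both assays by edgeR, the genotype difference of 2981 of 14171 genes differed between the assays at an adjusted p below 0.05 (4734 genes at an unadjusted p below 0.05), and 1844 of these had opposite directions. Of the 1844 genes, 1261 were higher in Prmt1-dKO spermatogonia and lower in Prmt1-dKO testis, and 583 the reverse. The joint fit assumes one spread for both assays, while the WT Smart-seq2 libraries were far more variable than any others. In these libraries 6.43% of tested genes had at most 1 count in one WT library and at least 100 in the other, against 0.0912% between the Prmt1-dKO libraries, which is what transcript dropout at low RNA input in the WT libraries would produce. Marker lists did not show a different mix of cells in the WT libraries. The germ cell list differed between these libraries at percentile 81.4 of random lists of matched expression, and the Sertoli list at 69.5. The Leydig, peritubular, macrophage and endothelial lists had a median log2 difference of 0 and lay at percentiles 69.95 to 77.24. A different mix is not excluded, since random lists of genes also differed between these variable libraries. Another 271 genes had 0 counts in both WT and at least 50 counts in both Prmt1-dKO libraries, while 16 genes had the reverse. Their number was 2.17 times what independent dropout in each WT library gives, and their median log2 fold change in whole testes was 0.07 (248 genes). Dropout that affects the same genes in both WT libraries and a real increase in sorted Prmt1-dKO cells cannot be told apart with 2 libraries per genotype. Part of the opposite directions may come from the WT libraries, and a difference between germ cells and whole testis stays open as well, untested.

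The gene CT010467.1 (chromosome 17 of GRCm38, 39846353 to 39848827), annotated as ribosomal RNA, also differed between the assays. It took 3.73% ± 1.12 of the counts in WT and 10.3% ± 0.528 in Prmt1-dKO spermatogonia (SD, n = 2 each), but 0.93% ± 0.061 in WT and 0.356% ± 0.154 in Prmt1-dKO testes (SD, n = 3 each). The difference between both genotype effects was 3.08 in log2 (adjusted p = 0.00247 from edgeR). More capture of RNA without a poly(A) tail in the Prmt1-dKO Smart-seq2 libraries might raise it. Other RNAs without a tail had a median log2 fold change of 0.77 in Smart-seq2 (17 higher and 7 lower of 24, against 0.14 for protein-coding genes), and of -1.67 in bulk RNA-seq (5 genes). Members of this class moved both ways and reads of ribosomal RNA map to many copies, so that a different capture and a different amount of ribosomal RNA cannot be told apart.

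Macrophage genes, which the paper does not discuss, gave a signal in sorted Prmt1-dKO spermatogonia. Of the 10 genes, 9 had a usable value, with a median log2 ratio of 6.80 where genes absent in WT stand at their bound, and 7 had no count in WT. By edgeR, 0 of them were called over all genes and 8 were higher when adjusted over the list alone, DESeq2 called 8, and camera gave an adjusted p of 8.67e-07 (unadjusted 0.0327 with an estimated correlation, 0.0131 under fry). Lyz2 had 0 and 0 counts in WT against 385 and 260 in Prmt1-dKO, at least 240-fold, and C1qb 0 and 0 against 247 and 248, at least 184-fold. In a second macrophage list, 11 of 16 genes were higher in both Prmt1-dKO libraries (chance separates 33.3% of genes, both directions together) with a median log2 ratio of 5.42, where macrophage RNA in the sorted samples predicts most of them to be. Dropout in WT is argued against, since 5 of 6 genes of the second list were at 0 in both WT libraries, 9.34 times the number among genes of the same expression in Prmt1-dKO. All 10 genes of the first list had counts in whole WT testes, and in bulk RNA-seq their median log2 ratio between the genotypes was 0.34 (0.17 for the second list). Macrophage RNA in the sorted Prmt1-dKO cells may therefore explain these genes. Whether it came from sorted macrophages, from free RNA or from engulfed material was not tested, and neither was expression of these genes by the germ cells themselves.

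Immediate early genes formed another signal outside the genes the paper discusses. In Smart-seq2, 17 of 20 genes were higher in Prmt1-dKO and 16 of them in both libraries (chance separates 33.3%, both directions together), with a median log2 ratio of 2.26 and 5 genes absent in WT. Junb had 0 and 0 counts against 991 and 1299, at least 851-fold, Egr1 621 and 389 against 2380 and 2734 (5.65-fold) and Fos 12 and 111 against 549 and 704 (11.4-fold). Of 18 such genes with at least 50 counts in both Prmt1-dKO libraries, 4 were at 0 in both WT libraries, 15.7 times the number among genes of the same expression. In whole testes their median log2 ratio was 0.152, with 15 of 20 genes higher and 5 of them without overlap between the genotypes (chance 10.0%, both directions together). A response to dissociation and sorting that differed between the samples is a candidate explanation, as the protocol of the bulk libraries takes RNA from the testis, but the order and duration of sorting are not given in the sources used here and would follow the genotype with 2 samples each. It cannot be told apart from induction by the loss of Prmt1 in germ cells.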

How the results depend on the processing

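The results under limma-voom, equal list length, exons together with untranslated regions, and DESeq2 calls combined with another setting were added only after the results were seen.

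Of the values that answer a comparison, 374 kept their direction and their side of the threshold or stayed within the spread or 1.5 times the count, 134 moved, 6 reversed, and a test passed its threshold in 5 cases where it had not and missed it in 6 where it had. The 374 include overlaps of peaks with edgeR's 0 calls in Smart-seq2, which stay at 0 under every peak setting by construction. For named genes and other lists the numbers were 1225 without such a change, 61 that passed and 8 that missed. Changes of sign in genes that were not called are counted among the 1225, as for Lhx1 and Pou5f1 in Smart-seq2. The 8 were the Sertoli list in Smart-seq2 (camera's p 0.052 with RLE size factors, 0.076 with the replicate block, 0.236 without WT replicate 1, 0.153 without Prmt1-dKO replicate 2) and Apoa1 in bulk RNA-seq without each WT replicate and by limma-voom (adjusted p 0.252). For the values that follow, the cause was not tested except where the construction is named.

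In bulk RNA-seq the number of higher genes was 1777 without a filter, 1379 by DESeq2 and 1749 with the FDR alone, and that of lower genes 1409 with the FDR alone. In Smart-seq2, where edgeR called 0 genes (2267 higher and 678 lower at an unadjusted p below 0.05), DESeq2 called 1238 higher and 664 lower and limma-voom 1546 and 150. Leaving out one library, edgeR's numbers ranged from 0 to 5290 higher and from 0 to 2146 lower, both highest without WT replicate 1 (4089 and 2029 without WT replicate 2). Genes called in both assays numbered 62 by DESeq2, 75 by limma-voom and 0 to 242 leaving out one library.

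The meiosis list in Smart-seq2 stayed lower under every alternative run. The cell-cycle list in Smart-seq2 had a p of 0.126 under fry and of 0.0119 to 0.0852 leaving out one library (highest without WT replicate 2). The qPCR panel in Smart-seq2 had a p of 0.0128 under fry, in the direction of an increase. In bulk RNA-seq the macrophage list had a p of 0.0592 without a filter and of 0.0155 to 0.149 leaving out one library (0.0599, 0.102 and 0.149 without WT replicate 1, WT replicate 2 and Prmt1-dKO replicate 2), and the endothelial list one of 0.0243 under fry.

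At q of at most 0.01 the mean peak numbers at P7 were 1938.7 for H4R3me2a, 1564 for H3R2me2a, 2242 for H3R8me2a, 2363.5 for H4R3me1, 5361 for H3K27ac and 2396 and 893 for H4R3me2s in WT and Prmt1-dKO, fewer by construction. At P14 they were 8350, 17426.5, 7544.5, 6921.5 and 19037 in the same order of marks, and 3034.7 for H4R3me2s. At this threshold the promoter shares at P7 were 38.2% for H3R2me2a, 35.2% for H3R8me2a, 69.5% for H3K27ac and 60.6% and 32.3% for H4R3me2s in WT and Prmt1-dKO. The exon shares were 0.755%, 1.12%, 0.581%, 0.714% and 0.425% for H4R3me2a, H3R2me2a, H3R8me2a, H4R3me1 and H3K27ac and 1.25% and 0.604% for H4R3me2s in WT and Prmt1-dKO. The intron shares were 27.6%, 25.0%, 25.5%, 29.7%, 15.2%, 11.7% and 21.3% in that order.

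With a promoter window of 1000 bp the promoter shares fell by construction, to 20.3% for H4R3me2a, 22.6% for H3R2me2a, 25.2% for H3R8me2a, 19.0% for H4R3me1, 40.5% for H3K27ac, 81.8% for H3K4me3 and 15.9% for H4R3me2s in Prmt1-dKO. The exon shares rose to 2.93%, 3.59%, 2.61%, 2.53%, 1.98% and 1.85% in the same order of WT lists, and to 3.04% and 2.23% for H4R3me2s in WT and Prmt1-dKO. The intron shares rose to 40.8%, 41.0%, 36.9%, 43.3%, 36.8%, 7.14% and, for H4R3me2s in Prmt1-dKO, 37.0%. Exons with untranslated regions held 2.89%, 3.48%, 2.42%, 2.62%, 2.01% and 1.17% of peaks in the same order of WT lists, and 4.31% and 2.29% for H4R3me2s in WT and Prmt1-dKO. The H4R3me2s share was 6.11% in WT replicate 1 and 2.50% in WT replicate 2.

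The difference of the promoter share between P14 and P7 was 25.4, 19.2, 25.5 and 24.5 percentage points at q of at most 0.01 for H4R3me2a, H3R2me2a, H3R8me2a and H4R3me1. With the 1000 bp window it was 7.34 for H4R3me2a, 8.88 for H3R2me2a and -19.2 for H3K4me3. At equal list length it was 15.9, 19.9, 14.2 and 13.8 for H4R3me2a, H3R2me2a, H3R8me2a and H4R3me1, -8.06 for H3K4me3, and for H3K27ac it reversed to 10.1. For H4R3me2s it ranged from -6.78 (without P7 WT replicate 2, reversed) to 13.0 (without P7 WT replicate 1).

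Genes with all 7 marks numbered 84 at q of at most 0.01, 213 with the 1000 bp window, 2413 with any replicate and 145 with peaks overlapping by at least 50%. Called genes with H4R3me2a at the promoter numbered 351 by DESeq2 and 193 by limma-voom, of which 145 and 21 were lower. Those that lost H4R3me2s numbered 320 and 143, those that gained it 149 and 90, and lower genes among the latter 59 and 14. Leaving out one library, these numbers by edgeR ranged from 0 to 1208 with H4R3me2a, 0 to 357 of these lower, 0 to 1009 with a loss, 0 to 448 with a gain and 0 to 143 lower with a gain, each highest without Smart-seq2 WT replicate 1. With DESeq2's calls the odds ratio for lower genes with H4R3me2a reversed to 0.896 within tertiles of expression (Cochran-Mantel-Haenszel p 0.441) and to 0.932 at q of at most 0.01 (Fisher's exact p = 1). For gain against loss of H4R3me2s it was 0.709 with any replicate (Fisher's exact p = 0.0367) and 0.659 (without Prmt1-dKO replicate 1) to 0.861 (without WT replicate 1) leaving out one H4R3me2s list.

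Without one H4R3me2s list, the remaining list of that genotype marks genes alone, which enlarges its set by construction, and that genotype has no pair of its own. Genes with H4R3me2s in WT only numbered 389 at q of at most 0.01, 9264 with any replicate, and 2683 (without Prmt1-dKO replicate 2) to 9828 (without WT replicate 1) leaving out one list. Those with it in Prmt1-dKO only numbered 26 at q of at most 0.01, 901 with the 1000 bp window, 6611 with any replicate, 885 at equal list length, and 1103 (without WT replicate 1) to 7163 (without Prmt1-dKO replicate 2). Those with a gain and H4R3me2a numbered 16, 208 and 1838 under the first 3 of these settings, and 253 (without WT replicate 1) to 1021 (without Prmt1-dKO replicate 2). For H4R3me2s promoter gain and loss against change between replicates, pairs of different genotypes differed from pairs of the same genotype by 7.17 percentage points at q of at most 0.01, and by -3.52 (without WT replicate 1, reversed, as was -3.33 without WT replicate 2) to 7.77 (without Prmt1-dKO replicate 1) leaving out one list.

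The replicate block gave 691 higher and 259 lower genes in bulk RNA-seq and 0 and 0 in Smart-seq2 (smallest FDR 0.382). Replicates of the same number did not pair, with correlations of their deviations of 0.082, -0.221 and -0.119 in bulk RNA-seq and 0.018 in Smart-seq2, so no call was judged by it. Strata of expression gave no value with edgeR's 0 calls in Smart-seq2 and were run on those of DESeq2, and the use of any replicate gives none for the comparison of single lists. Read depths of the peak lists are unknown, which limits every comparison of peak numbers. With 2 libraries per genotype edgeR recovered 19 of 100 simulated 4-fold changes in Smart-seq2, where both genotypes were simulated with the same spread.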

Differences from the paper's values

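Chosen after seeing the values were limma-voom, equal list length and the joining of exons with untranslated regions, and all other alternatives named here were set before the data were examined. The lists of genes called by the paper were not used here, so it is unknown how many of its called genes each alternative drops.

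For whole testes the paper gives 1365 genes higher in Prmt1-dKO, and edgeR gave 881. The value fell within 1.5 times the paper's with DESeq2 (1379), which the paper's methods name, without a filter on low counts (1777), with the FDR alone (1749), without Prmt1-dKO replicate 1 (1040) and without Prmt1-dKO replicate 2 (1048). It did not with RLE size factors (875), a mean CPM of at least 1 (662), the replicate block (691), or without WT replicate 1 (699), 2 (684) or 3 (793) or Prmt1-dKO replicate 3 (886), or with limma-voom (842). For lower genes the paper gives 293 and edgeR gave 294.

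For sorted spermatogonia the paper gives 1231 genes higher and 660 lower, and edgeR gave 0 and 0. With DESeq2, named in the paper's methods, the values were 1238 and 664. RLE size factors, no filter, a mean CPM of at least 1, the FDR alone, the replicate block and leaving out either Prmt1-dKO replicate gave 0 and 0. Leaving out WT replicate 1 gave 5290 and 2146, and leaving out WT replicate 2 gave 4089 and 2029. Limma-voom, chosen after seeing the values, gave 1546 higher, within 1.5 times the paper's, and 150 lower, which is not.

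The paper gives 277 dys-regulated genes with H4R3me2a at the promoter, 296 that lost H4R3me2s and 152 that gained it, where calls by edgeR gave 0, 0 and 0. Calls by DESeq2 gave 351, 320 and 149, and with one peak list of the mark left out, which changes how many lists mark a gene, 178 to 187, 211 to 613 and 99 to 420. Every setting of the peaks run with edgeR's calls gave 0 by construction, since edgeR called 0 genes in Smart-seq2. The same holds without a Prmt1-dKO Smart-seq2 replicate, where it also called 0, so these values do not test the overlaps. Leaving out Smart-seq2 WT replicate 1 gave 1208, 1009 and 448, and leaving out WT replicate 2 gave 988, 806 and 363. Limma-voom, chosen after seeing the values, gave 193, within 1.5 times the paper's, and 143 and 90, which are not.

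The paper gives an exon share of 4% for the arginine methyl marks at P7. The shares found were 1.72% for H4R3me2a, 2.08% for H3R2me2a, 1.41% for H3R8me2a, 1.55% for H4R3me1 and 1.61% for H4R3me2s. A promoter window of 1000 bp brought H4R3me2a (2.93%), H3R2me2a (3.59%) and H4R3me2s (3.04%) within 1.5 times the paper's value, but not H3R8me2a (2.61%) or H4R3me1 (2.53%). A q of at most 0.01 and leaving out a replicate did not for any mark. Joining exons with untranslated regions, chosen after seeing the values, gave 2.89%, 3.48%, 2.42%, 2.62% and 4.31% in the same order of marks. The 4.31% of H4R3me2s is the mean of 6.11% in WT replicate 1 and 2.50% in WT replicate 2, so it rests on replicate 1.

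Other values of the paper were within 1.5 times. The paper gives 3165 promoter peaks of H4R3me2s in Prmt1-dKO, 1613 of them gained and 330 with H4R3me2a, where 2888, 1604 and 400 genes were found. The paper's promoter shares of more than 80% for H3K4me3 and 40% for H3K27ac were 86.5% and 50.1%, and its intron share of 30% lay between 25.5% and 35.8%.

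Directions also differed. The paper describes some genes of spermatogonial self-renewal and differentiation as reduced in Prmt1-dKO spermatogonia by qPCR. Over the 19 genes of its primer panel, not all of which it describes so, 15 were higher and 4 lower in Smart-seq2. Id4, Plzf (Zbtb16), Bmi1, C-kit and Sohlh1 were higher (log2 fold changes 1.71, 1.97, 1.32, 0.17 and 0.66), while Ccnd1 was lower (-0.53), as the paper states. None of these genes was called by edgeR or DESeq2. The WT libraries disagreed for Id4 (22 and 287 counts) and Plzf (1107 and 29 counts). In whole testes C-kit, Ccnd1, Bmi1 and Plzf were lower (-0.53, -0.46, -0.21 and -0.10 in log2). Id4 and Sohlh1 were higher there (0.43 and 0.05), and none of these genes was called. The qPCR samples were not analysed here. The paper states that the transcription factors of Figure 7H–J are expressed at lower levels without Prmt1. In Smart-seq2, 9 of 12 were higher and 3 lower, where edgeR called 0 of them and DESeq2 called 1 higher. Among those it names, Bcl6b, Id4, Pou3f1, Pou5f1, Zbtb16 and Sohlh2 were higher (Bcl6b at least 162-fold in Smart-seq2, with 0 counts in both WT libraries, and 0.30 in log2 in whole testes, Pou3f1 0.99, Pou5f1 0.27 and Sohlh2 1.61 in log2), Taf4b was lower (-0.85), Lhx1 was at -0.08. Etv5, which the paper describes as comparable, was at 0.75 and not called by edgeR or DESeq2.

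The paper describes H4R3me2s as elevated at the promoters of Bcl6b, Id4, Lhx1 and Pou3f1 in Prmt1-dKO, and as occupying promoters such as those of Pou5f1, Zbtb16, Taf4b and Sohlh2 again. Over all 12 factors, the peak was present in more Prmt1-dKO than WT lists for 2, in fewer for 7 and in as many for 3. It was present in more Prmt1-dKO lists for Bcl6b and Sohlh2, in fewer for Lhx1, Pou3f1, Zbtb16 and Taf4b, and in as many for Id4 and Pou5f1. For Etv5, described as unchanged, it was present in 2 of 2 WT and 0 of 2 Prmt1-dKO lists. These are presences of peaks, and signal heights were not used here. With 2 lists per genotype that often disagree, and fewer promoter genes in the Prmt1-dKO lists, they do not contradict a difference in signal at single genes. The paper describes H4R3me2s as decreased at Prmt2, Prmt5 and Prmt6, where lists with a peak went from 1 to 2, 0 to 0 and 1 to 1. Of these genes, which it describes as increased in expression in germ cells without Prmt1, Prmt2 and Prmt5 were higher in Smart-seq2 (1.63 and 0.19 in log2) and Prmt6 was lower (-0.49), and edgeR and DESeq2 called 0 of them.

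The paper describes all 6 CENP genes as dys-regulated, and edgeR and DESeq2 called 0 of them. It describes Srsf4, Hnrnpa1 and Ptbp1 as dys-regulated, and DESeq2 called all of them while edgeR called 0, at an FDR of 0.0774 each. The paper describes an increase of H3K27ac at promoters from P7 to P14 and no difference for H3K4me3. The promoter shares changed by -3.61 and -17.7 percentage points, while promoter peaks rose from 11474 to 19413.5 and from 16271.5 to 17989. At equal list length, chosen after seeing the values, H3K27ac rose by 10.1 points and H3K4me3 fell by 8.06. That cut keeps only the peaks with the best p from the longer P14 lists. For H4R3me2a, H3R2me2a, H3R8me2a and H4R3me1 the promoter share rose in all lists, as the paper describes. For H4R3me2s the lists of both ages overlapped, and the difference of 3.13 points turned to -6.78 without P7 WT replicate 2.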

Other observations

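The tests on cell composition in whole testes, on other splits of the libraries and on replicate disagreement of H4R3me2s were chosen only after the results were seen, as were the tests of marked genes as sets.

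In whole testes the Sertoli, Leydig and peritubular lists fell while the germ cell list did not. A smaller share of germ cells would raise the other lists, and the Sertoli list had a median log2 fold change of -0.48 with 14 of 14 genes lower, which argues against this explanation alone. A change in other cells of the Prmt1-dKO testis stays open and was not tested. The cell-cycle list was lower in whole testes (39 of 40 genes, median log2 fold change -0.50, camera's adjusted p 1.78e-13, unadjusted 0.0172 with an estimated correlation and 0.000127 under fry), with 2 genes called. The meiosis list went the other way from the sorted cells, with 25 genes higher and 12 lower, a median of 0.22 and an adjusted p of 0.145, and camera's unadjusted p was 0.0331 without WT replicate 2 and 0.0129 without Prmt1-dKO replicate 3. For the qPCR panel, camera's adjusted p in whole testes was 0.48 with a median of 0.09.

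In sorted spermatogonia the germ cell list had a median log2 fold change of 0.54 (13 of 15 genes higher, camera's adjusted p 0.242, fry 0.0225). The Sertoli list had a median of 0.77 (12 of 15 higher, adjusted p 0.106, fry 0.0526), the Leydig list was tested with 5 genes (4 higher, adjusted p 0.242, fry 0.0152), the peritubular list with 5 (3 higher, adjusted p 0.450, fry 0.0065) and the endothelial list with 3 (2 higher, adjusted p 0.313, fry 0.0526). With absent genes at their bound, the median log2 ratio was 1.52 for the Leydig and 3.16 for the endothelial list. The Sertoli list also differed between both Prmt1-dKO libraries, by a median of 0.58 in log2, at the percentile 100.0 of random lists, as did the endothelial list (0.81, percentile 99.2) and the peritubular list (0.73, percentile 97.6).

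Each way of splitting the 6 bulk libraries into groups of 3 was tested with edgeR. The split by genotype gave 1175 called genes and the highest of the others 0, so that 1 of 10 splits reached this number. By this count alone chance cannot be excluded, since the smallest share that 10 splits allow is 0.1.

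H4R3me2s promoter gain and loss against change between replicates was compared, since gain and loss might reflect disagreement between replicate lists. Pairs of different genotypes differed by 1.71 percentage points more than pairs of the same genotype (SD between the pairs of different genotypes 1.08), and by 7.17 points more at q of at most 0.01. Without WT replicate 1 of H4R3me2s the difference turned to -3.52 points and without WT replicate 2 to -3.33, while it was 7.77 and 5.90 without Prmt1-dKO replicate 1 and 2. In each case the genotype with the missing list has no pair left, so that the difference is taken from the pair of the other genotype alone. With 2 lists per genotype, a change with genotype and disagreement between replicates cannot be told apart. In Smart-seq2, genes that lost H4R3me2s at the promoter had a median log2 difference between genotypes of 0.15, against 0.43 for other genes. For this set camera gave p 0.0478, direction down, and 0.145 with an estimated correlation, while fry gave the direction up, p 0.0202. Genes that gained H4R3me2s had a median difference of 0.22 against 0.37 (camera's p 0.372, direction down, and fry's p 0.00938, direction up). These differences are not edgeR's log2 fold changes, whose median over all tested genes was 0.15. Genes with the mark in both genotypes had a median difference, of the same kind, of 0.04 against 0.39 (camera's p 0.00582, 0.0246 with an estimated correlation). Without WT replicate 2 of Smart-seq2 camera's p for the last set was 0.0891, with an estimated correlation it was 0.0739 to 0.221 without any one of the libraries, and fry gave the opposite direction (up, p 0.0519). For the genes with a loss camera's p lay above 0.05 without any one of the libraries (0.0918 to 0.351). Genes with H4R3me2a at the promoter went down by camera (p 0.178) and up by fry (p 0.0113), with a positive median. Expression was not matched between these sets and the other genes.

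Open promoters picked up whatever the antibody are a possible explanation for the low overlap between replicates of arginine methyl marks. Lists of the same mark shared 1.58 percentage points more promoter genes than lists of different marks, and 0.772 points (one-sided permutation p = 0.0838) without H4R3me2s. A small contribution of the antibody and none cannot be told apart for the other 4 marks.

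The higher promoter share at P14 might come from longer peak lists at P14. With the lists of each mark shortened to the length of its shortest list by the authors' p (16995 peaks for H4R3me2a), the difference for H4R3me2a was 15.9 percentage points, with all P14 lists above all P7 lists, compared with 5.41 points for full lists. At P14 the H4R3me2a share was 48.2% in the shortened and 37.6% in the full lists, so the weaker peaks did not raise it. The cut keeps only the best peaks of the longer P14 lists, so it cannot separate list length from stronger peaks at P14. Different read depth, a different background and a different cell mix at P14 were not tested.

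The paper measured PRMT expression in other samples than those analysed here. In sorted spermatogonia 5 of 8 tested PRMT genes were higher and 3 lower, in whole testes 3 and 5, and edgeR and DESeq2 called 0 of them in either assay. Prmt3, Prmt7 and Prmt9 had log2 fold changes of 0.78, 0.21 and 0.56 in sorted spermatogonia and Carm1 of -0.46, while Prmt8 had too few counts to be tested. An H4R3me2s promoter peak of Prmt1 itself was found in 2 of 2 WT and 0 of 2 Prmt1-dKO lists. Of the genes named for alternative splicing, Brca1 had a log2 fold change of -0.63 (FDR = 0.0261) and Clk4 of 0.92 (FDR = 0.00271 from edgeR) in whole testes, both under the 2-fold threshold.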
